# H3K9me3 controls epidermis morphogenesis by regulating RNA Pol II dynamics at developmental promoters and enhancers

**DOI:** 10.1038/s41467-026-73308-5

**Published:** 2026-05-15

**Authors:** Chris Ke Bai, Gopal Chovatiya, Emily Janine Pollack, Yu-Ching Liao, Ashley Nayeon Kim, Tudorita Tumbar

**Keywords:** Cell lineage, Gene silencing, Skin stem cells, Transcriptional regulatory elements

## Abstract

Histone H3K9me3 silences repetitive elements and represses non-lineage genes during early development, but its role in organogenesis is understudied. Here, we show that H3K9me3 deposition is dynamic during epidermis morphogenesis and essential for lineage diversification. We ablate Suv39h1, Suv39h2, and Setdb1 histone methyltransferases, in the embryonic mouse epidermis, to induce H3K9me3 loss. This causes complete failure of keratinocyte differentiation, skin barrier formation, hair follicle development, and Merkel cell specification. Single-cell transcriptomics reveals aberrant cell fates with mixed epidermal subtype identities and dysregulated non-lineage and lineage-specific transcription programs. Affected pathways include differentiation, metabolism, cell cycle, cytoskeletal organization, and extracellular matrix. H3K9me3 primarily restricts RNA Pol II transcription initiation at key developmental promoters and enhancers and has minimal direct effect on promoter-proximal pause release. We uncover a cooperative and indispensable role for Suv39h1, Suv39h2, and Setdb1 in gene expression control of epidermal morphogenesis, establishing H3K9me3 as a critical developmental determinant of skin organogenesis.

## Abstract (web summary)

This study reveals that H3K9me3 dynamically regulates lineage-related genes during epidermis development by repressing RNA polymerase II activity at key enhancers and promoters. Loss of H3K9me3 results in mixed cell identity and failure of skin morphogenesis.

## Introduction

Histone modifications are important and widely studied epigenetic regulators during development, aging, reprogramming, and cancer^1,2^. Among these, tri-methylation of histone H3 at lysine 9 (H3K9me3) has been traditionally associated with constitutive heterochromatin and silencing of transposable elements^3,4^. However, in the past several years, increasing evidence suggests an additional role of H3K9me3 in repressing non-lineage genes^5,6^.

In mice, H3K9me3 global patterns are dynamically and progressively established de novo in a lineage-specific manner during embryogenesis^7^. Three histone methyltransferases (HMTs) are primarily responsible for the formation and spreading of H3K9me3 heterochromatic domains in mice, namely Suv39h1, Suv39h2, and Setdb1^8^. Suv39h1 and Suv39h2 are largely redundant and were initially thought to maintain constitutive heterochromatin and genomic stability and have little function in gene regulation^9^. Mice with double deletion of the two HMTs develop normally to mid-gestation, and can survive to adulthood, when they display increased DNA damage and susceptibility to cancer^9^. However, more recent studies suggested potential context-dependent roles of Suv39h enzymes in gene regulation in several tissues^10–12^.

On the other hand, Setdb1 was originally thought to primarily repress genes and transposable elements within euchromatin; its ubiquitous deletion led to developmental arrest of mouse embryos at the blastocyst stage^13^. Furthermore, cell-type-specific and/or inducible *Setdb1* single knockout mouse models revealed its role in adult stem cells in tissues such as the hair follicle, muscle, and blood^14–18^. In these reports, Setdb1 loss disrupted tissue homeostasis and regeneration, primarily through aberrant activation of transposable elements and the resulting inflammation, and in some cases by de-repressing non-lineage genes^14–18^. However, Setdb1 was also shown to affect pericentromeric H3K9me3 in spermatocytes, thus regulating meiosis through mechanisms related to constitutive heterochromatin maintenance^14^.

These studies are challenging the notion that Setdb1 and Suv39h enzymes occupy distinct spatial and functional roles, instead suggesting more nuanced and context-dependent regulation of H3K9me3 functions. Examining the role of H3K9me3 in organogenesis and accounting for any functional redundancies require simultaneous targeting of all three HMTs (e.g., *Suv39h1*, *Suv39h2,* and *Setdb1*) in a cell type specific manner.

Triple knockout (TKO) of all three H3K9me3 HMTs in specific cell types in vivo has only been performed in a single study to date, targeting the endoderm^19^. This revealed an important role of the three HMTs in repressing non-lineage genes at the onset of liver and pancreas specification, prior to organogenesis. Triple knockout of the H3K9me3 HMTs during mouse organogenesis, when tissues undergo extensive lineage diversification and morphogenesis, has not yet been performed.

In addition, the transcription silencing mechanisms associated with this essential histone mark are incompletely understood. Notably, previous genetic studies targeting individual HMTs in mice primarily measured changes in steady-state RNA levels, which reflect both transcriptional and post-transcriptional effects and can confound interpretation. Moreover, it remains unclear which specific steps of RNA Pol II regulation are influenced by H3K9me3 and whether it affects Pol II promoter-recruitment and transcription initiation or promoter-proximal pause-release into productive elongation^20^.

We address these fundamental gaps in the field using mouse skin epidermal development as a model system for mammalian organogenesis. Epidermis is composed of the epithelial or keratinocyte lineage, which arises from a single layer of ectoderm that covers the body at mouse embryonic day 9.5 (E9.5). Through sequential steps of cellular diversification and morphogenetic rearrangements that culminate at E18.5 prior to mouse birth, the keratinocyte lineage forms the stratified epidermis and its appendage, the hair follicle^21,22^. Epidermis also harbors specialized innervated structures, the touch domes, that contain sensory epithelial Merkel cells^23^. As skin matures into adulthood, the hair follicle relies on hair follicle stem cells to orchestrate cycles of hair growth, regression, and rest during tissue homeostasis^24,25^.

In this work, we delete all three HMTs during skin development with an inducible epithelial-specific TKO mouse model, which results in depletion of H3K9me3 and profound defects in epidermis morphogenesis. Using PReCIS-seq, we map keratinocyte-specific, transcriptionally engaged RNA Pol II in intact tissue^26^. With complementary genomic approaches, we reveal dynamic H3K9me3 narrow islands that repress RNA Pol II activity at specific enhancers and promoters to regulate cell adhesion, differentiation, proliferation, and metabolism during epidermal development. In contrast, DNA damage, apoptosis, and inflammation are largely unaffected at this embryonic stage, contrary to expectation from previous work. We demonstrate that H3K9me3 is indispensable for lineage progression and diversification by limiting Pol II activity primarily at recruitment/initiation step with minimal direct effects on pause-release. We uncover here an essential role for H3K9me3 as a key regulator during mammalian organogenesis.

## Results

### H3K9me3 dynamically marks lineage promoters and enhancers

We first assessed H3K9me3 levels and genome-wide landscapes during keratinocyte-lineage diversification. The epidermis arises from an ectodermal K8^+^ (Keratin 8, Krt8) layer at embryonic day 9.5 (E9.5), which subsequently matures into K14^+^ (keratin 14, Krt14) basal progenitors that diversify to multiple keratinocyte subtypes^27^, including suprabasal cells, hair follicles, and Merkel cells (Fig. 1a). Immunofluorescence (IF) staining revealed that global H3K9me3 levels start low in the ectodermal K8^+^ layer but significantly increase around E12.5 and maintain relatively stable thereafter during skin morphogenesis (Fig. 1b, c, and Supplementary Fig. 1a).

**Fig. 1:**
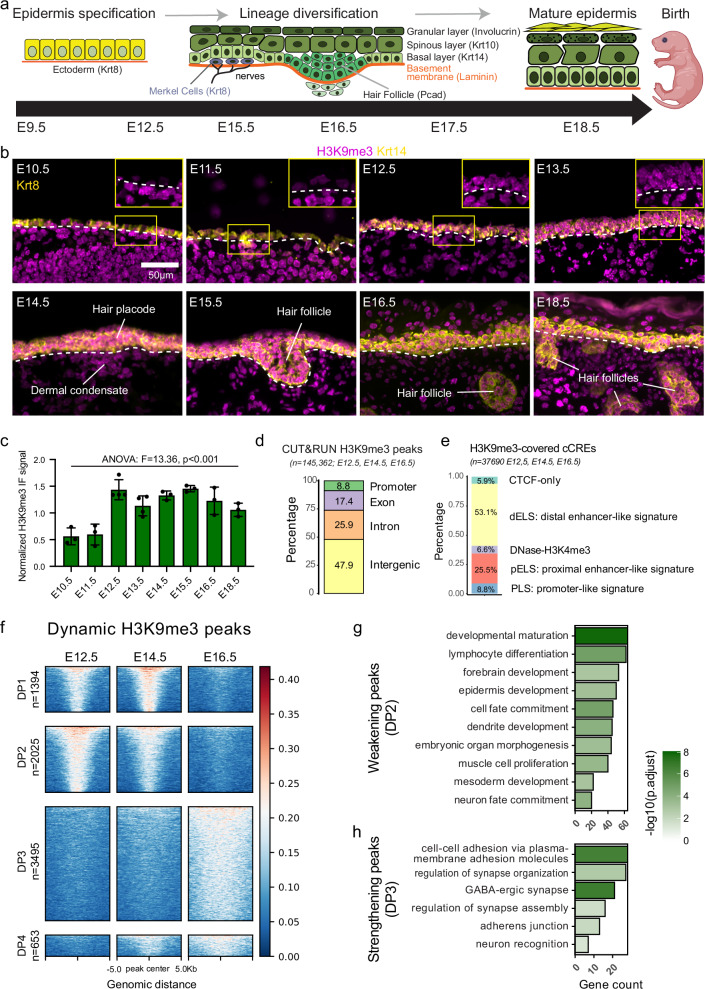
Dynamic H3K9me3 landscapes mark promoters and enhancers of lineage-related genes during epidermis development. **a** Schematics and timeline of epidermal morphogenesis during skin development. **b** Embryonic (E) skin at days indicated was immunofluorescence (IF) stained for H3K9me3 (magenta), Krt8 (yellow, ectoderm), or Krt14 (yellow, basal layer). Images are representative. **c** Quantifications for images like those in (**b**), showing H3K9me3 hypomethylation of the basal layer prior to lineage diversification. *n* = 4 embryos for E12.5, E13.5, and *n* = 3 embryos for all other time points. Mean H3K9me3 signal intensity of Krt8/Krt14 positive basal cells was quantified and normalized to mean H3K9me3 intensity from adjacent dermal cells. One-way ANOVA with pairwise comparisons (Tukey’s method) was performed for all time points. Data are presented as mean ± s.d. See Supplementary Fig. 1a for exact *p* values for all pairwise comparisons. **d** Pie chart showing the distribution of functional genomic features overlapping called H3K9me3 peaks. If a peak overlaps multiple genomic features due to alternative TSS or alternative splicing, feature types are assigned following this order: promoter, exon, intron and intergenic. **e** Types of ENCODE-defined candidate cis-regulatory elements (cCREs) covered by H3K9me3. Classification criteria for cCREs can be found from UCSC website. **f** Heatmap showing genome-wide dynamic H3K9me3 peaks across epidermis development. Selected GO terms enriched in genes associated with dynamic peaks, **g** for weakening peaks (DP2) and **h** for strengthening peaks (DP3). Gene-peak association is defined if H3K9me3 peak(s) overlaps gene body or ±10 kb flanking region of a gene. GO analysis was performed using clusterProfiler based on a one-sided hypergeometric test with Benjamini–Hochberg correction for multiple comparisons. Full lists of enriched GO terms are reported in Supplementary Data 2. Created in BioRender. Bai, C. (2026) https://BioRender.com/m3uab5j.

We then isolated epidermal cells from E12.5, E14.5, and E16.5 mouse embryos using fluorescence-activated cell sorting (FACS) (Supplementary Fig. 1b, c) and profiled the genome-wide H3K9me3 distribution by CUT&RUN. Using Epic2, a peak caller optimized for broad domains^28^, we identified around 37,000–54,000 H3K9me3 peaks from each developmental timepoint, with their sizes ranging from 500 bp to 1.8 Mb (Supplementary Fig. 1d). Around half of these peaks (52.1%) overlap genic regions including promoters (8.8%), exons (17.6%) and introns (25.9%), while the other half reside in intergenic regions (Fig. 1d). A subset of peaks overlaps ENCODE-defined candidate cis-regulatory elements (cCREs), with enrichment in proximal and distal enhancer-like signatures (78.6%) (Fig. 1e). This suggests that H3K9me3 islands mark select promoters and enhancers in epidermis.

Using the union of peaks from all timepoints as reference (Supplementary Fig. 1e), we counted H3K9me3 signals and defined dynamic peaks (DP1–4) across development (Fig. 1f). Among them, DP1 and DP2 are weakened from E12.5 to E16.5, while DP3 and DP4 are strengthened. To assess whether dynamic peaks regulate developmental genes, we define that a gene is H3K9me3-associated if a peak overlaps its gene body or ±10 kb flanking regions. We then performed GO analysis and found both strengthening and weakening peaks are associated with genes enriched for development-related terms, such as “epidermis development,” “embryonic organ morphogenesis,” and so on (Fig. 1g, h, and Supplementary Fig. 1f, g). Interestingly, constant peaks, which did not significantly change, are also associated with genes enriched for development-related terms, indicating repression of genes from non-epidermal lineages (Supplementary Fig. 1h).

Together, these data show that H3K9me3 increases in the ectoderm prior to skin morphogenesis and then dynamically marks select promoters and putative enhancers during epidermal lineage diversification. A subset of peaks associates with developmental genes and likely regulates their expression by repressing promoters and enhancers during skin organogenesis.

### H3K9me3 loss impairs epidermal lineage diversification

We next tested whether H3K9me3 is functionally required for epidermal lineage diversification during development (Fig. 1a). To investigate this, we generated a tamoxifen-inducible epithelial-specific triple knockout (TKO) model by crossing *Suv39h1*^*flox/flox*^*; Suv39h2*^*KO/KO*^*; Setdb1*^*flox/flox*^ mice^19^ with the *K14-CreER*^*T2*^ driver line^29^ (Fig. 2a, b).

**Fig. 2:**
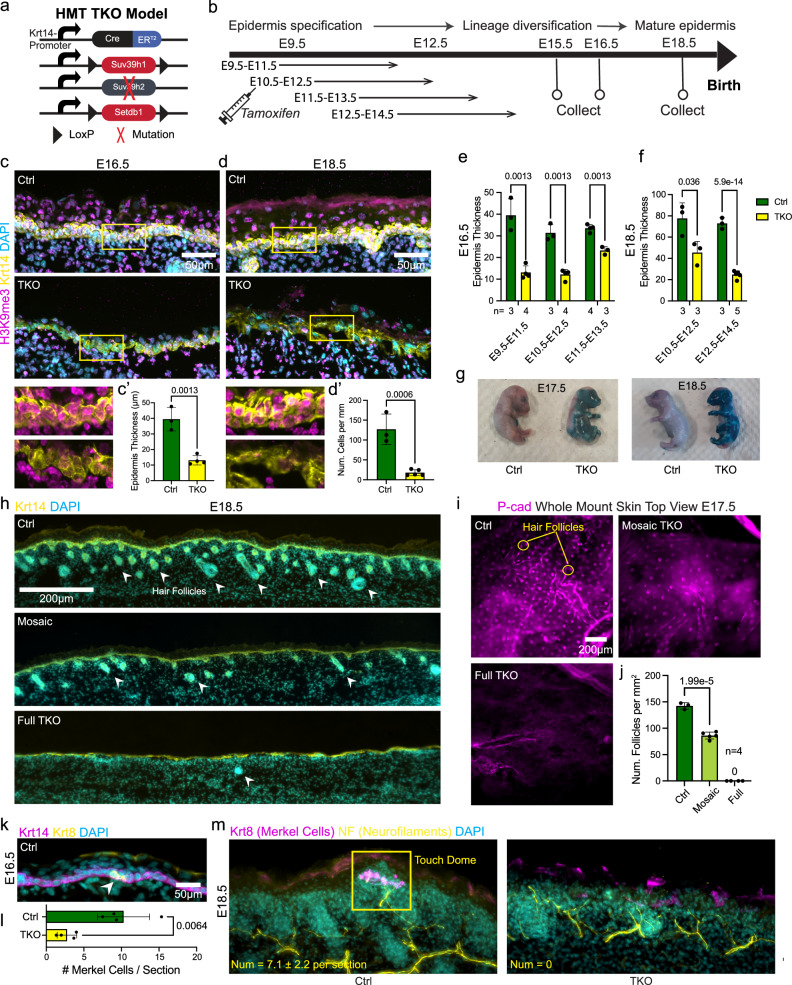
Loss of H3K9me3 disrupts epidermal lineage diversification and skin morphogenesis. **a** Schematic showing the construct of the keratinocyte-specific triple knockout (TKO) line. **b** Timeline of TM injection and sample collection. IF staining of H3K9me3 (magenta) and Krt14 (yellow) showing reduced stratification at E16.5 (**c**) and reduced cellularity at E18.5 (**d**). Insets highlight loss of H3K9me3. **c’** Average thickness quantified by dividing the total area of epidermis by basement membrane (BM) length. TM E10.5–12.5; *n* = 3 Ctrl and *n* = 4 TKO embryos. **d’** Basal cell density quantified as Krt14+ cells per millimeter TM E12.5–14.5; *n* = 3 Ctrl and *n* = 5 TKO embryos. Quantifications of epidermis thickness at E16.5 (**e**) and E18.5 (**f**), showing different tamoxifen induction timelines. The exact *n* values are shown on plots. *P* values were corrected for multiple comparison using the Holm–Sidak method. **g** X-gal barrier assay results showing impaired skin barrier function. TM E10.5–12.5; *n* = 2 embryos per group. **h** IF staining showing defective hair follicle development. Arrow heads exemplify hair follicles. TM E10.5–12.5. Images are representative from *n* = 3 embryos per group. **i** Whole-mount staining for P-cad (magenta) showing hair follicle as dots (see yellow circles). Note the complete absence of hair follicles in full TKO. TM E10.5–12.5; **j** Quantification of hair follicle numbers. Ctrl, *n* = 3 embryos; mosaic, *n* = 5 embryos; full, *n* = 4 embryos. **k**, **l** IF staining and quantification for Merkel cells (Krt8+/Krt14+, arrow heads) in Ctrl at E16.5. TM from E9.5–11.5; *n* = 4 embryos per group. Three sections per embryo were quantified. **m** IF staining for Merkel cells (Krt8+) and sensory nerves (NF+) showing touch domes in E18.5 embryos. Note that touch domes fail to form in TKO, and random regions were imaged for comparison. Quantification of dorsal touch dome number is shown on the images. TM from E12.5–14.5; *n* = 4 embryos per group; 2 sections per embryo. All images are representative. Statistical significance was assessed using two-sided unpaired t-tests. Data are presented as mean ± s.d.

As constitutive *Suv39h2* deletion shows no overt phenotypes as reported^19^, we use the Cre-negative littermates as controls (Ctrl) unless otherwise noted. The Cre-mediated ablation of *Suv39h1* and *Setdb1* was confirmed by IF staining for their proteins (Supplementary Fig. 2a–d). Interestingly, Ctrl epidermis expressed Suv39h1 in basal cells only, whereas Setdb1 was broadly expressed, suggesting their nonredundant roles.

HMT loss induced at all examined time points eventually caused H3K9me3 depletion (Fig. 2c, d, and Supplementary Fig. 2e–j). Notably, H3K9me3 loss is often mosaic due to incomplete Cre targeting and takes several days to full depletion, displaying ‘all-or-none’ patterns in the epidermis at E16.5 or E18.5 (but not E15.5) (Supplementary Fig. 2e–j). A summary of embryos analyzed across time points and induction schemes is provided in Supplementary Data 1.

With successful knockout at E16.5 or E18.5, TKO embryos exhibited a marked reduction in epidermal thickness and impaired stratification, in all the induction schemes tested (Fig. 2c–f). By E18.5, the epidermis also displayed a substantial reduction in basal cell number and loss of the skin barrier function (Fig. 2d’, g).

Beyond stratification defects, TKO embryos showed a profound impairment in hair follicle morphogenesis in both embryo skin sections stained for Krt14 (Fig. 2h) and in whole-mount skin with hair follicles marked by P-cadherin (Fig. 2i, j). In addition, Merkel cells were significantly reduced by E16.5 and the innervated touch domes that they make failed to form by E18.5 in TKO skin (Fig. 2k–m).

Together, these findings demonstrate that H3K9me3 is essential for keratinocyte lineage diversification and skin barrier formation, with its loss severely disrupting epidermis morphogenesis.

### H3K9me3 regulates cell proliferation and differentiation

To assess the functional consequences of H3K9me3 loss during epidermal development on specific cellular functions, we examined DNA integrity, cell survival, proliferation, and differentiation in embryonic skin of TKO and Ctrl mice.

Previously, long-term H3K9me3 reduction implicated this mark in proper heterochromatin organization and genome integrity maintenance^4,9,30^. We therefore first asked whether its depletion perturbs chromatin organization and triggers DNA damage or apoptosis. IF for heterochromatin protein 1α (Hp1a), a known H3K9me3 interactor, revealed loss of nuclear Hp1a foci in many TKO basal cells, suggesting impaired heterochromatin function (Supplementary Fig. 3a, b). Additionally, TKO nuclei often became flatter and more elongated (Supplementary Fig. 3c, d), reminiscent of heterochromatin function in nuclear shape regulation^31^. However, TUNEL assays at E16.5 and E18.5 showed minimal DNA damage (Fig. 3a, b, and Supplementary Fig. 3e), and cleaved Caspase-3 staining indicated low apoptosis rates in TKO epidermis (Fig. 3c, d, and Supplementary Fig. 3f), suggesting cell survival is largely unaffected by H3K9me3 loss.

**Fig. 3:**
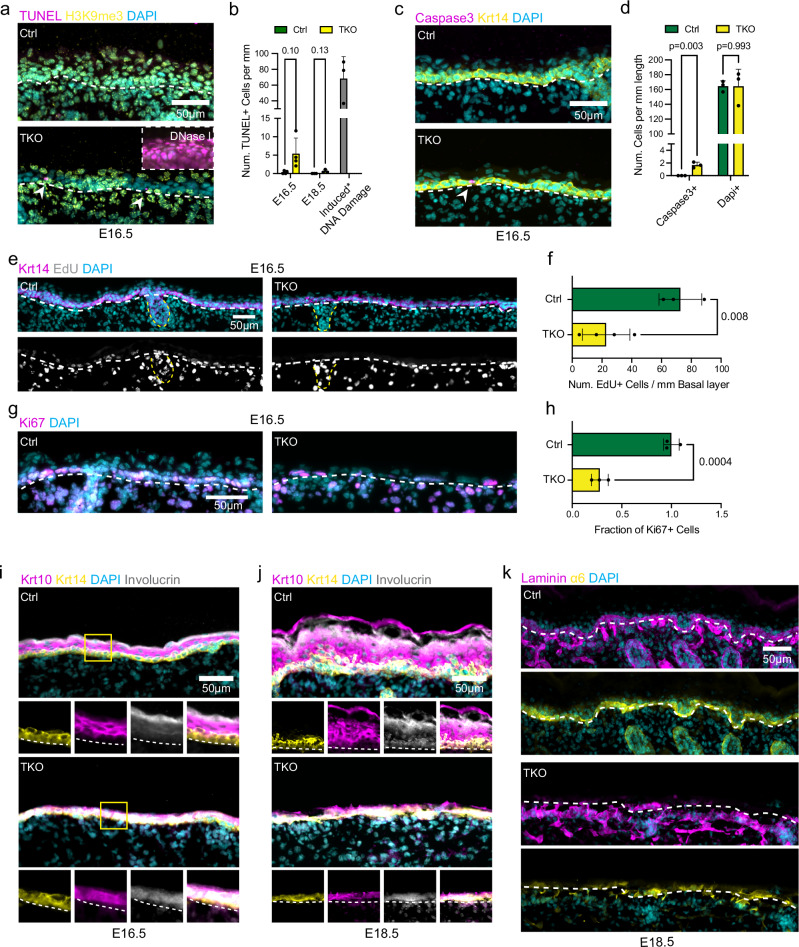
H3K9me3 loss impairs cellular functions essential for tissue development without inducing significant genomic instability. **a** Images of terminal deoxynucleotidyl transferase dUTP nick-end labeling (TUNEL) assay showing marginal increase of DNA damage in TKO epidermis. White dashed line marks basal membrane. TUNEL+ cells are indicated with arrow heads. Inset shows an image from positive control created by treating skin sections with DNase I. **b** Quantification of TUNEL+ cell density (per mm) for images like those in (**a**). See also Supplementary Fig. 4e for images of E18.5 samples and UVB irradiated skin labeled as Induced DNA damage (*), which was used as positive staining control. E16.5, TM from E9.5–11.5, *n* = 4 embryos per group; E18.5, TM from E12.5–14.5, *n* = 3 embryos per group; *n* = 3 mice for the induced control. **c**, **d** IF staining for active caspase3 (magenta) and quantification (**d**) of caspase3+ cell density (per mm), showing sparse apoptotic cells in E16.5 TKO epidermis. *N* = 3 embryos per group, TM E9.5–11.5. **e**, **f** IF staining for EdU (gray) and quantification (**f**) showing the proliferation arrest of TKO basal cells. TM E9.5–11.5; *n* = 3 Ctrl and *n* = 4 TKO embryos. **g**, **h** IF staining for Ki67 (magenta) and quantification (**h**) showing reduced proliferation in TKO basal cells. TM from E9.5–11.5; *n* = 3 embryos per group. **i**,** j** IF staining showing defective epidermis stratification in TKO epidermis. Krt14 (yellow) marks basal layer; Krt10 (magenta) marks spinous and granular layers; involucrin (gray) marks granular layer. Cornified envelope is also visible as auto-fluorescence in the red channel. Insets show enlarged, single-channel images highlighting the structural positions of different layers. E16.5, TM E10.5–12.5; E18.5, TM E12.5–14.5. *N* = 3 embryos per group. **k** IF staining for laminin-α1 and integrin-α6 in E18.5 embryos showing basement membrane defects in TKO samples. TM from E12.5–14.5. *N* = 3 embryos per group. White dashed lines mark basement membrane; yellow dashed lines mark hair follicles. All images are representative. Statistical significance was assessed using two-sided unpaired t-tests. Data are presented as mean ± s.d.

We next tested whether cell proliferation is reduced in TKO epidermis. EdU incorporation assays show fewer S-phase basal cells in TKO skin at both E16.5 (Fig. 3e, f) and E18.5 (Supplementary Fig. 3g, h), which is corroborated by reduced Ki67 staining (Fig. 3g, h). Thus, H3K9me3 loss impairs epithelial progenitor proliferation during epidermal morphogenesis.

We then asked whether epidermal differentiation was also affected. Co-staining for K14 (basal layer), K10 (spinous layer), and Involucrin (granular layer) at E16.5 showed well-ordered stratification in Ctrl but not TKO epidermis, despite the latter expressing all three markers (Fig. 3i). Notably, K14^+^ cells in TKO epidermis aberrantly co-express K10 and Involucrin, suggesting mis-regulated differentiation (Fig. 3i). By E18.5, basal cells remain disorganized and display irregular morphology (Fig. 3j), suggesting potential cytoskeletal defects.

We also examined basement membrane integrity, which is a well-documented critical factor for epidermal tissue polarity, differentiation, and signaling^32^. Although laminin-α1 expression appeared normal at E16.5 (Supplementary Fig. 3i), both laminin-α1 and integrin-α6 were disrupted across large areas of E18.5 TKO skin (Fig. 3k), indicating that H3K9me3-depleted cells fail to maintain the basement membrane architecture.

Together, these findings show that H3K9me3 loss in developing epidermis does not elicit notable genomic instability or apoptosis. Instead, we observe defects in cell proliferation, differentiation, cytoskeletal organization, and basement membrane maintenance, which together underlie the failure in keratinocyte lineage diversification.

### Reduced H3K9me3 mildly affects hair follicle regeneration

We also briefly examined H3K9me3’s role in adult epidermal homeostasis and hair regeneration by inducing the TKO at postnatal day 36. After hair plucking, no obvious epidermis or hair regeneration defects were observed in the H3K9me3 TKO mice (Supplementary Fig. 4a–c). Only 5–10% of regenerating follicles showed full H3K9me3 depletion, likely due to inefficiency of knockout at this stage. These follicles were smaller, but unlike TKO embryonic progenitors, which arrested proliferation and differentiation (Fig. 3), adult hair follicle progenitors remained proliferative and differentiated normally despite loss of H3K9me3 (Supplementary Fig. 4d–f). Consistent with embryonic findings, H3K9me3 loss did not increase DNA damage in the adult hair follicles (Supplementary Fig. 4g). These data suggests that mature progenitors were less susceptible to H3K9me3 loss, but due to ineffective H3K9me3 depletion at this stage the adult phenotypes may have been under-developed.

### H3K9me3 loss alters epidermal development gene programs

The enrichment of H3K9me3 peaks at developmental genes and putative enhancers (Fig. 1), along with the impaired morphogenesis upon its loss (Figs. 2 and 3), prompted us to investigate whether H3K9me3 regulates gene programs critical for keratinocyte lineage diversification. To this end, we FACS-isolated epidermal cells (EpCam+) from Ctrl and mosaic TKO embryos at E16.5 (Supplementary Fig. 5a) and performed single-cell RNA sequencing (scRNA-seq). Unsupervised clustering following quality control and data filtering grouped 9748 high-quality single cell transcriptomes in distinct expected cell clusters: three basal, three differentiating, hair follicle and Merkel cell (Fig. 4a, b, and Supplementary Fig. 5b–d). The Merkel cell cluster was absent in TKO samples, confirming our IF data (Fig. 2k–m). Intriguingly, two unique TKO-specific clusters emerged, which we termed aberrant basal (aberrBasal) and aberrant differentiating populations (aberrDiff) cells (Fig. 4a, b).

**Fig. 4:**
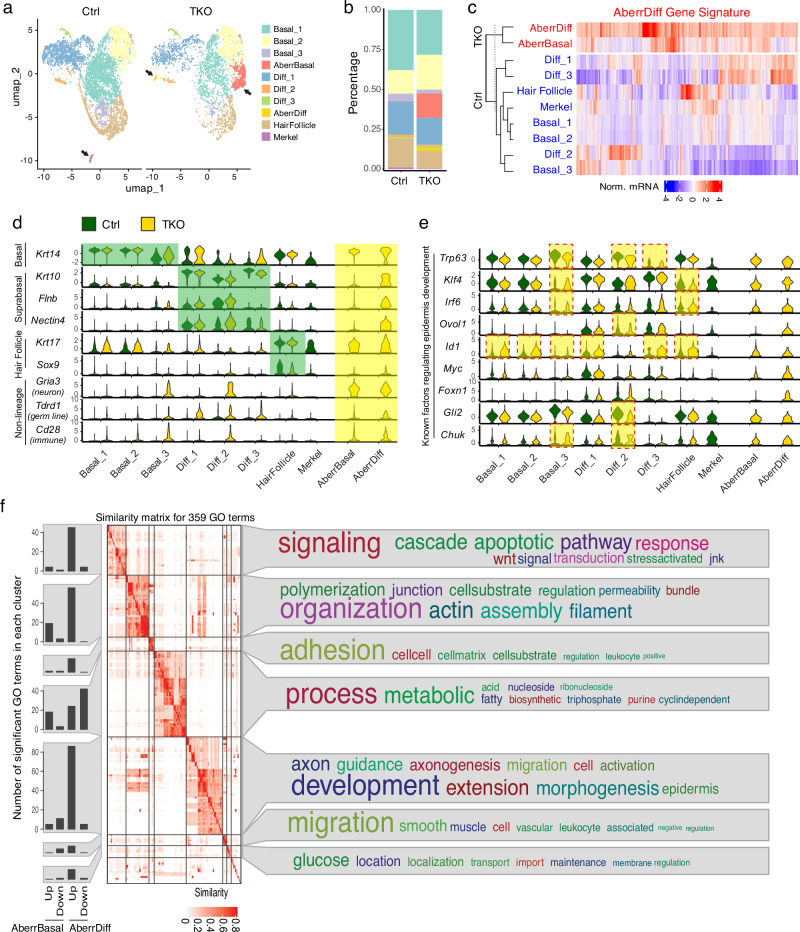
H3K9me3 depletion leads to aberrant cell identity with dysregulated cellular functions essential for epidermis morphogenesis. **a** Visualization of epithelial cell clusters by uniform manifold approximation and projection (UMAP), using scRNA-seq data of sorted epidermal cells from E16.5 embryos. *N* = 2 biologically independent samples per group. Arrows highlight the aberrant populations in TKO and the Merkel cell population in Ctrl. **b** Fraction of each cell cluster in (**a**). **c** Heatmap showing that TKO aberrant populations co-express genes from different keratinocyte subtypes. The AberrDiff gene signature is defined as the top 500 AberrDiff marker genes plus marker genes for other regular populations that are also expressed in AberrDiff. **d** Violin plots highlighting that AberrDiff population express marker genes from diverse lineages, including both epithelial and non-epithelial cells. Green regions highlight properly expressed genes, and yellow regions highlight gene expression in aberrant populations. **e** Violin plots showing dysregulation of factors known to control epidermal development. Yellow regions highlight significantly changed genes in each cluster. Note that some genes are dysregulated in both the aberrant and the regular TKO clusters. **f** Cluster analysis of GO terms enriched in differentially expressed genes when comparing AberrBasal vs. basal, AberrDiff vs. differentiating populations. The heatmap shows the similarity matrix for the 359 GO terms enriched, with each row/column represents one GO term. GO terms are clustered by the “binary cut” method. Overrepresented words from each cluster are shown on the right, and the word sizes reflect frequency of occurrence. Note the enrichment for development, morphogenesis, cytoskeleton organization (actin assembly and filament), cell substrate, and signaling. The full list of GO terms are reported in Supplementary Data 2.

The aberrant TKO populations co-expressed lineage-specific markers normally restricted to distinct epidermal subtypes (e.g., clusters). For example, aberrDiff cells expressed basal (*Krt14*), suprabasal (*Krt10*, *Flnb*), and hair follicle (*Sox9*) markers, along with non-lineage genes, such as *Gria3* (neuronal), *Tdrd1* (germline), and *Cd28* (immune) (Fig. 4c, d). These findings are consistent with co-expression of Krt14, Krt10, and Involucrin in the same basal cells shown by IF (Fig. 3i, j). Unlike the antiviral and DNA damage responses that develop later in adult skin following *Setdb1* knockout via *K14-Cre*^16^, these processes were not significantly altered in our embryonic model with short-term induction via *K14-CreER*^*T2*^ (Supplementary Fig. 6a–h).

Numerous genes previously implicated in epidermis development^33,34^, were mis-regulated not only in the aberrant clusters but also in other TKO clusters (Fig. 4e and Supplementary Fig. 7a). GO enrichment analysis of differentially expressed (DE) genes in aberrant populations relative to regular cell populations revealed functional enrichment for processes including development, morphogenesis, signaling, metabolism, cytoskeletal organization, extracellular matrix, and cell cycle (Fig. 4f and Supplementary Fig. 7b–g). These changes align with TKO phenotypes observed by immunostaining, such as proliferation defects, flattened cell shape, and basement membrane abnormalities (Fig. 3 and Supplementary Fig. 3).

Aside from the aberrant clusters unique to TKO, comparison of clusters common to Ctrl and TKO samples revealed widespread, keratinocyte subtype (or cell cluster) specific transcriptomic changes in programs regulating epidermis morphogenesis, metabolism, cell adhesion, mitosis, chromosome segregation, and many more (Supplementary Fig. 8a, b, Supplementary Data 2 and 3). These TKO populations likely arise from mosaic recombination and variable levels of demethylation and may occupy intermediate states in the aberrant fate trajectory. Notably, analysis of Ctrl scRNA-seq clusters revealed that *Suv39h1* and *Suv39h2* expression was enriched in basal and hair follicle clusters, whereas *Setdb1* was broadly expressed (Supplementary Fig. 8c), consistent with IF results (Supplementary Fig. 2a, c). This differential expression may partially account for the specific transcriptomic responses observed in the different keratinocyte subtypes.

Finally, sub-clustering of hair follicle cells revealed reduced representation of late-stage *Lrig1+ Sox9+* subpopulations and increased representation of *Shh+ Edar+* early placode-stage cells in TKO samples (Supplementary Fig. 8d–f), explaining the impaired hair follicle morphogenesis (Fig. 2h–j).

Together, these findings demonstrate that H3K9me3 regulates epidermal lineage diversification both by repressing non-lineage genes and by orchestrating keratinocyte subtype-specific gene expression programs essential for skin development.

### H3K9me3-regulated genes localize near H3K9me3 peaks

We next examined how genome-wide H3K9me3 deposition might regulate gene expression in the epidermal lineage. Since H3K9me3 landscapes were profiled by CUT&RUN in bulk FACS-sorted epidermal cells, we performed a matching bulk RNA-seq of Ctrl and TKO cells at E16.5. 

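Bulk RNA-seq was performed on basal keratinocytes sorted by FACS from E16.5 embryos, with 3 Ctrl and 3 TKO samples. TKO embryos carried *K14-CreERT2*, a recombinase that is expressed in basal keratinocytes and becomes active on tamoxifen, together with floxed *Suv39h1* and *Setdb1*. Ctrl embryos lacked the recombinase, and both groups lacked functional *Suv39h2*. Supplementary Data 1 lists the litters used for bulk RNA-seq as mosaic, with tamoxifen given from E9.5 to E11.5. Ctrl replicate 1 and TKO replicate 2 were female and the other 4 samples were male. Total RNA was depleted of rRNA and sequenced in pairs of reads. The authors trimmed the reads with fastp, aligned them to GRCm39 with STAR, and deposited the raw number of reads on each of 55536 Ensembl genes, without normalization. The methods name neither the program and annotation that assigned reads to genes nor whether the strand of the reads was used, so genes that overlap on the other strand could share reads. Of the listed genes, 51477 were found in the GENCODE vM39 annotation of GRCm39, which gave the symbols and positions used here.

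Total counts were 102159175, 136515436 and 104422632 in Ctrl replicates 1, 2 and 3, with a median of 104422632. In TKO replicates 1, 2 and 3 they were 116308383, 108957256 and 118413082, with a median of 116308383. At these depths 3 counts, taken as the smallest detectable level, corresponded to between 0.0220 and 0.0294 CPM, the count scaled to a common library size. This floor covers counting error only, since duplicated reads are not independent molecules. The 3 identifiers with the most counts, none of them in GENCODE vM39, took between 5.65% and 13.2% of each library. Genes were kept by edgeR's filterByExpr, scaled by TMM normalization and tested with edgeR's quasi-likelihood test. Genes with a Benjamini-Hochberg adjusted p-value under 0.05 and an absolute log2 fold change above 1 were called dysregulated. CPM values of genes were normalized by TMM.

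The 3 targeted methyltransferase genes were examined first. *Setdb1* (chromosome 3, 95229399 to 95264541) was at 125.5, 117.9 and 121.0 CPM in Ctrl replicates 1 to 3 and at 95.3, 62.3 and 74.8 CPM in TKO replicates 1 to 3. Its log2 fold change was -0.65 (standard error 0.161) with an adjusted p-value of 0.286 from edgeR's quasi-likelihood test over all genes, and of 0.00758 over the 3 targeted genes alone. *Suv39h1* (chromosome X, 7927403 to 7940999) was at 83.7 ± 5.08 CPM in Ctrl and 78.0 ± 10.5 CPM in TKO (SD, n = 3), and its log2 fold change of -0.10 was within the replicate spread. *Suv39h2* (chromosome 2, 3455774 to 3476146) was at 16.2 ± 0.787 CPM in Ctrl and 17.5 ± 1.46 CPM in TKO (SD, n = 3), a log2 fold change of 0.11. The counts cover whole genes and do not separate the floxed exons from the rest. All 3 genes overlap genes on the other strand.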

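The test covered 20622 genes. edgeR's quasi-likelihood test called 27 genes upregulated and 0 downregulated in TKO. At an unadjusted p-value under 0.05 there were 837 higher and 416 lower genes, against 1031 expected by chance in both directions together. The smallest adjusted p-value of a lower gene was 0.0722. The 27 called genes had fitted log2 fold changes from 1.11 to 12.10. The value of 12.10 belongs to *Gm29439*, which had no count in Ctrl, so its change is known only as a lower bound. All 27 were higher in every TKO library than in any Ctrl library. Of all tested genes 11.5% had groups that did not overlap, 1310 higher and 1054 lower in TKO, where 10% is expected by chance with 3 libraries against 3. The biological coefficient of variation between replicates was 36.5%. Only 13 of the called genes were protein coding. Of the others, 8 were annotated as lncRNA and 6 as pseudogenes or transcripts to be experimentally checked.

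Replicate numbers are shared between the groups, and consecutive serial numbers in the sample names join a Ctrl and a TKO library under each. Same-numbered libraries deviated from their group means together to a small extent, with a mean correlation of 0.128 (0.0873 to 0.168). For libraries with different numbers it was -0.064 (-0.161 to 0.0398). Every same-numbered correlation exceeded every other. Removing group means ties the averages together, so the negative average is not separate evidence. With the replicate number as a block, 44 genes were upregulated, among them all 27, and 1 was downregulated. Of the alternatives, edgeR with no low-count filter moved the number of dysregulated genes most, to 235 (213 up, 22 down). DESeq2, the tool named in the methods, called 193 genes upregulated and 21 downregulated among the same genes. The 193 included all 27 called by edgeR. For the 187 genes called by DESeq2 alone, the adjusted p-value in edgeR's quasi-likelihood test had a median of 0.217 and a maximum of 0.525. All 187 had an unadjusted p-value under 0.05 in that test, at most 0.0102. In 176 of them (94.1%) the groups did not overlap.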

We captured 212 dysregulated genes, of which 193 were upregulated (Fig. 5a and Supplementary Data 4). These genes were primarily associated with germline, muscle, cardiac, and neuronal programs (Supplementary Fig. 9a), reflecting de-repression of select non-lineage genes. 

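The named programs were examined with gene lists written by hand for germline, skeletal muscle, heart and neuronal genes, since the gene ontology terms behind the paper's enrichment were not used here. Each list was tested with limma's camera, two-sided, with an inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over 17 lists. Of these 4 lists skeletal muscle genes moved furthest. The median log2 fold change of the 44 tested genes exceeded that of all genes by 0.74, 38 of the 44 were higher in TKO, and the adjusted p-value was 5.6e-11 (1.18e-09 with the replicate number as a block). Of these 44 genes 14 were higher in every TKO library than in any Ctrl library, where 2.2 are expected by chance. Germline genes were shifted by 0.31 (0.20 with the block), with 23 of 32 tested genes higher in TKO. Their adjusted p-value was 3.00e-06 (5.37e-06 with the block). The same separation was seen for 6 germline genes, against 1.6 by chance. With one library left out, the germline shift ranged from 0.14 to 0.63. The 17 tested heart genes were shifted by -0.001 (adjusted p-value of 0.537, and 0.682 with the block, where the shift was -0.32). The 50 tested neuronal genes were shifted by 0.01 (adjusted p-value of 0.972, and 0.984 with the block, where the shift was -0.06). For heart and neuronal genes no difference larger than the spread of other genes was detectable.

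The small p-values of the first 2 lists depended on how correlation between genes was treated. With the inter-gene correlation estimated from the 6 libraries, the adjusted p-value was 0.2301 for skeletal muscle and 0.258 for germline genes, and limma's fry gave 0.163 and 0.227. Over all alternatives the adjusted p-value ranged from 1.03e-14 to 0.2301 for skeletal muscle from 1.97e-07 to 0.258 for germline genes, from 0.276 to 0.827 for heart genes and from 0.293 to 0.998 for neuronal genes. The 6 libraries were regrouped in all 10 ways into groups of 3. Camera gave an adjusted p-value under 0.05 in 4 groupings for skeletal muscle and in 3 for germline genes. The real groups gave the smallest p-value in both cases. Counting the real grouping, a shift as large was seen in 2 groupings for skeletal muscle and in 4 for germline genes. With group means removed, skeletal muscle genes also covaried between libraries, with a mean pairwise correlation of 0.102 that exceeded 98.43% of random lists matched on expression. Single genes of these programs past both thresholds in edgeR's test were *Myh3*, an embryonic myosin heavy chain, with a log2 fold change of 2.61, and *Stag3*, a meiotic cohesin subunit. DESeq2 called 6 germline and 5 skeletal muscle genes upregulated (*Myh3*, *Acta1*, *Ttn*, *Actn2* and *Myh8*), 1 heart gene (*Actc1*, adjusted p-value of 0.0372) and 2 neuronal genes (*Gria3*, 0.0372, and *Anks1b*, 0.0429). These genes, apart from *Stag3* and *Gria3*, were singled out after their values were seen. From the enrichment of such programs, the paper concludes that select non-lineage genes were de-repressed.

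**Figure D1:**
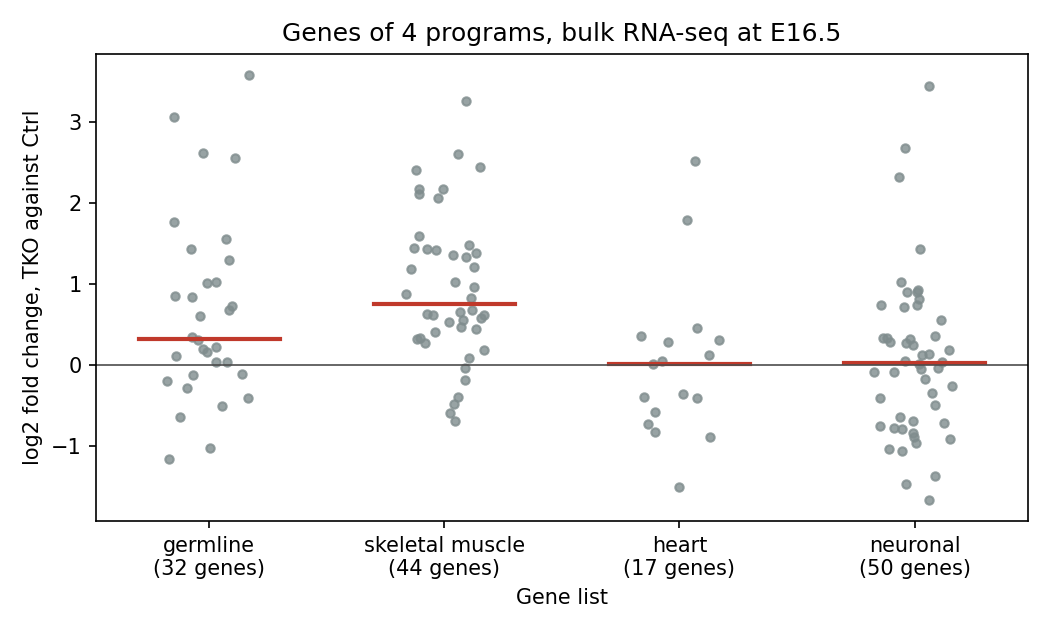
Log2 fold change in TKO against Ctrl (vertical axis) of each tested gene in the germline, skeletal muscle, heart and neuronal lists, with one point per gene and a red line at each list's median. Points of the 44 skeletal muscle genes lie mostly above 0, with 38 positive, while 9 of the 17 heart genes and 26 of the 50 neuronal genes are positive.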

Interestingly, 151 of 193 upregulated genes are associated with “constant” H3K9me3 peaks maintained throughout normal epidermal development (Supplementary Fig. 9b), consistent with roles in non-lineage gene repression (Supplementary Fig. 1h).

**Fig. 5:**
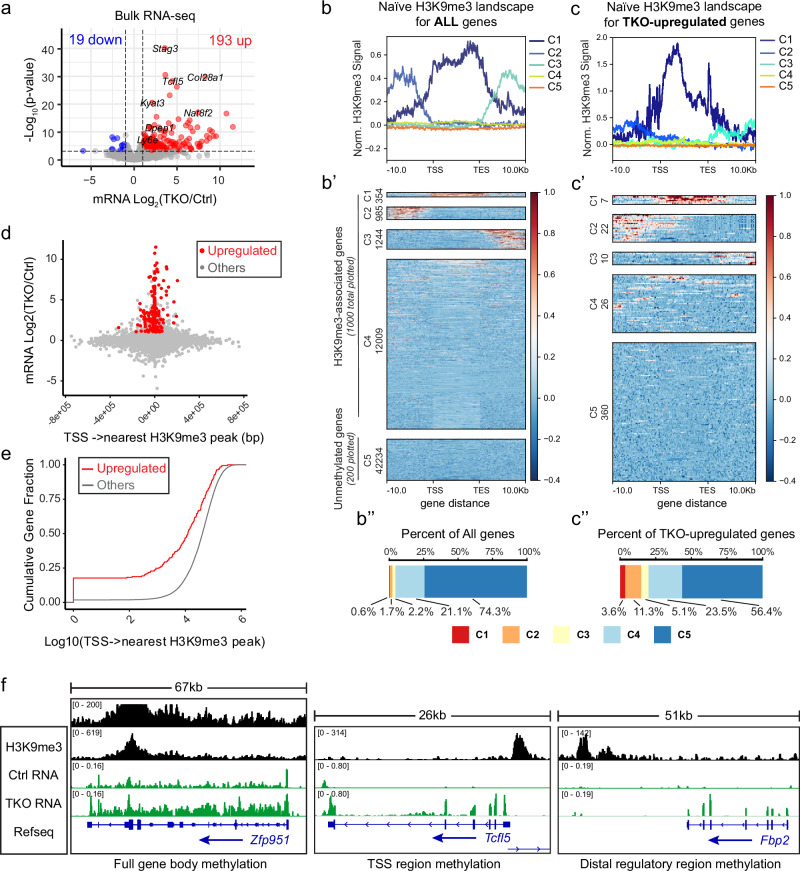
Genes upregulated upon H3K9me3 loss associate preferentially with nearby H3K9me3 peaks. **a** Volcano plot showing differentially expressed (DE) genes between TKO vs. Ctrl by bulk RNA-seq analysis of E16.5 epidermis. DE analysis was performed using DESeq2 based on a two-sided Wald test, with *P* values adjusted for multiple comparisons using the Benjamini–Hochberg method. **b**-**b”** Metaplot (**b**) and heatmap (**b’**) showing naïve H3K9me3 landscape (in E15.5 Ctrl epidermis) on gene body and ±10 kb flanking regions of all genes. Gene body regions are scaled to 10 kb for visualization. Five gene clusters (C1–C5) with distinct H3K9me3 patterns were obtained using k-means method. Numbers immediately left of panels in (**b’**) represent total number of genes in each cluster. The indicated number of genes were randomly selected for visualization. Barplot (**b”**) shows the percentage of all genes belonging to each cluster. **c**-**c’’** Same metaplot (**c**), heatmap (**c’**) and bar graph (**c”**) showing naïve H3K9me3 landscape for TKO-upregulated genes obtained from (**a**). Dot plot (**d**) and cumulative plot (**e**) showing that TKO upregulated genes from (**a**) are generally closer to H3K9me3 peaks when compared to other genes. TSS: transcription start sites. **f** Integrative genomics viewer (IGV) tracks showing examples of genes with different methylation patterns: full gene body methylation (*Zfp951*), TSS region methylation (*Tcfl5*) and distal regulatory region methylation (*Fbp2*). For *Zfp951*, additional scale of 0–200 is shown to highlight large H3K9me3 domains. H3K9me3 signals in all panels represent signals above background noise, with IgG control signals subtracted at corresponding loci.

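All 7 genes labelled in the volcano plot were higher in every TKO library than in any Ctrl library, and 5 of them passed both thresholds in edgeR's quasi-likelihood test over all genes. *Col28a1*, a collagen gene on chromosome 6 (7997102 to 8192617), rose from 0.130 ± 0.108 to 41.0 ± 18.2 CPM (SD, n = 3 per group), a log2 fold change of 8.22 (standard error 0.567). The adjusted p-value was 0.000623, and 2.43e-06 with the replicate number as a block. *Stag3* (chromosome 5, 138278502 to 138310655) rose from 1.98 ± 0.615 to 23.6 ± 4.91 CPM, with a log2 fold change of 3.58 (standard error 0.278) and an adjusted p-value of 0.000974 (0.00101 with the block). Both remained called in each of the 6 fits that left out one library. *Tcfl5* (chromosome 2, 180263529 to 180284556) had a log2 fold change of 4.44 (standard error 0.434, adjusted p-value of 0.00461), and *Kyat3* (chromosome 3, 142406764 to 142452631) one of 2.11 (standard error 0.208, adjusted p-value of 0.00461). Each of these was called in 3 of the 6 fits that left out one library, in which the adjusted p-value reached 0.0715 for *Tcfl5* and 0.0743 for *Kyat3*. *Nat8f2* (chromosome 6, 85842404 to 85872422) rose from 0.0135 ± 0.0233 to 2.11 ± 0.376 CPM, with a log2 fold change of 7.30 and an adjusted p-value of 0.0167. *Dpep1* (chromosome 8, 123908418 to 123928560) had a log2 fold change of 2.92 and an adjusted p-value of 0.0659, which was 0.00422 with the block. *Ly6e* also rose and did not pass the adjusted threshold. Adjusted over the 7 genes alone, a list the paper drew from its own calls on these data, all 7 passed. DESeq2 called all 7 as well. *Tcfl5*, *Col28a1*, *Kyat3*, *Nat8f2* and *Ly6e* overlap annotated genes on the other strand.

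Among all called genes, the 10 with the largest log2 fold changes and non-overlapping groups included *Gm29439* (lncRNA, chromosome 7, 30572158 to 30572758) and *Gm11331* (unprocessed pseudogene, chromosome 13, 23450704 to 23450991), with no count in any Ctrl library. Measured against the floor of 3 counts, they were at least 177-fold and at least 105-fold higher in TKO. *Gm29439* was at 3.53, 9.32 and 1.54 CPM in TKO replicates 1 to 3, so its bound rests largely on replicate 2. *Klk2-ps*, *Gm42752*, *Pramel1* and *Or10ak7* were likewise at or under the floor in Ctrl and at least 32.8-fold, 53.8-fold, 55.2-fold and 37.9-fold higher. *Gm36551* had a log2 fold change of 8.30 (standard error 0.919, adjusted p-value of 0.00884). It had 0, 6 and 0 counts in Ctrl replicates 1 to 3. In the 6 fits that left out one library its log2 fold change ranged from 7.65 to 12.33, and 4 of them called it. *Rps3a3*, a processed pseudogene that is near-identical in sequence to *Rps3a1* and whose reads could therefore be shared with it, had a log2 fold change of 7.79 (standard error 0.262, adjusted p-value of 1.36e-06). *Col28a1* and *Nat8f2* completed the 10. *Or10ak7* lies within *Gm12865* on the same strand. *Gm29439*, *Klk2-ps* and *Gm36551* overlap genes on the other strand. *Pramel1*, *Or10ak7*, *Klk2-ps* and *Nat8f2* belong to multigene families, between whose members the counting could have split reads.

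**Figure D2:**
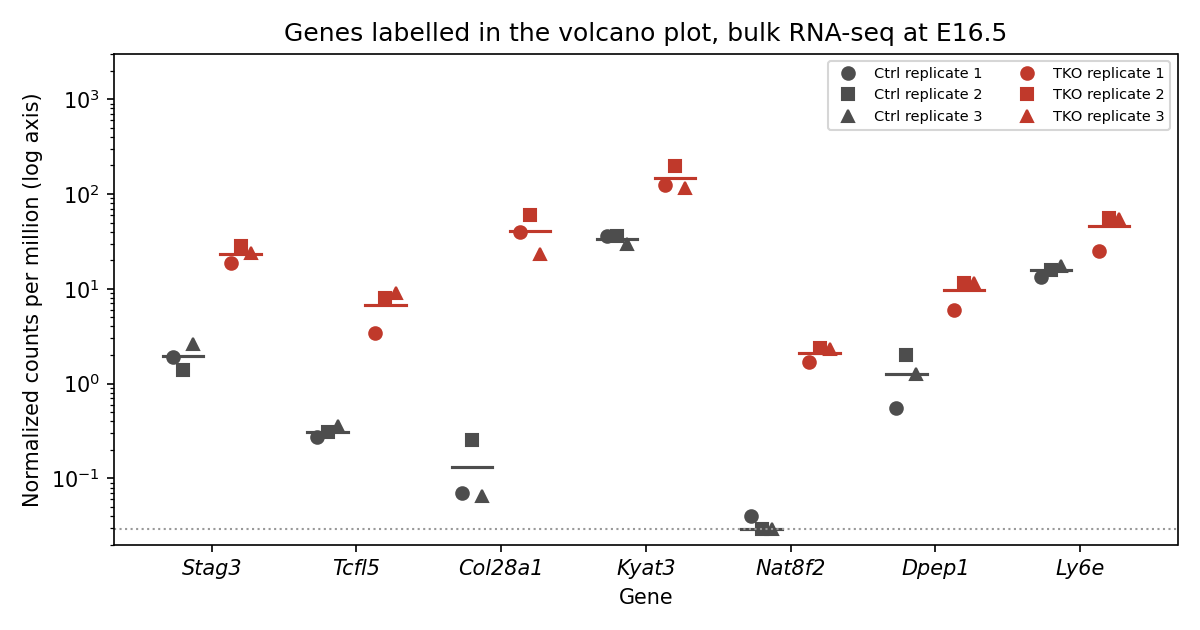
Normalized counts (CPM, vertical log axis) of the 7 genes labelled in the volcano plot, with one point per library, Ctrl in grey and TKO in red, and a line at each group's mean. The dotted line marks 3 counts in the library with the lowest depth, and lower values are drawn on it. For each gene all 3 TKO points lie above all 3 Ctrl points, as for *Stag3* at 1.40 to 2.63 CPM in Ctrl and 18.6 to 28.4 CPM in TKO.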

To define the naïve H3K9me3 landscape immediately preceding mRNA changes at E16.5, we performed CUT&RUN on Ctrl epidermal cells at E15.5 (Supplementary Fig. 9c). Epic2 peak calling revealed a wide size distribution (Supplementary Fig. 9d), identifying genes associated with either broad domains or narrow discrete peaks (Supplementary Fig. 9e, f). Genes associated with narrow peaks are enriched for development-related GO terms, while genes with broad domains are not (Supplementary Fig. 9g, h), suggesting that narrow peaks are more pertinent to lineage regulation.

Next, we examined H3K9me3 methylation patterns around genes and extrapolated them to the TKO upregulated genes. Clustering analysis across 56,884 annotated gene loci with ±10 kb flanking DNA regions revealed five distinct patterns: broad intragenic H3K9me3 coverage (cluster 1, C1), upstream (C2) or downstream (C3) H3K9me3 broad domains, dispersed H3K9me3 islands (C4), and minimal methylation (C5) (Fig. 5b, b’, and Supplementary Data 5). Similar H3K9me3 patterns were obtained by analyzing ±50 kb flanking regions and genes belonging to each cluster largely overlap with those obtained using ±10 kb flanks (Supplementary Fig. 10a, b, and Supplementary Data 5). C1 and C2 were enriched in GO functions important for transcriptional repression and heterochromatin organization, while C4 genes were associated with developmental pathways including cell fate, metabolism, and morphogenesis (Supplementary Fig. 10c). These analyses revealed defined H3K9me3 patterns associated with specific gene functional groups, suggesting distinct H3K9me3-driven mechanisms may underlie specific tissue functions.

We then analyzed the Ctrl naïve H3K9me3 methylation patterns at E15.5 for genes upregulated in TKO epidermis by E16.5. We found that 43.6% of the bulk RNA-seq TKO-upregulated genes were originally marked by H3K9me3 (C1–C4 clusters) and 20% were in the C1–C3 clusters, a four-fold enrichment compared to genome-wide averages (Fig. 5c-c”). Thus, many genes upregulated upon H3K9me3 loss are likely directly repressed by this mark, while others may involve distal H3K9me3-marked elements, such as long-range enhancers.

To further examine this, we calculated distances between each upregulated gene’s transcription start site (TSS) and its nearest H3K9me3 peak. Upregulated genes had significantly shorter distances than background genes (Fig. 5d, e), a trend mirrored in DE genes from scRNA-seq (Supplementary Fig. 10d). Indeed, about 20% of upregulated genes overlapped an H3K9me3 peak at the TSS (Fig. 5e), covering either the gene body or promoter regions (Fig. 5f, *Zfp951* and *Tcfl5*), indicating potential direct repression of RNA Pol II activity. 

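In the bulk RNA-seq libraries *Zfp951* (chromosome 5, 104960515 to 105008190), which encodes a zinc finger protein, was at 1.44 ± 0.686 CPM in Ctrl and 3.11 ± 1.98 CPM in TKO (SD, n = 3 per group). The log2 fold change was 1.10 (standard error 0.533), with an unadjusted p-value of 0.0661 and an adjusted p-value of 0.877 from edgeR's quasi-likelihood test (0.581 with the replicate number as a block, 0.587 with DESeq2). The groups overlapped, so the difference was not larger than the replicate spread. With each library left out in turn, the log2 fold change lay between 0.51 and 1.56. For *Tcfl5* the groups were well apart, at 0.311 ± 0.0400 CPM in Ctrl and 6.80 ± 2.96 CPM in TKO (SD, n = 3 per group), with individual TKO libraries at 3.44, 7.94 and 9.02 CPM. *Tcfl5* overlaps *Col9a3* on the other strand.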

Other upregulated genes with more distal H3K9me3 peaks (Fig. 5f, *Fbp2*) may be transcriptionally regulated through enhancer silencing.

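*Fbp2* (chromosome 13, 62984691 to 63006552), which encodes a fructose-bisphosphatase, was near the detection floor in Ctrl at 0.0591 ± 0.0485 CPM and reached 0.719 ± 0.442 CPM in TKO (SD, n = 3 per group). Every TKO library was above every Ctrl library. The log2 fold change was 3.60 (standard error 0.846), with an unadjusted p-value of 0.00177 and an adjusted p-value of 0.231 from edgeR's quasi-likelihood test (0.221 with the replicate number as a block). DESeq2 gave an adjusted p-value of 0.00554. The log2 fold change ranged from 3.12 to 4.44 across the 6 fits that left out one library, and none of these fits called the gene. *Fbp2* overlaps *Gm60396* on the other strand.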

To directly investigate Pol II activity and regulatory steps at promoters and enhancers, events not captured by the traditional steady-state RNA assays used thus far, we next employed our recently developed PReCIS-seq methodology^26^.

### H3K9me3 loss alters Pol II regulation at select promoters

PReCIS-seq^26^ is a derivative of precision transcriptional run-on and sequencing (PRO-seq)^35^. It can uniquely identify active promoters and enhancers, quantify nascent transcription, and distinguish between Pol II regulatory steps, such as promoter recruitment (initiation) and promoter-proximal pause-release (elongation) of a specific cell lineage in its developmental context (Fig. 6a)^26^. We applied this method to investigate RNA Pol II regulation in embryonic skin keratinocytes upon H3K9me3 loss.

**Fig. 6:**
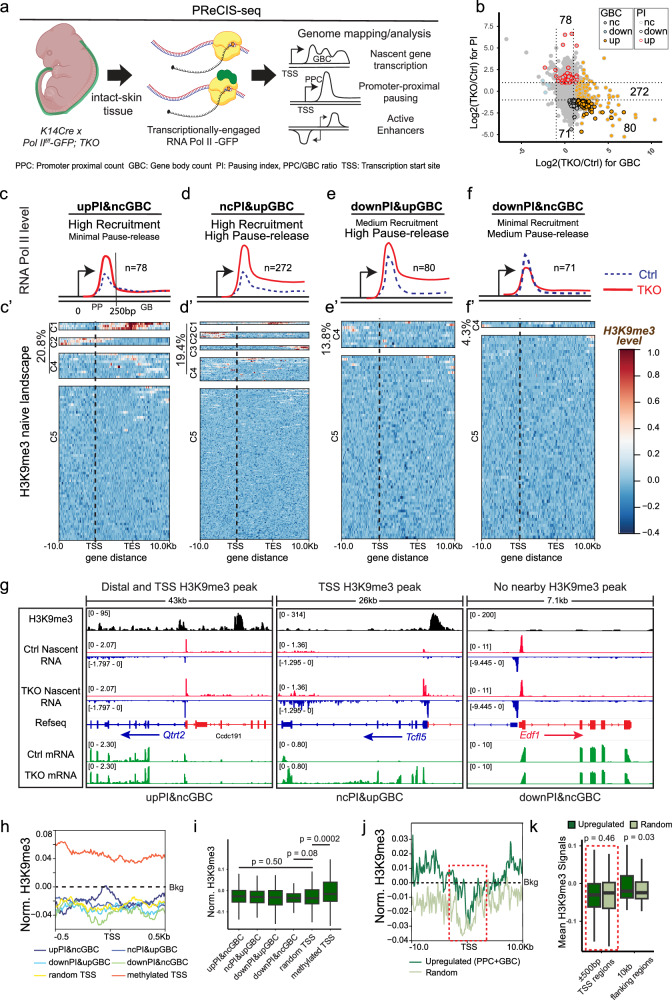
H3K9me3 loss up-regulates transcription at specific genes by increasing RNA Pol II promoter recruitment and pause-release. **a** Schematics showing the concept of PReCIS-seq methodology. For more detailed information, see Chovatiya et al.^26^. **b** Dot plot showing changes of pausing index (PI) versus gene body transcription (GBC) upon TKO. Up: upregulated; down: downregulated; nc: not significantly changed. **c–f** Profile plots of TKO dysregulated genes categorized based on PI vs. GBC variation in (**b**). Engaged-RNA Pol II occupancy in TKO vs. Ctrl is drawn based on PReCIS-seq results from Supplementary Fig. 12a. PI and PPC increase reflect RNA Pol II promoter-recruitment, or transcriptional initiation. PI decrease and GBC increase indicates Pol II pause-release into elongation. Number of genes in each category is indicated on plot. **c’–f’** Heatmap showing H3K9me3 cluster patterns (C1–C5) within genes and ±10 kb flanking regions for gene categories in (**c**–**f**). Note that genes regulated by high Pol II promoter-recruitment associate more with H3K9me3-enriched clusters (C1–C4) compared to genes dominated by pause-release. **g** IGV tracks showing examples of TKO-dysregulated genes with respect to nearby H3K9me3 peaks. **h, i** Metaplot and quantification showing that TKO dysregulated gene categories from **b** are unmethylated in proximal regions flanking TSS (±500 bp). Signals below the dashed line are considered background based on IgG control. *n* = 78, 71, 150, and 150 genes for upPI&ncGBC, downPI&ncGBC, random TSS and methylated TSS, respectively. **j**, **k** Metaplot and quantification showing that TKO-upregulated genes possess more H3K9me3 methylation than random control genes in distal regions (±10 kb) rather than proximal regions (±500 bp) around TSS. For both comparisons, *n* = 232 genes for upregulated group, and *n* = 300 genes for random group. Signals below the dashed lines are considered background based on IgG control. Box plots show the median (center line), interquartile range (box; 25th–75th percentiles), and whiskers extending to the minimum and maximum values no further than 1.5× the interquartile range. Statistical significance was assessed using two-sided unpaired t-tests. Created in BioRender. Bai, C. (2026) https://BioRender.com/omfbxi1.

We generated *K14-Cre; Suv39h1*^*f/f*^*; Suv39h2*^*KO/KO*^*; Setdb1*^*f/f*^*; Polr2b*^*f/f*^*-GFP* mice (Supplementary Fig. 11a, b), allowing for Cre-inducible fusion of GFP to the endogenous RBP2 subunit of RNA Pol II, as described^26^. Rapid snap-freezing of embryonic back skin preserves in vivo RNA Pol II location at active transcription sites. Transcription run-on labels the ongoing nascent transcript bound to Pol II with biotin, followed by sequential anti-GFP and streptavidin pull-down to enrich for nascent RNA specifically from keratinocytes^26^. Sequencing these transcripts produces base-pair-resolution profiles of transcriptionally engaged RNA Pol II genome-wide.

PReCIS-seq on E16.5 TKO skin, using HMT-heterozygous embryos as controls (Ctrl), generated epidermis-specific nascent transcription profiles (Supplementary Fig. 11c). The TKO nascent transcriptome was globally more active (Supplementary Fig. 11d), according to spike-in normalized total counts (see “Methods”). We then performed DE analysis on full nascent transcripts and identified 235 dysregulated genes (Supplementary Fig. 11e and Supplementary Data 6). PReCIS-seq data more directly reflect H3K9me3 regulation on transcription and rule out potential confounding effects from indirect or post-transcriptional processes that steady-state (mature) RNAs from RNA-seq cannot exclude. Indeed, bulk RNA-seq and PReCIS-seq data overlap only to a limited extent (Supplementary Fig. 11f). 

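The bulk RNA-seq values were set beside the paper's PReCIS-seq fold changes for the part of Supplementary Data 6 that was read, 1999 genes of which 1895 were tested in bulk. PReCIS-seq used frozen skin of constitutive *K14-Cre* embryos, with embryos heterozygous for the methyltransferases as controls and a fly spike-in. The bulk libraries came from basal cells of mosaic, tamoxifen-induced embryos, against controls without functional *Suv39h2*. Differences between the assays can therefore come from the knockout, controls or normalization as well as from nascent against mature RNA. With an adjusted p-value under 0.05 and an absolute log2 fold change above 1, the paper's values gave 29 genes with higher and 1 with lower nascent transcription in TKO. edgeR's quasi-likelihood test called 1 of the 1895 genes in bulk, *Tcfl5*, and it was higher in both assays. Its paper-reported nascent log2 fold change was 5.78. With the replicate number as a block, *Tfcp2l1* (adjusted p-value of 0.0305) and *Cd28* (0.0432), both higher in both assays, also passed the adjusted threshold. So did *Slc24a3* (0.0315), which was lower in bulk. DESeq2 called 12 of the 1895 genes in bulk, 9 of them upregulated. Of the 9, 4 were higher in both assays, namely *Tcfl5*, *Tfcp2l1*, *Aim2* and *Gm30735*. Of the 29 genes with higher nascent transcription 15 had a positive bulk log2 fold change, and 8 were higher with an unadjusted p-value under 0.05. The median bulk log2 fold change of the 29 was 0.02, as was that of the other genes. Across the 1895 genes, which are not independent replicates, Pearson's r between the log2 fold changes of the assays was 0.301 and Spearman's rho was 0.115. *Cd28* (chromosome 1, 60755959 to 60812518) had the highest of these nascent values, a paper-reported log2 fold change of 6.39, and rose in bulk from 0.133 ± 0.159 to 3.08 ± 1.33 CPM (SD, n = 3 per group), with an adjusted p-value of 0.185 (0.0432 with the replicate number as a block). *Lypd1*, at 3.95 in nascent transcription by the paper's value, had a bulk log2 fold change of -0.58 (standard error 0.504). *Cd28*, *Lypd1*, *Tfcp2l1*, *Aim2*, *Gm30735* and *Slc24a3* were singled out here after their values were seen.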

Common upregulated genes are enriched for GO-terms relating to chromosomal segregation and meiosis (Supplementary Fig. 11g).

Next, we examined if H3K9me3 loss impacts RNA Pol II promoter-recruitment (e.g., initiation) vs. proximal-promoter pause-release (e.g., elongation). These two Pol II regulatory steps employ distinct mechanisms and may serve distinct purposes in development^20,36^. Using the ratio of promoter-proximal count (PPC) to gene body count (GBC) from PReCIS-seq, we define the Pol II pausing index (PI), a metric of RNA Pol II stalling ~60 bp downstream of the TSS. Changes in GBC and PI across conditions reveal which Pol II regulatory step, recruitment or pause-release, is impacted (Fig. 6a). When combining genes with significant changes of GBC, PI, or both we identified 451 dysregulated genes (Fig. 6b, Supplementary Fig. 12a, and Supplementary Data 6).

We defined four gene categories based on PI and GBC changes:

1. upPI&ncGBC: increased PI with no significant changes in GBC
2. ncPI&upGBC: no change in PI while GBC increased
3. downPI&upGBC: PI decreased, but GBC increased
4. downPI&ncGBC: PI decreased while GBC did not change

Genes from the first two categories (upPI&ncGBC, ncPI&upGBC) are dominated by high RNA Pol II promoter recruitment and transcription initiation. Notably, upPI&ncGBC displays increased Pol II initiation at promoters but does not display productive release into transcription elongation (Fig. 6c, d). The remaining two categories (downPI&upGBC, downPI&ncGBC) were dominated by promoter proximal pause-release (Fig. 6e, f). Notably, only ncPI&upGBC and downPI&upGBC could be detected as upregulated with bulk RNA-seq data (Supplementary Fig. 12b). 

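For *Qtrt2* (chromosome 16, 43681490 to 43747172), an upPI&ncGBC example, the level was 39.0 ± 2.76 CPM in Ctrl and 40.9 ± 3.55 CPM in TKO (SD, n = 3 per group), a log2 fold change of 0.07 (standard error 0.138). *Zfp996* was not tested because of its low counts. It had no more than 3 counts in any Ctrl library, and 5, 20 and 0 counts in TKO replicates 1 to 3, so that the groups overlapped. *Rftn1* (chromosome 17, 50281373 to 50497712), a downPI&upGBC example, rose from 3.84 ± 0.80 to 8.68 ± 4.18 CPM, with every TKO library above every Ctrl library. Its log2 fold change was 1.17 (standard error 0.346), with an adjusted p-value of 0.443 from edgeR's quasi-likelihood test (0.343 with the replicate number as a block) and of 0.0421 from DESeq2. *Edf1* (chromosome 2, 25447852 to 25464531), a downPI&ncGBC example, went from 40.0 ± 9.98 to 32.3 ± 7.07 CPM, a log2 fold change of -0.31 (standard error 0.226). With the replicate number as a block its standard error was 0.134 and its adjusted p-value 0.664. In the part of the paper's pausing table that was read, 180 genes, 5 were placed in a category with higher gene body counts and all 5 were tested in bulk. The categories come from PReCIS-seq, whose embryos and controls differ from those of the bulk libraries. Of *Col28a1*, *Fabp4* and *Gm13274*, listed with an unchanged pausing index, only *Col28a1* was called in bulk, and *Gm13274* had a log2 fold change of 3.55 with an adjusted p-value of 0.729. *Acp5* and *Tubb5*, listed with a lower pausing index, had bulk log2 fold changes of -0.30 and -0.03, and unadjusted p-values of 0.0564 and 0.885. *Gm13274*, *Acp5* and *Tubb5* were named after their values were seen. *Edf1*, *Qtrt2* and *Rftn1* overlap genes on the other strand.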

The first two gene categories, regulated by RNA Pol II recruitment, showed ~20% enrichment in methylation-rich clusters (Fig. 6c’, d’), and a subset (C1–C2) have promoter methylation, suggesting direct repression. In contrast, the two gene categories regulated by pause-release showed little to no such enrichment over the promoter or gene body regions and were in fact largely unmethylated (Fig. 6e’, f’). Genome browser views confirmed distinct RNA Pol II engagement and methylation patterns among these categories (Fig. 6g and Supplementary Fig. 12c). Overall, H3K9me3 levels near TSS sites were low across all groups (Fig. 6h, i). Instead, genes with strong upregulation in TKO (assessed by GBC + PPC) showed significantly high H3K9me3 levels in regions distal to the TSS (Fig. 6j, k). These data suggest that H3K9me3 mainly affects RNA Pol II transcription initiation at promoters with some marginal and likely indirect effects on Pol II pause release into productive elongation (see “Discussion”).

As a side note, some genes activated in TKO used non-canonical TSSs. These sites were covered by H3K9me3 peaks in the naïve chromatin (Supplementary Fig. 12d, e). Some were annotated as alternative promoters, while others were ectopic. 

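For genes transcribed from ectopic or alternative promoters in TKO, the bulk RNA-seq libraries give the level over the whole gene and not the position of the promoter. *Fabp4* (chromosome 3, 10268785 to 10273737), a fatty acid binding protein gene, was at 3.79 ± 1.58 CPM in Ctrl and 8.58 ± 4.97 CPM in TKO (SD, n = 3 per group). Its log2 fold change was 1.18 (standard error 0.505) with an adjusted p-value of 0.793 from edgeR's quasi-likelihood test (0.833 with the replicate number as a block, 0.332 with DESeq2). The unadjusted p-value was 0.0421, and the groups overlapped. *Nfatc4* (chromosome 14, 56060601 to 56071401) was at 12.1 ± 2.19 CPM in Ctrl and 13.9 ± 1.25 CPM in TKO (SD, n = 3 per group), a log2 fold change of 0.20 (standard error 0.188) that was within the replicate spread. *Kyat3* was at 33.8 ± 3.58 CPM in Ctrl and 145.8 ± 44.1 CPM in TKO (SD, n = 3 per group), larger than the replicate spread. *Kyat3* overlaps *Gm56810* on the same strand and *Gm15540* on the other strand. *Fabp4* overlaps *Gm66293* on the other strand. It is also in a hand-written list of adipocyte genes, of which all 12 tested had positive log2 fold changes. A higher level of *Fabp4* therefore cannot be told apart from adipocytes in the sort.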

Nonetheless, some of these transcripts were processed into correct mature mRNAs, as seen for the *Fabp4* gene (Supplementary Fig. 12d).

Together, these findings suggest that H3K9me3 may silence a select set of genes through direct promoter repression. When removed, many genes activate transcription via enhanced RNA Pol II promoter-recruitment and transcription initiation. However, only a subset of genes gains elongation competence, implicating additional requirements for Pol II pause-release and productive transcription. A smaller subset of genes is regulated mainly at the pause-release step upon H3K9me3 loss, likely through indirect mechanisms. Importantly, most genes upregulated upon H3K9me3 loss are associated with distal, not proximal, H3K9me3 peaks. This supports a hypothesis where H3K9me3 primarily regulates gene expression via repression of enhancer elements, rather than promoter silencing, a possibility that we will examine next.

### H3K9me3 loss activates enhancers in developing epidermis

Active enhancers generate short, bidirectionally transcribed, unstable RNAs—enhancer RNAs (eRNAs)—which are more predictive of enhancer activity than histone modifications^37,38^. Because eRNAs are difficult to detect via standard steady-state RNA-seq techniques, nascent RNA profiling techniques, such as PRO-seq^35^ are typically used. PReCIS-seq also effectively identifies enhancer activity via bidirectional transcription, and these elements strongly overlaps with histone marks of active enhancers^26^.

To define active enhancers from our PReCIS-seq data and correlate it with H3K9me3 loss, we applied dREG, a method developed for detecting bidirectionally transcribing DNA regulatory elements using transcriptional run-on assays^39^ (Fig. 7a, a′). After removing promoter-associated regions, we identified 13,431 distal bidirectionally transcribed elements (denoted as dREGs hereafter). Of these, 2512 (19%) were specific to the TKO, with the remainder also present in Ctrl. Ctrl dREGs generally lacked H3K9me3 signal, whereas many TKO-specific dREGs were originally marked by H3K9me3 peaks in the naïve chromatin landscape of Ctrl samples (Fig. 7b, b′). Over 70% of all dREGs overlapped with annotated candidate cis-regulatory elements (cCREs), supporting their enhancer identity (Fig. 7c). Thus, active enhancers are generally devoid of H3K9me3, and loss of H3K9me3 at a subset of silent enhancers upon TKO leads to their ectopic activation.

**Fig. 7:**
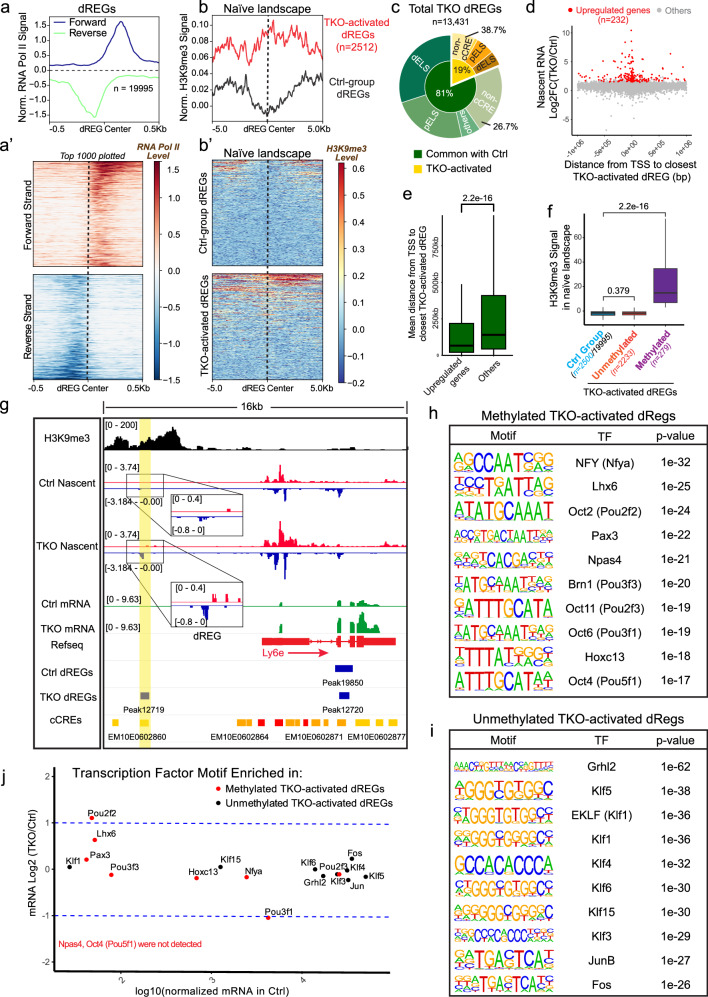
H3K9me3 loss promotes RNA Pol II activity at distal enhancers. **a**, **a’** Metaplot and heatmaps of Ctrl RNA Pol II signals showing bidirectional transcription for dREG elements. Top 1000 out of 19995 dREGs detected in Ctrl are plotted. **b**, **b’** Metaplot and heatmaps showing that subset of TKO-activated dREGs are methylated in the naïve H3K9me3 landscape (13431 dREGs in total; 279 out of 2512 TKO-activated dREGs are methylated), while dREGs from Ctrl (2500 out of 19995 were randomly selected for visualization) are unmethylated. **c** Pie chart showing the percentage of TKO dREGs overlapping ENCODE-defined cCRE elements (predicted enhancers) or non-cCRE representing newly identified enhancers. **d**, **e** TSS of upregulated genes (by PReCIS-seq) are closer to TKO-activated dREGs than other genes. *n* = 232 Upregulated genes and *n* = 37573 other genes. **f** Quantification of H3K9me3 CUT&RUN signal within ±1 kb of dREG peak center, summed for analyses. Two thousand five hundred out of 19995 Ctrl dREGs were randomly selected to match the number of TKO-activated dREGs (*n* = 2512) for statistics. Methylated TKO-activated dREGs (*n* = 279) were identified by testing each TKO dREG against the distribution of background methylation based on Ctrl dREGs. **g** IGV tracks showing the *Ly6e* gene locus. *Ly6e* is upregulated in both mRNA level and nascent transcription level. A TKO-activated enhancer is located upstream of *Ly6e* locus and covered by H3K9me3. Yellow columns highlight the activated dREG regions. List of transcription factor motifs enriched in methylated (**h**) or unmethylated (**i**) TKO-activated dREGs. **j** Expression by bulk RNA-seq for transcription factors (TFs) corresponding to motifs enriched in TKO-activated dREGs, split based on the methylation status of their loci in the naïve chromatin landscape. Note that most TFs are expressed in Ctrl and do not change expression in TKO samples. Box plots show the median (center line), interquartile range (box; 25th–75th percentiles), and whiskers extending to the minimum and maximum values no further than 1.5× the interquartile range. Statistical significance was assessed using two-sided unpaired t-tests.

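The mRNA level of *Ly6e* (chromosome 15, 74826860 to 74847454) in the bulk RNA-seq libraries was 15.7 ± 2.07 CPM in Ctrl and 45.5 ± 17.5 CPM in TKO (SD, n = 3 per group), and every TKO library was above every Ctrl library. The log2 fold change was 1.54 (standard error 0.279). The unadjusted p-value was 0.000281 and the adjusted p-value 0.109 from edgeR's quasi-likelihood test, 0.0305 with the replicate number as a block and 1.80e-05 with DESeq2. Across the 6 fits that left out one library the log2 fold change was 1.35 to 1.82 and the adjusted p-value 0.00552 to 0.524, with the gene called in 1 of the 6. *Ly6e* overlaps *Gm62552* on the other strand.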

To understand whether the enhancers activated by H3K9me3 loss contribute to subsequent transcription activation of nearby genes, we performed gene-enhancer association analysis. Indeed, TKO-upregulated genes, on average, were located closer to TKO-specific dREGs than other genes (Fig. 7d, e). For example, *Ly6e*, a TKO-upregulated gene, lies downstream of a predicted enhancer annotated as cCRE, which was marked by H3K9me3 in the naïve chromatin and subsequently became bidirectionally transcribed in TKO (Fig. 7g). These findings support functional enhancer–promoter relationships and suggest that H3K9me3 loss at specific enhancers can trigger their activation along with that of adjacent genes.

To further understand how TKO-specific enhancers are activated, we asked what transcription factor (TF) motifs they harbor. TKO-specific enhancers could be divided into two major classes: a small subset (~10%) that was originally methylated in the naïve chromatin landscape, and a larger group that was largely unmethylated (Fig. 7b′, f). This distinction strikingly correlated with TF motif enrichment. Methylated enhancers were enriched for NFY and POU-domain TF motifs not found in unmethylated enhancers (Fig. 7h and Supplementary Fig. 13a). In contrast, unmethylated enhancers showed motif compositions similar to enhancers active in controls (Fig. 7i and Supplementary Fig. 13b), including motifs for GRHL2 and KLF factors—TFs known to regulate keratinocyte identity^40–42^. Most of the TFs identified in the analysis are expressed in both TKO and Ctrl keratinocytes (Fig. 7j), suggesting that their activity at enhancers is normally restricted by H3K9me3 deposition. Thus, H3K9me3 covers a subset of silent enhancers with distinct TF motifs and physically blocks TF access to these loci. In contrast, inactivity of unmethylated enhancers in naïve chromatin may not be directly governed by H3K9me3 deposition at these sites; their activation in TKO might be attributed to indirect effects caused by H3K9me3 loss at other loci (see Discussion).

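Of the 20 transcription factors in Fig. 7j, 19 could be tested in the bulk RNA-seq libraries, and 13 were at 1 CPM or more in every Ctrl library and in all 6 libraries. These were 4 of the 10 listed for methylated and 9 of the 10 listed for unmethylated TKO-activated enhancers. *Pou5f1* was not tested, with 0.0258 ± 0.0224 CPM in Ctrl and 0.00566 ± 0.00981 CPM in TKO (SD, n = 3 per group). edgeR's quasi-likelihood test called 0 of the 19 factors, and 1 had an unadjusted p-value under 0.05. Over the 19 factors tested, 15 had an absolute log2 fold change under 0.5. Among those at unmethylated enhancers the log2 fold changes lay between -0.23 and 0.23, with *Klf5* at 472.3 ± 38.4 CPM in Ctrl and 422.5 ± 114.6 CPM in TKO and *Grhl2* at 159.2 ± 12.8 and 144.3 ± 12.6 CPM (SD, n = 3 per group). Among those at methylated enhancers *Pou2f3* was at 236.5 ± 15.5 CPM in Ctrl and 219.7 ± 62.6 CPM in TKO, and *Nfya* at 22.9 ± 1.34 and 20.4 ± 2.07 CPM (SD, n = 3 per group). In both the groups overlapped. *Pou3f1* (chromosome 4, 124550600 to 124554448) fell from 50.4 ± 6.61 to 24.4 ± 16.9 CPM, with every TKO library under every Ctrl library. Its log2 fold change was -1.04 (standard error 0.427), with an unadjusted p-value of 0.0374 and an adjusted p-value of 0.779 (0.178 with the block on replicate number). Adjusted over the 19 tested factors alone, the smallest p-value was 0.71. Without TKO replicate 3 it passed both thresholds. *Pou2f2*, *Lhx6*, *Pax3*, *Npas4*, *Pou3f3* and *Klf1* had Ctrl means between 0.144 and 0.722 CPM. Their standard errors of 0.406 to 1.18 on the log2 scale left only large changes detectable. *Pou5f1*, *Grhl2*, *Nfya*, *Pou3f1*, *Pou2f2*, *Pou3f3* and *Klf1* overlap genes on the other strand. From the expression of most factors in both genotypes, the paper proposes that H3K9me3 deposition normally restricts their activity at enhancers.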

Lastly, we inspected the function of genes regulated by H3K9me3-covered enhancers or promoters. For enhancers, we examined dysregulated genes residing within ±10 kb from TKO-activated dREGs. Via GO analysis complemented by literature search, we found that many of these genes regulate important cellular processes, and some have known functions in organogenesis and cell differentiation (Supplementary Fig. 13c, d). 

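The genes listed in Supplementary Fig. 13e were examined in the bulk RNA-seq libraries. The 5 genes listed there without a mark for a single assay were all higher in TKO. edgeR's quasi-likelihood test called *Atf7ip* and *Tcfl5*, and DESeq2 called all 5. *Atf7ip* (chromosome 6, 136483165 to 136587860), a Setdb1 co-factor, rose from 187.6 ± 27.8 to 404.4 ± 56.8 CPM (SD, n = 3 per group), a log2 fold change of 1.11 (standard error 0.164) with an adjusted p-value of 0.0429 (0.0305 with the replicate number as a block). It was called in 1 of the 6 fits that left out one library, with the adjusted p-value reaching 0.270 and the log2 fold change staying between 0.99 and 1.23. *Catsperg1* rose from 3.01 ± 1.14 to 8.74 ± 2.78 CPM, *Csta2* from 0.199 ± 0.177 to 1.44 ± 0.632 CPM and *Sh3gl3* from 1.06 ± 0.155 to 3.13 ± 1.32 CPM (SD, n = 3 per group). Their adjusted p-values were 0.246, 0.309 and 0.290.

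The 9 genes listed as upregulated in bulk RNA-seq only had log2 fold changes from 0.22 for *Pcdhga6* to 4.30 for *Kbtbd12*, with none called by edgeR and 8 called by DESeq2, all but *Pcdhga6*. Of these 9, 8 had an unadjusted p-value under 0.05 in edgeR. *Nnat* (chromosome 2, 157401879 to 157404573) rose from 4.90 ± 1.34 to 10.9 ± 1.73 CPM (SD, n = 3 per group), with an adjusted p-value of 0.192 (0.135 with the block). *Kbtbd12* rose from 0.142 ± 0.0938 to 2.80 ± 2.45 CPM with overlapping groups. The 8 genes listed as upregulated in PReCIS-seq only had bulk log2 fold changes from -0.13 for *Trmt10c* to 1.10. None was called by edgeR or DESeq2, and 4 were at an unadjusted p-value under 0.05 in edgeR. *Pcdhga7* and *Pcdhgb7* had non-overlapping groups and passed DESeq2's adjusted threshold (0.00209 and 0.00785). Their log2 fold changes of 0.86 were under the fold threshold. *Tasor* (chromosome 14, 27150748 to 27205512), a component of the HUSH complex, was at 67.4 ± 7.05 CPM in Ctrl and 92.1 ± 23.6 CPM in TKO (SD, n = 3 per group), a log2 fold change of 0.45 (standard error 0.193, adjusted p-value of 0.798). The *Pcdhg* genes listed are all annotated to the same end at 37975014 on chromosome 18, and each overlaps 26 or 27 genes on the same strand, so how their shared exons were counted is uncertain. Among them *Pcdhga9* had a log2 fold change of 1.25 (standard error 0.212, adjusted p-value of 0.0874). *Trmt10c* and *Senp7* overlap each other on opposite strands. *Atf7ip*, *Catsperg1*, *Sh3gl3*, *Nnat* and *Tasor* also overlap genes on the other strand.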

We also checked genes directly regulated by promoter methylation and found most of them have known lineage regulatory functions (Supplementary Fig. 13e). Among them, Atp7ip is a well-studied Setdb1 co-factor that regulates lineage differentiation in many systems, including hematopoiesis^43^, suggesting a negative feedback loop.

Together, these results indicate that H3K9me3 both directly and indirectly silences a subset of enhancers in epidermis, thereby safeguarding lineage-specific gene expression. Upon H3K9me3 loss, these enhancers become activated and contribute to aberrant transcriptional programs during epidermis morphogenesis.

## Discussion

In this study, we showed that the heterochromatin mark H3K9me3 is dynamically re-distributed genome-wide during epidermis development and is essential for skin morphogenesis. By genetically ablating Suv39h1, Suv39h2 and Setdb1, the three histone methyltransferases (HMTs), which deposit H3K9me3, we uncovered its essential role in epidermal lineage diversification. Loss of H3K9me3 in epidermis impairs the formation of specialized keratinocyte-derived cell types, including hair follicle cells, Merkel cells, and suprabasal differentiated cells, resulting in aberrant cell fates with mixed cell identity. H3K9me3 regulates gene expression programs vital for skin development and tissue morphogenesis, including specific pathways governing differentiation, cell cycle, signaling, metabolism, extracellular matrix organization, and cytoskeletal dynamics, which were disrupted in its absence. Mechanistically, H3K9me3 loss selectively impairs RNA Pol II recruitment to promoters (initiation) and divergent transcription at developmentally regulated enhancers, with minimal and rather indirect effects on Pol II promoter-proximal pause release (elongation). These findings demonstrate that H3K9me3 is indispensable for mouse skin organogenesis, acting through modulation of RNA Pol II dynamics in a lineage-specific manner (Fig. 8).

**Fig. 8:**
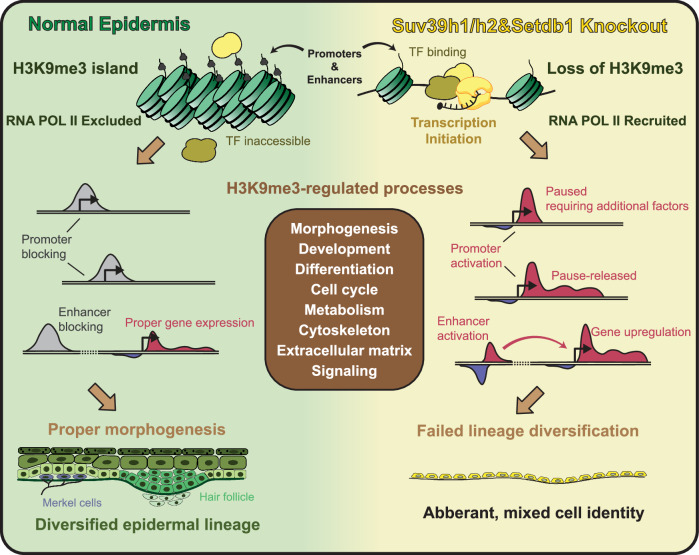
H3K9me3 regulates epidermis morphogenesis by repressing RNA Pol II activity on promoters and enhancers. Model illustrating the role of H3K9me3 in epidermal lineage regulation. In normal epidermis (left), H3K9me3 contributes to heterochromatin formation at lineage-related promoters and enhancers, which blocks binding of transcription factors (TFs) and RNA Pol II recruitment. This represses expression of lineage-inappropriate genes and ensures proper epidermis morphogenesis. By contrast, in Suv39h1/Suv39h2/Setdb1 triple knockout epidermis (right), loss of H3K9me3 opens the chromatin, allowing TF binding and RNA Pol II transcription initiation, which leads to aberrant activation of both promoters and enhancers, eventually causing failed lineage diversification and mixed cell identity. The cellular processes regulated by H3K9me3 is summarized in the brown box. Created in BioRender. Bai, C. (2026) https://BioRender.com/4enj4zw.

Although H3K9me3’s role in early embryogenesis is well-established, particularly before gastrulation in both *Drosophila* and mice^13,44^, its function in late development during organogenesis remained poorly defined until now. Prior to this study, complete knockout of all three H3K9me3 HMTs in mice had only been achieved in the endoderm, prior to organ formation, revealing that H3K9me3 represses non-lineage genes^19^. In *C. elegans*, combined deletion of *met-2* and *set-25* (homologs of *Suv39h1/2* and *Setdb1*) eliminates H3K9 methylation without impairing tissue development during embryogenesis, with only mild effects on adult muscle integrity^6,45,46^. In contrast, loss of H3K9me3 in our model caused changes in lineage-specific gene expression with pronounced defects in epidermis morphogenesis. Thus, H3K9me3’s developmental role in organogenesis likely evolved to better support the greater cellular complexity of mammals.

Long-term deletion of individual HMTs in mouse tissues, including in skin via constitutive *K14-Cre*, eventually induces genomic instability, apoptosis, and inflammation later in the adult tissues, largely due to activation of transposons^15,16,18,47^. In stark contrast, our inducible embryonic knockout model (*K14-CreER*^*T2*^) of the three H3K9me3 HMTs does not induce overt DNA damage, apoptosis, or inflammation in the epidermis within the short experimental timeframe studied. Instead, complete H3K9me3 loss in embryogenesis induces immediate disruption of gene expression programs that regulate key processes required for epidermis morphogenesis and barrier formation. Many of these H3K9me3-regulated genes (e.g., *Trp63, Klf4,* and *Id1*) are well-known indispensable regulators of keratinocyte lineage progression^33,34^, consistent with the observed defects in the triple knockout skin. Thus, H3K9me3 is essential for late-stage mammalian development, supporting organ formation and organismal survival.

The need to delete all three HMTs to fully deplete H3K9me3 underscores partial redundancy and possible cooperativity among Suv39h1, Suv39h2, and Setdb1. Neither *Setdb1* knockout under *K14-Cre* nor *Suv39h1/Suv39h2* double knockout alone produces an epidermal phenotype^9,16^. Only the combined loss of all three HMTs in our study disrupted skin organogenesis, likely due to the broader effects on gene expression programs. Similar synergistic effects have been reported in *Drosophila*, where double mutants for Setdb1 and Suv39h homologs exhibit stronger phenotypes than single mutants^44^. In our study, in addition to de-repressing non-lineage genes (e.g., germline, neuronal, and immune), H3K9me3 loss leads to dysregulation of keratinocyte subtype-specific programs, resulting in mixed cell identities within the lineage. Aberrant TKO cells co-activate gene expression programs normally restricted to distinct keratinocyte cell subtypes, such as basal, differentiated, and hair follicle. Furthermore, even when these keratinocyte sub-types retain their identity, they still show cluster-specific gene dysregulation. These observations could reflect differences in HMT expression (with Suv39h1/2 enriched in basal cells and Setdb1 expressed in both basal and suprabasal keratinocytes), distinct transcription factor context, and indirect effects from altered cell-cell communication. The functional interplay among these HMTs warrants deeper exploration.

While H3K27me3, another repressive histone mark deposited by PRC2, has been more extensively studied during organogenesis^21,48^, its role differs from that of H3K9me3. H3K27me3 depletion in keratinocytes causes mild tissue disorganization, premature barrier formation, and ectopic Merkel cells, yet lineage diversification still occurs, including the formation of hair follicles^49^. By contrast, H3K9me3 loss blocks the formation of keratinocyte derivatives and barrier function. This indicates nonredundant developmental roles between the two marks, in line with their distinct genomic localizations^50^ and differential gene targets. Specifically, H3K27me3 primarily silences terminal differentiation genes^51^, while H3K9me3 controls broader programs including metabolism, ECM organization, cell cycle regulation, as well as non-lineage genes, highlighting the distinct functions of the two marks in tissue development.

We also found that epidermal progenitors are relatively hypomethylated before E12.5, prior to morphogenesis, resembling pre-implantation embryos and embryonic stem cells prior to lineage diversification^7,52,53^. Low H3K9me3 levels have similarly been reported in quiescent tissue stem cells, such as in hair follicles, muscle, and T cells, where chromatin openness supports multipotency and lineage plasticity in wound healing^54–58^. As development proceeds, H3K9me3 accumulation correlates with chromatin restriction and lineage commitment^2,6,19^. Thus, the broad potential of epidermal progenitors before E12.5 might be restricted by elevated and dynamic H3K9me3 thereafter, which would subsequently guide fate specification of epidermal lineage subtypes.

H3K9me3 acts as a transcriptional repressor for both genes and transposons^2,6,59^ (see “Introduction”), but its specific influence on RNA Pol II regulatory steps  has not been addressed in depth. Key Pol II regulatory steps include promoter-recruitment (initiation), largely driven by developmental transcription factors at promoters or enhancers, and pause-release (elongation) from the proximal-promoter site 30–60 bp downstream of TSS, which depends on factors, such as NELF, pTEFb, and BRD4^36,60^. These steps operate through distinct mechanisms and serve different roles in developmental gene control. For instance, some genes initiate Pol II transcription, but halt elongation downstream the TSS, awaiting pause-release signals that enable rapid and synchronous activation across large fields of cells^60^. In cell culture, H3K9 demethylation and histone acetylation promote pause-release^61,62^. However, Pol II dynamics are highly sensitive to tissue dissociation and cell culture conditions^26^, underscoring the need for analysis in the intact tissue environment. Using PReCIS-seq, we profiled transcriptionally engaged Pol II in developing epidermis. We found that H3K9me3 loss enhanced Pol II recruitment at a subset of silent promoters and enhancers. Many genes showed increased initiation without elongation, suggesting a lack of appropriate pause-release signals at these specific genes. While a significant fraction of promoter-recruitment-associated genes harbor H3K9me3 islands on or around their TSS, pause-release-associated genes mostly lacked H3K9me3 at promoters, pointing to indirect regulation by distal enhancers.

Indeed, most genes activated upon H3K9me3 loss in epidermis harbor distal H3K9me3-marked islands overlapping predicted enhancers. We show that many of these enhancers gain de novo divergent Pol II transcription, a hallmark of enhancer activation^37,38,63^. Interestingly, only a subset of TKO-activated enhancers is H3K9me3-marked in the naïve chromatin. The mechanisms conferring specificity to enhancer H3K9me3 deposition is still under investigation. Here, we show that the methylated (but not un-methylated) enhancers activated upon H3K9me3 loss tend to contain specific motifs for POU and NFY transcription factors. Notably, a POU factor, Oct4, which is best known for activating pluripotency genes, can also recruit Setdb1 to silence lineage-inappropriate genes like trophoblast lineage genes in embryonic stem cells^64^. It is possible that keratinocyte-expressed POU and NFY factors (e.g., Oct2, Oct6, and Oct11, Fig. 7) can recruit H3K9me3 HMTs to repress specific enhancers in a context-dependent manner or activate them when HMTs are absent.

Given the well-documented nascent RNA-dependent mechanisms of H3K9me3 heterochromatin nucleation^65^, it is also plausible that eRNAs produced from these enhancers may contribute to H3K9me3 deposition in a sequence-specific negative feedback loop. Furthermore, the recognized contribution of transposable elements to enhancer sequences^66^ may bridge silencing of transposons and developmental enhancers by H3K9me3^66,67^. Remarkably, many enhancers activated in TKO epidermis lack H3K9me3 in the naïve chromatin and may be indirectly regulated by H3K9me3. This may occur via reorganization of long-range chromatin interactions upon H3K9me3 loss, as shown in studies of CTCF and chromatin looping^68^.

In summary, this study reveals that H3K9me3 is essential for epidermis morphogenesis by enabling lineage diversification and repressing inappropriate lineage and non-lineage genes. Mechanistically, H3K9me3 acts by limiting RNA Pol II recruitment and transcription initiation at both promoters and enhancers, with minor effects on pause-release. Its loss destabilizes transcriptional control, blocking the formation of key keratinocyte cell subtypes and impairing the epidermal barrier, ultimately resulting in complete failure of skin development. These findings establish H3K9me3 as a critical developmental epigenetic regulator of mouse organogenesis.

## Methods

### Ethics

All mouse work was performed in accordance with the Cornell University Institutional Animal Care and Use Committee (IACUC) guidelines (protocol no. 2007-0125).

### Mice

Mice were maintained under specific pathogen-free conditions in a temperature- and humidity-controlled facility (22 ± 1 °C, 50 ± 5% humidity) on a 14 h light/10 h dark cycle (lights on at 06:00 and off at 20:00), with ad libitum access to food and water.

The mouse line carrying *Suv39h1*^*flox/flox*^*; Suv39h2*^*KO/KO*^*; Setdb1*^*flox/flox*^ was a kind gift from Dr. Kenneth Zaret^19^.

*K14-Cre* and *K14-CreER*^*T2*^ transgenic mouse lines have both been actively maintained in the Tumbar laboratory and were originally gifted by Elaine Fuchs laboratory (Rockefeller University) and Pierre Chambon laboratory (Collège de France)^29^, respectively. The K14-H2BGFP line was created by Tudorita Tumbar and has been actively maintained in the Tumbar laboratory^69^. The *Polr2b*^*f/f*^*-GFP* line was generated in the Tumbar lab^26^.

Mice are crossed to make specific models described in Fig. 2a and Supplementary Fig. 11a and maintained on a mixed genetic background. Adult mice from PD36-PD72 and embryos from E10.5–E18.5 were used for experiments as described in the figures and figure legends.

To induce knockout for *K14-CreER*^*T2*^*; TKO* embryos, breeding pairs were set up in the late afternoon, and females were checked for mating plug in the following days. The day plug was found is denoted E0.5. Tamoxifen was prepared in corn oil at 10 mg/mL with 5mg/mL progesterone, and injected via i.p. route to pregnant females at a daily dosage of 100 μg/g body weight 3 consecutive days with various schemes starting at E9.5 and ending at E14.5, as indicated in Fig. 2 and Supplementary Data 1. Females were euthanized and embryos collected at various time points as indicated in the results and figure legend.

### Barrier assay

X-gal barrier assay was performed as previously described^70,71^. Briefly, E18.5 embryos were rinsed in PBS and tail snips were collected for genotyping. Then, the embryos were placed into staining solution (1 mg/mL X-gal, 1.3 mM MgCl_2_, 100 mM NaH_2_PO_4_, 3 mM K_3_Fe(CN)_6_, 3 mM K_4_Fe(CN)_6_, 0.01% sodium-deoxycholate, 0.2% NP-40) and incubated for approximately 2 h or until the typical blue color developed, indicative of barrier breach.

### H&E staining

OCT-embedded samples were cryo-sectioned for H&E staining. Sections were fixed in 4% paraformaldehyde for 10 min at room temperature (RT) and then washed in PBS. Sections were then sequentially stained with hematoxylin (Gill’s method, #3, Polysciences) for 5 min and eosin (Eosin-Y intensified, Fisher scientific) for 2 min at RT, followed by mounting in home-made mounting medium (90% glycerol in 1 M NaCO_3_). Images were taken with a Nikon microscope (model ECLIPSE Ni-U) with ZEN v3.0 software.

### Immunofluorescence staining

Immunofluorescence staining (IF) was performed following a standard protocol. Briefly, OCT-embedded samples were cryo-sectioned and fixed in 4% paraformaldehyde for 10 min at room temperature. Sections were then washed in PBS, followed by blocking and permeabilization in blocking buffer (1% BSA, 2% gelatin, 0.2% Triton X-100, 2.5% (v/v) normal goat serum and 2.5% (v/v) normal donkey serum in PBS) for 1 h at RT. Blocking solution was then aspirated, and samples were incubated with primary antibodies at 4 °C overnight. Sections were then washed with PBST (0.1% Triton X-100 in PBS) and incubated with secondary antibodies at RT for 4 h, or at 4 °C overnight. Then, the samples were sequentially washed with PBST and PBS and then mounted with homemade mounting medium, antifade (2.5 mg/mL p-phenylenediamine and 90% glycerol in PBS). Sections were then stored in −20 °C and imaged within 2 weeks. Imaging was done using a fluorescent microscope (Leica DMI6000B) with the Leica Application Suite X software (v3.9.1.28433). All downstream imaging processing and quantification were performed using Fiji (v1.54p)^72^.

Antibodies used for IF include: H3K9me3 (Abcam, cat. ab8898, 1:10,000, used for most experiments), H3K9me3 (Cell Signaling Technology, cat. 5327T, 1:1000, used when co-staining with other rabbit primary antibodies), Krt14 (Biolegend cat. 906004, 1:20,000), Krt10 (Abcam, cat. ab9026, 1:2000), Krt8 (Biolegend cat. 904804, 1:1000), Integrin-α6 (BD Pharmingen, cat. 555734, 1:2000), P-Cadherin (R&D Systems, cat. AF761, 1:1000), Involucrin (Invitrogen, cat. PA5-104453, 1:1000), Laminin(α1) (1:500, Sigma-Aldrich, cat. L9393), BrdU (Abcam, cat. ab6326, 1:1000), cleaved caspase-3 (R&D Systems, cat. AF835, 1:2000), Suv39h1 (Invitrogen, cat. 702443, 1:500), Setdb1 (Protein-tech, cat. 11231-1-AP, 1:1000), Ki67 (Invitrogen, cat. 14-5698-82, 1:5000), HP1α (Invitrogen, cat. MA5-32018, 1:1000), AE13 (ImmuQuest, cat. IQ292, 1:200), γH2Ax (Abcam, cat. ab2893, 1:1000), TNFα (Invitrogen, cat. PA5-19810, 1:200), Cox2 (Cell Signaling Technology, cat. 12282T, 1:500), GFP (Abcam, cat. ab13970, 1:1000)

All antibodies were diluted in blocking buffer before use.

### EdU proliferation assay

EdU (Invitrogen, cat. C10337) was dissolved in PBS at 1 mg/mL working concentration and injected via i.p. route into pregnant females at 15 μg/g body weight 2 h before sacrifice and embryo collection. The embryos were embedded in OCT and cryo-sectioned. EdU staining was performed using Click-iT™ EdU Cell Proliferation Kit (Invitrogen, cat. C10337) according to the manufacturer’s instructions.

### TUNEL assay

TUNEL assay was performed using Click-iT™ Plus TUNEL Assay Kits for In Situ Apoptosis Detection (Invitrogen, cat. C10618) following the manufacturer’s instruction. Both DNase I-treated samples (following procedure provided in Click-iT^TM^ Plus TUNEL Assay Kit) and UVB-irradiated samples (collected 24 h post UVB irradiation at 180 mJ/mm^2^) were used as positive control each time the procedure was performed.

### Whole mount staining

Whole mount staining procedure for embryos was adapted from previously published work^73^. Briefly, dorsal skin was dissected from embryos and cut into 3 mm × 3 mm squares, followed by a brief rinse in PBS. Tissue pieces were then fixed in 4% PFA at 4 °C for 1 h, washed in PBS and then permeabilized and blocked in blocking solution (0.1% Triton X-100, 2% normal goat serum/normal donkey serum, 1% BSA and 0.02% NaN_3_ in PBS) at 4 °C overnight. After blocking, tissue was incubated with primary antibodies for 72 h at 4 °C, followed by washing in 0.1% PBST at 4 °C overnight. Then the tissue was incubated in secondary antibodies for 48 h at 4 °C, again followed by wash in 0.1% PBST overnight at 4 °C. Skin pieces were then sequentially incubated with an ethanol gradient from 50%, 70%, 100% and another 100% at RT, 1 h incubation for each. At the end, tissue was cleared by incubating with ethyl cinnamate (Sigma-Aldrich, 112372-100G) for 1 h at RT. All incubations were performed on a rocker, and all antibodies were diluted in blocking solution with 0.02% NaN_3_.

### Fluorescence-activated cell sorting

The procedure for sample preparation and fluorescence-activated cell sorting (FACS) was adapted from previous studies^74^. Briefly, dorsal skin was dissected from E12.5, E14.5, and E16.5 embryos for preparing single cell suspension. When applicable, the rest of the embryos were kept for genotyping and immunofluorescence to check knockout efficiency. For E12.5 embryos, the epidermis is only a single layer of cells, so larger tissue chunks were dissected from K14-H2BGFP+ embryos for downstream processing. Dorsal skin tissue was digested at 4 °C overnight in collagenase solution (0.1% collagenase type I, 0.1% collagenase type II, 1.25 mM CaCl_2_, 1.25 mM MgCl_2_ in HBSS). The following day, tissue/cells were rinsed with 500 mg/L EDTA once, followed by digestion with trypsin solution (0.25% in Mg^2+^/Ca^2+^ free HBSS) at 37 °C for 10 min. Digestion was stopped by adding 2 folds volume of 15% FBS. Tissue was then dissociated by pipetting, and the resulting single cell suspension was sequentially forced through 70 and 40 μm cell strainers. Cells were washed and eventually resuspended with FACS buffer (5% FBS in Mg^2+^/Ca^2+^ free HBSS). Cells were stained for Cd49f-BV421 (Biolegend cat. 313624) and Epcam-APC (Biolegend cat. 118214) to label basal cells. Propidium Iodide (PI) was used for viability monitoring. Cell sorting was performed using Sony MA900 cell sorter (with v3.1.2 software) at Cornell Biotechnology Resource Center (BRC) FACS facility. FACS data were analyzed with FlowJo v10.10.0 (BD Biosciences).

### CUT&RUN and library preparation

CUT&RUN experiments were performed following the previously published protocol^75^ (also available at protocols.io). Three Cre- Ctrl embryos at E15.5 were processed for FACS to obtain a single-cell suspension of basal cells. Approximately 120,000 cells were sorted from each embryo and divided into two aliquots: 80,000 cells for H3K9me3 assays and 40,000 cells for IgG as controls. Cells were then bound to Concanavalin A beads (Cell Signaling Technology, Cat#93596), incubated with primary antibodies (rabbit αH3K9me3, Abcam, Cat#ab8898; rabbit αIgG, Cell Signaling Technology, Cat#3900), Protein A/G MNase (EpiCypher, Cat#15-1016), underwent chromatin digestion, and the released DNA fragments were extracted using phenol chloroform methods. Then NEBNext Ultra II DNA Library Prep kit (Cat#E7103S) was used to prepare sequencing library, with NEBNext Multiplex Oligos for Illumina (Index Primers Set 1) (Cat# E6440), following the manufacturer’s instructions. Resulting library were then quality controlled by fragment analysis and sequenced on the NovaSeq 6000 platform with 2 × 150 bp paired-end option.

For E12.5, E14.5 and E16.5 samples, CUT&RUN was performed separately with kits from EpiCypher (Cat# 14-1048) following the manufacturer’s instructions. The downstream library preparation is the same as above except that NEBNext Multiplex Oligos for Illumina (Dual Index Primers Set 1) (Cat# E7600S) was used. The library was sequenced on NovaSeq X Plus series.

### PReCIS-seq and library preparation

PReCIS-seq was performed following our published procedure by Chovatiya et al.^26^. Briefly, dorsal skin tissue was dissected from embryos and flash frozen immediately. The rest of embryos were used for genotyping and immunofluorescence to confirm labeling and knockout efficacy. Three embryos of the same sex were pooled together for each sample. The frozen skin tissue was then pulverized into fine powder using the Cellcrusher (available from cellcruhser.com). The douncing procedure described for adult skin was skipped, and the pulverized tissue powder was directly resuspended in NUN buffer. Before further processing, flies (*Drosophila Melanogaster*) were pulverized similarly and added into embryo samples as spike-in to account for sample-to-sample variations, and the amount of fly tissue added was measured to be proportional to skin tissue weights. We then strictly followed the procedure described by Chovatiya et al. for the rest of PReCIS-seq, including chromatin isolation, chromatin fragmentation and run-on, immunoprecipitation with GFP antibody (Abcam cat#ab290), isolation of nascent transcripts, 3′ and 5′ adapter ligation, reverse-transcription, PCR amplification and final clean-up. The final library was quality controlled by fragment analysis and sequenced on NovaSeq 6000 with 2 × 150 bp paired-end option.

### Single-cell RNA-seq and data analysis

Single-cell RNA sequencing was performed by the Cornell BRC genomics facility. Briefly, approximately 10k cells were sorted from each embryo, 2 embryos from each genotype, followed by library preparation using Chromium Single Cell 3′ Reagent Kit v3 from 10x Genomics, targeting 5000 cells per sample. The final library was sequenced on the NovaSeq X platform with 2 × 150 bp paired-end option.

The raw data were mapped to the mouse genome (GRCm39) using Cell Ranger (v9.0.1) from 10x Genomics. All downstream analyses were then performed in R using Seurat (v5.4.0)^76^, including low-quality cell filtering, contaminating cell removal, data scaling, dimensionality reduction, cell clustering and UMAP projection. Contaminating cells were removed based on their established markers, including fibroblast (*Col1a1*, *Pdgfra*), immune cells (*Spi1*, *Ptprc*) and melanocytes (*Dct*, *Mitf*), and the remaining keratinocytes were used for further analyses. Integration of samples (2 Ctrl samples and 2 TKO samples) were performed using Harmony^77^. Marker genes for each cluster were identified using FindConservedMarkers function and correlated with known keratinocyte marker genes to assign meaningful identity. Differentially expressed genes between Ctrl and TKO were identified using FindMarkers function.

### Bulk RNA-seq and data analysis

Bulk RNA-seq was performed by Cornell TREx facility following standard procedures. Briefly, total RNA was extracted from sorted basal cells using TRIzol following manufacturer’s instruction. Quality of RNA was checked by fragment analysis. Depletion of rRNA was then performed using NEBNext rRNA Depletion Kit, followed by library preparation using NEBNext Ultra II RNA Library Prep Kit. Paired-end sequencing was performed on NovaSeq 6000 platform.

The obtained reads were processed with fastp (v0.23.4)^78^ for adapter trimming, after which the trimmed reads were mapped to the GRCm39 genome using STAR (v2.7.11b)^79^. The count matrix obtained were then analyzed with DESeq2 (v1.50.2)^80^ following the standard workflow to find differentially expressed genes.

### CUT&RUN data analysis

The raw data of CUT&RUN were first trimmed with Trimmomatic (v0.39)^81^ and then mapped to the GRCm39 mouse genome using Bowtie2 (v2.5.1)^82^. For visualization in Integrative Genomics Viewer (IGV v2.17.2), bamcoverage from Deeptools (v3.5.5)^83^ was used to create bigwig files with CPM normalization. For peak analysis, Epic2 (v0.0.52)^28^ was used for peak calling, and the generated bed files were imported into R for further analysis. For dynamic peak analysis, Epic2 peaks were called from E12.5, E14.5, and E16.5 samples, which were then merged to create a custom reference. H3K9me3 signal was counted using Deeptools “multiBamSummary” function, and the resulting count table was imported in R for DESeq2 analysis. ChIPseeker v1.46.1 was used for peak type annotation. For methylation pattern cluster analysis, the H3K9me3 signal tag matrix was obtained using Deeptools “ComputeMatrix” function, and then k-means clustering was performed in R. Deeptools was also used for most heatmaps and profile plots, and bedtools (v2.29.2)^84^ was used for distance analysis. For H3K9me3 signal quantification across specific genomic regions, the IgG signal was subtracted from the H3K9me3 signal using bamCompare (replicates merged), and then the map function from bedtools was applied for quantification.

### PReCIS-seq data analysis

The raw data were first trimmed with fastp to remove adapter sequences. Then Bowtie2 was used to remove rRNA reads by mapping the reads onto the rDNA genome. The remaining unmapped reads were then mapped to a mixed mouse/fly genome (GRCm39 and dm6) using STAR. UMI-based deduplication was performed using umitools (v1.1.4)^85^. Deeptools was then used to generate bigwig files for visualization in IGV genome browser, with scaling factor calculated from spike-in read number. For PPC and GBC counting, bam files were imported into R using BRGenomics (v1.12.0)^86^ with import_bam_PROseq, and subsequently counted using getCountsByRegions. Differential pausing analysis and differential expression analysis were both performed using DESeq2.

For enhancer analysis, dREG (v20200515)^39^ was used to call divergently transcribed elements as dREG peaks. The peak files were then imported into R for downstream analysis. Peaks overlapping promoter region (based on Refseq) were removed from all analyses. The file for cCRE was downloaded from ENCODE. Bedtools was used for counting H3K9me3 signal over dREG peaks. Motif analysis was performed using Homer (v4.11)^87^.

### Gene ontology analysis

Gene ontology (GO) analysis on gene groups of interest was performed using clusterProfiler (v4.18.2)^88^. Top unique GO terms were selected for visualization, and the full GO term lists were reported in Supplementary Data 2. GO term similarity analysis was performed using simplifyEnrichment (v2.4.1)^89^.

### Statistics and reproducibility

Statistical analyses were performed using GraphPad Prism (v10.6.1) or R (version 4.5.2). All TKO samples were validated for H3K9me3 depletion by IF staining before used for any experiments. All experiments were repeated with at least three biological replicates, and representative data are shown. For sequencing experiments, at least one female and one male sample were used for both the Ctrl and TKO groups to minimize sex-related effects. 

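For the bulk RNA-seq libraries the sexes given for the samples were compared with sex-linked transcripts. *Xist* was at 2637 CPM in Ctrl replicate 1 and 2698 CPM in TKO replicate 2, the samples given as female, and between 0.238 and 0.799 CPM in the other 4 libraries. The summed levels of *Ddx3y*, *Uty*, *Kdm5d* and *Eif2s3y* on the Y chromosome were 0 in those 2 female libraries and between 170.2 and 280.5 CPM in the 4 male libraries. With sex as a factor in edgeR's quasi-likelihood test 23 genes were upregulated, of which 18 were among the 27 called without it, and 0 were downregulated, with 332 lower genes at an unadjusted p-value under 0.05. Leaving out 615 genes on the X and Y chromosomes left the number of upregulated genes at 27.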

Unpaired Student’s *t* test was used to compare two groups, and one-way analysis of variance (ANOVA) was used for multiple comparisons of three or more groups. *P*-value (adjusted *p*-values if involves multiple comparisons) smaller than 0.05 was considered statistically significant and reported in figures and figure legends.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Reporting Summary

Transparent Peer Review File

## Source data

Source Data

## Data Availability

All genomic data, including bulk RNA-seq, scRNA-seq, CUT&RUN and PReCIS-seq data, have been deposited in NCBI’s Gene Expression Omnibus (GEO)^90^ and are freely accessible through GEO Series accession number GSE300774. Single-cell RNA-seq data for Setdb1 knockout^16^ is available from GEO via GSE233240. Source data are provided with this paper.

# Supplementary material for: H3K9me3 controls epidermis morphogenesis by regulating RNA Pol II dynamics at developmental promoters and enhancers
**Source:** Nat Commun. 2026 May 15;17:6485. doi: 10.1038/s41467-026-73308-5
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary Information**

### **H3K9me3 controls epidermis morphogenesis by regulating RNA Pol II dynamics at developmental promoters and enhancers**

Chris Ke Bai (白珂)<sup>1</sup>, Gopal Chovatiya<sup>1</sup>, Emily Janine Pollack<sup>1,2</sup>, Yu-Ching Liao<sup>1</sup>, Ashley Nayeon Kim<sup>1</sup> and Tudorita Tumber<sup>1,#</sup>

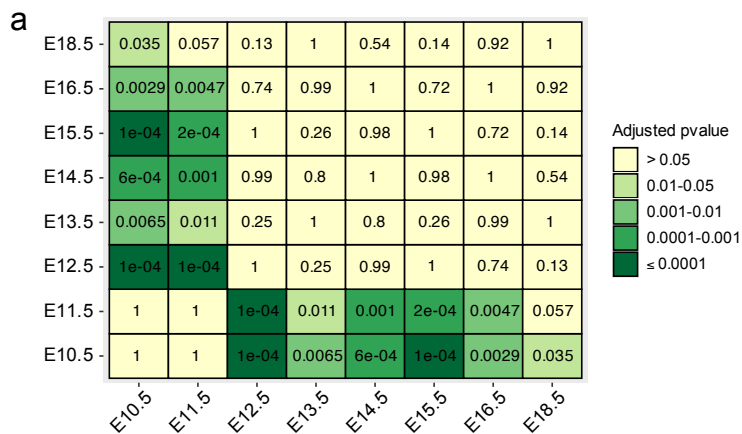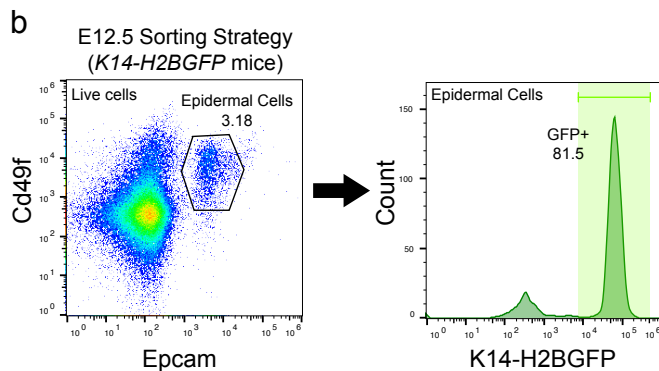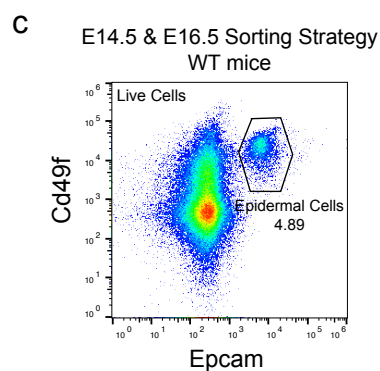

**d**

| Stages | Peak Counts | Peak Size (bp) |      |        |       |         |
|--------|-------------|----------------|------|--------|-------|---------|
|        |             | Min            | Q1   | Median | Q3    | Max     |
| E12.5  | 53660       | 500            | 4500 | 6500   | 10000 | 1094000 |
| E14.5  | 53909       | 500            | 4000 | 6500   | 10000 | 1816500 |
| E16.5  | 37793       | 500            | 6000 | 9000   | 15000 | 1255000 |

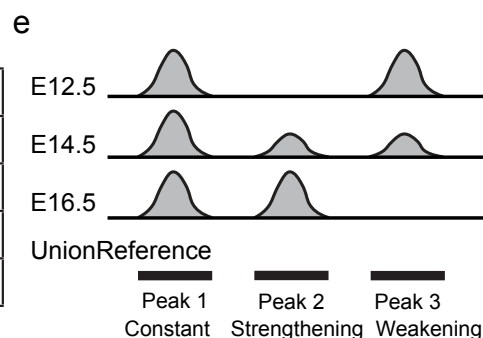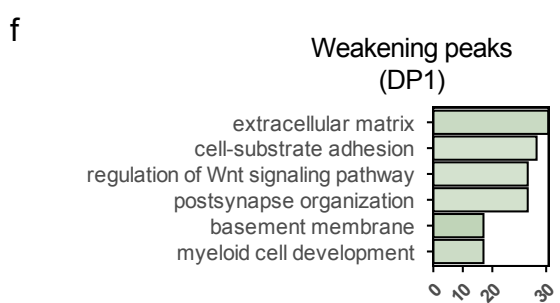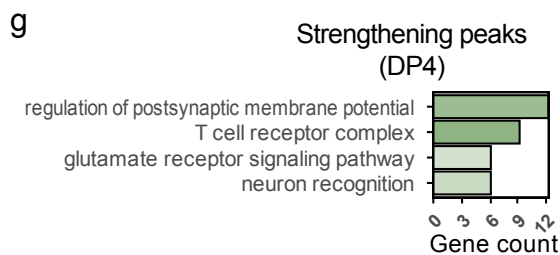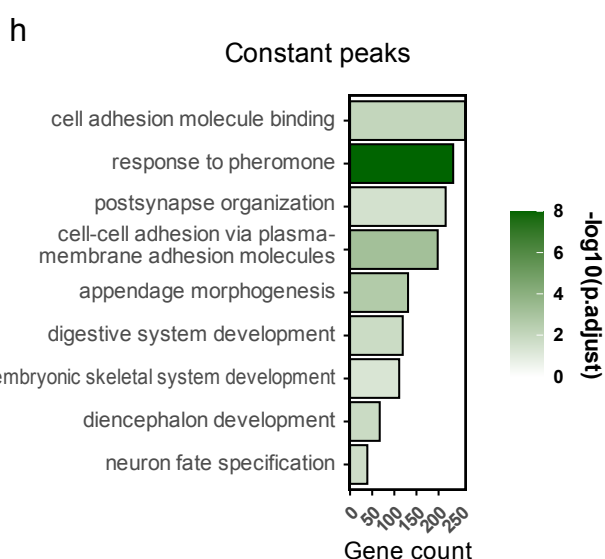

**Supplementary Fig. 1 | Characterizing H3K9me3 landscape during epidermis development by IF and CUT&RUN.**

**a** Statistical result for all pairwise comparisons between H3K9me3 IF signals from different developmental stages shown in Fig. 1c. P-values are adjusted by Tukey's method. **b** FACS strategy for isolating E12.5 epidermal cells used for CUT&RUN. **c** FACS strategy for isolating E14.5 and E16.5 epidermal cells used for CUT&RUN. Epidermal cells were gated as singlets (FSC/SSC gated), live (propidium iodide negative) cells positive for all indicated markers. **d** Five-number statistical summary of peaks called by Epic2, for E12.5, E14.5 and E16.5 samples. Q1, the first quartile; Q3, the third quartile. **e** Schematics illustrating constant, strengthening and weakening CUT&RUN peaks. Union reference is obtained by combining called peaks from all 3 time points. **f-h** Selected GO terms enriched in genes associated with dynamic peaks: DP1 (f), DP2 (g) and constant (h). Gene-peak association is defined if H3K9me3 peak(s) overlaps gene body or  $\pm 10$ kb flanking region of a gene. GO analysis was performed using clusterProfiler based on a one-sided hypergeometric test with Benjamini–Hochberg correction for multiple comparisons. Full lists of enriched GO terms are reported in Supplementary Data 2.

**a** Suv39h1 Krt14 DAPI

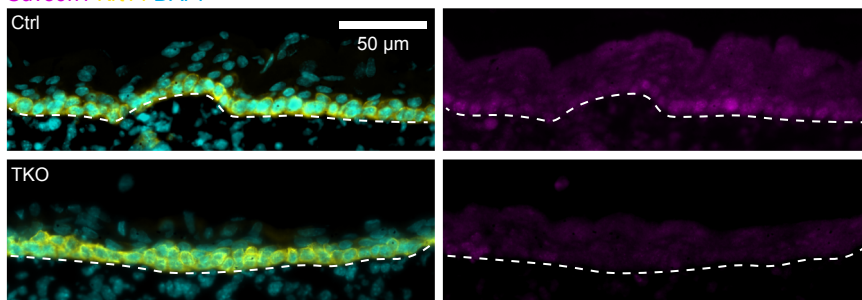

**b**

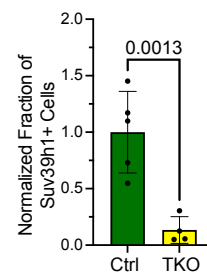

**c** Setdb1 Krt14 DAPI

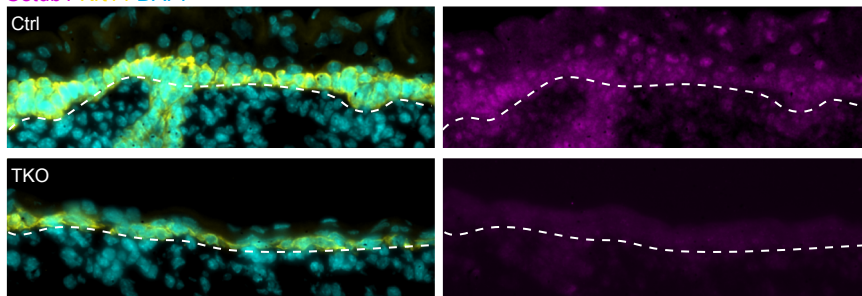

**d**

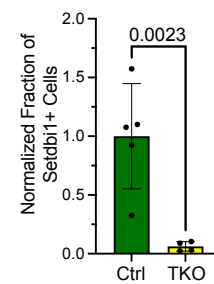

**e** H3K9me3 Krt14 DAPI

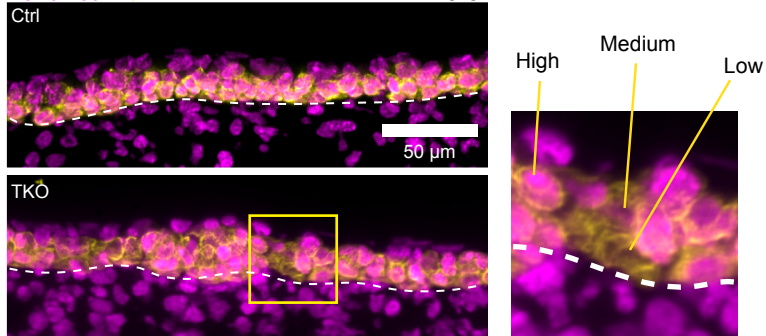

**f**

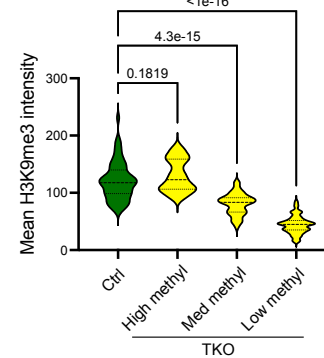

**g** H3K9me3 Krt14 DAPI

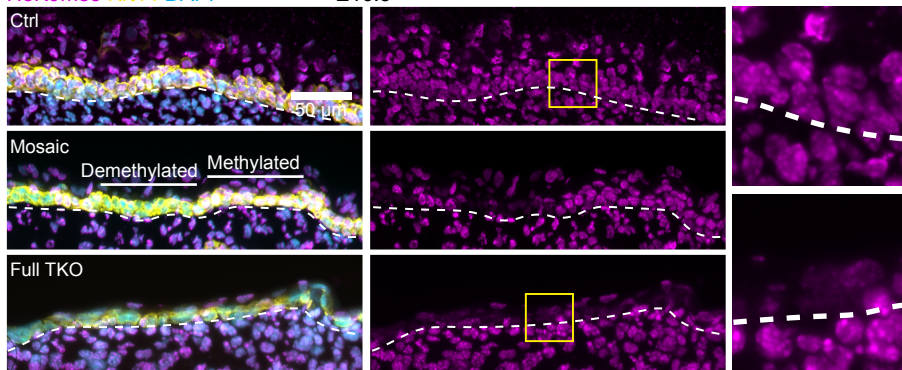

**h**

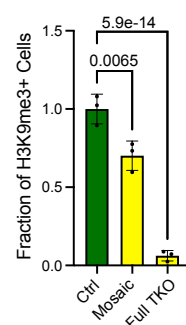

**i**

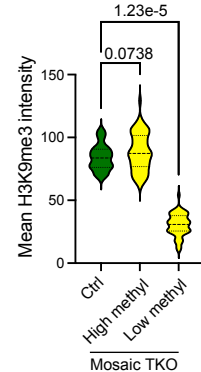

**j** H3K9me3 Krt14 DAPI

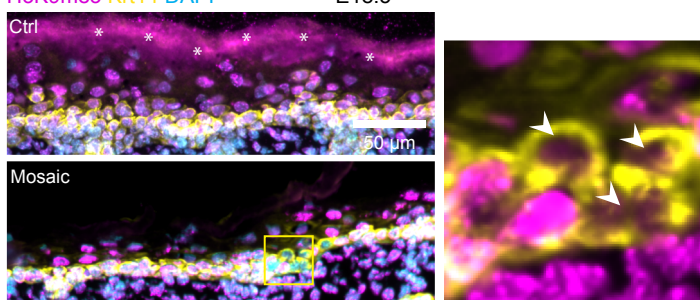

**Supplementary Fig. 2 | Induced TKO ablated HMTs and depleted H3K9me3 in mosaic patterns.**

**a** Immunofluorescence (IF) staining showing that Suv39h1 was depleted across basal layer (Krt14+ cells) at E16.5. Note that Suv39h1+ is preferentially expressed in basal cells in Ctrl. **b** Fractions of Suv39h1+ nuclei among all DAPI+ nuclei. TM E9.5-11.5; n=5 Ctrl and n=4 TKO embryos. **c** IF staining showing successful Setdb1 depletion across basal layer at E16.5. Note that Setdb1 was ubiquitously expressed in both basal and suprabasal cells in Ctrl. **d** Fraction of Setdb1+ nuclei among all DAPI+ nuclei. TM E9.5-11.5; n=5 Ctrl and n=4 TKO embryos. **e** IF staining showing that H3K9me3 depletion is incomplete in basal cells at E15.5. Insets highlight H3K9me3-high, -medium and -low cells. **f** Quantification for nuclear intensity of H3K9me3 signal. TM E10.5-12.5; N=62, 38, 47, 74 cells for the four groups, respectively. **g** IF staining of E16.5 embryos showing that H3K9me3 was globally depleted in all basal cells (Full TKO) or in a subset of cells (Mosaic). Insets highlight H3K9me3 depletion in basal cells. **h** Fractions of H3K9me3+ nuclei among all DAPI+ basal nuclei. N=3 biologically independent embryos per group; TM from E9.5-11.5 for mosaic samples; TM from E10.5-12.5 for full TKO samples. **i** Quantification of nuclear H3K9me3 intensity showing 'all-or-none' pattern of H3K9me3 depletion in mosaic samples. N=60, 60, 55 cells for the three groups, respectively. See Fig. 2e for quantification of epidermis thickness. **j** IF staining of E18.5 mosaic embryos showing decreased epidermal thickness and lack of cornified envelope. Cornified envelope is visible as auto-fluorescent regions in magenta channel (asterisks). Inset highlights a mosaic region. Arrow heads indicate H3K9me3-depleted cells. TM E10.5-12.5. n=3 Ctrl and n=5 Mosaic embryos. See Fig. 2f for quantifications of epidermis thickness. Dashed lines mark the basement membrane. All images are representative. Unpaired t-test was performed for b, d, and two-tailed p values are reported. One-way ANOVA with multiple comparisons was performed for f, h, i, and p values were corrected for multiple comparisons using the Dunnett method. Data are presented as mean  $\pm$  s.d.

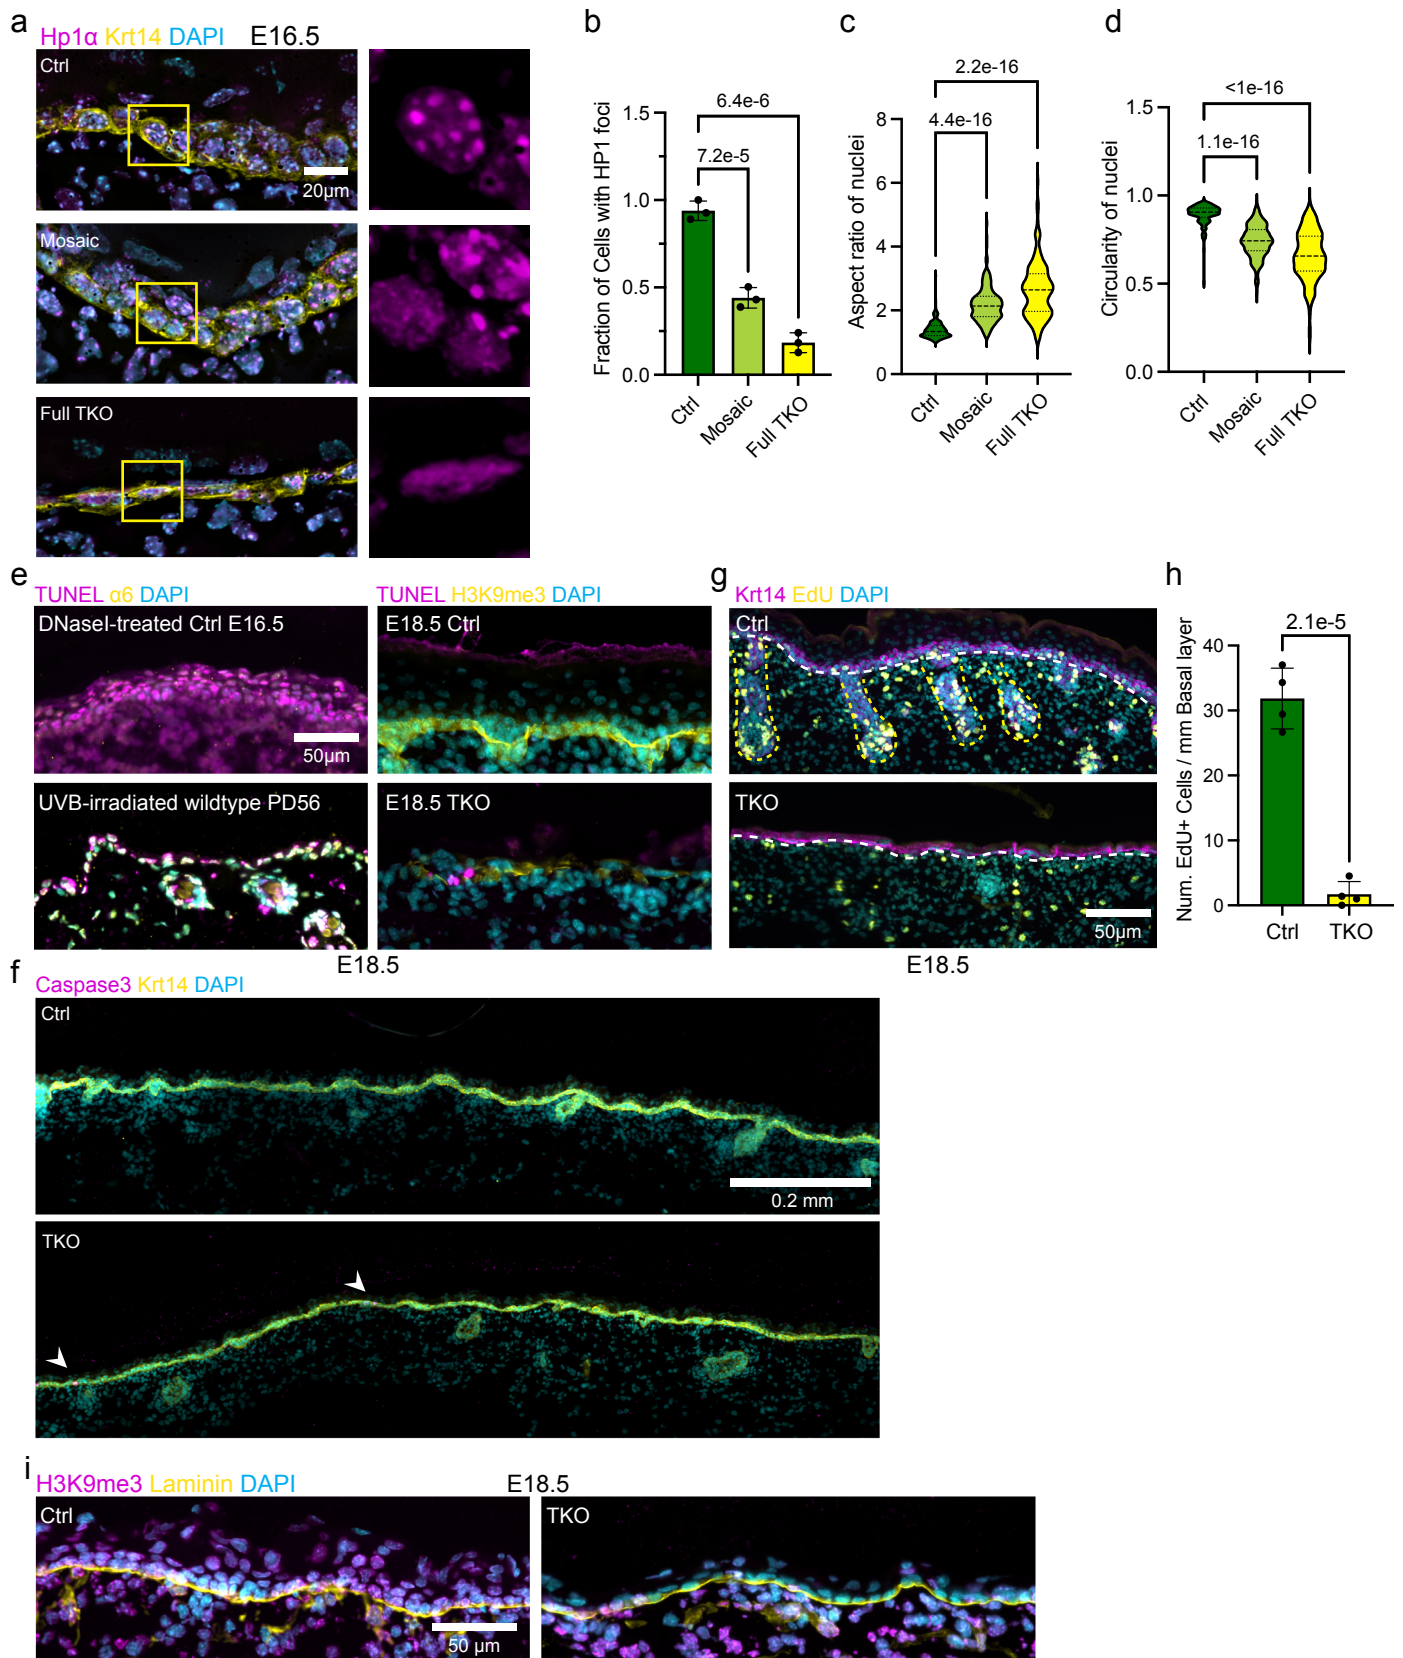

### **Supplementary Fig. 3 | H3K9me3 loss disrupted heterochromatin and arrested cell cycle with minimal DNA damage and cell death.**

**a** IF staining for Hp1a (magenta) illustrating loss of Hp1a foci in E16.5 TKO samples. Images were captured as a series of 63x z-stacks and deconvolution was then performed to eliminate the out of focus blur. **b-d** Quantification of 20x images stained for Hp1a showing: **b** Hp1a+ cell fraction decreased in TKO. N=3 embryos per group; **c, d** nuclear shapes are flatter and more elongated in TKO, TM E9.5-11.5, Ctrl, n = 180 cells; Mosaic, n=150 cells; Full TKO, n=150 cells. Aspect ratio and circularity values were obtained with Fiji. **e** TUNEL assay on E18.5 Ctrl and TKO samples and positive control samples. See Fig. 3b for quantifications. **f** IF staining for active Caspase3 (magenta) across E16.5 back skin showing the sparsity of apoptotic cells. A series of 10x images were stitched together to show longer stretches. See Fig. 3d for quantifications. **g-h** IF staining for EdU (yellow) and quantification showing proliferation arrest in E18.5 TKO epidermis. White dashed lines mark the basement membrane. Yellow dashed lines outline hair follicles. TM E12.5-14.5; n=4 embryos per group. **i** IF staining for laminin (yellow) showing that basal membrane integrity is well maintained in E16.5 epidermis despite full depletion of H3K9me3. TM E9.5-11.5; n=3 embryos per group. See main Fig. 3k for images at E18.5. All images are representative. Unpaired t-test was performed for h, and the two-tailed p value is reported. One-way ANOVA with multiple comparison was performed for b-d, and p values were corrected for multiple comparisons using the Dunnett method. Data are presented as mean  $\pm$  s.d.

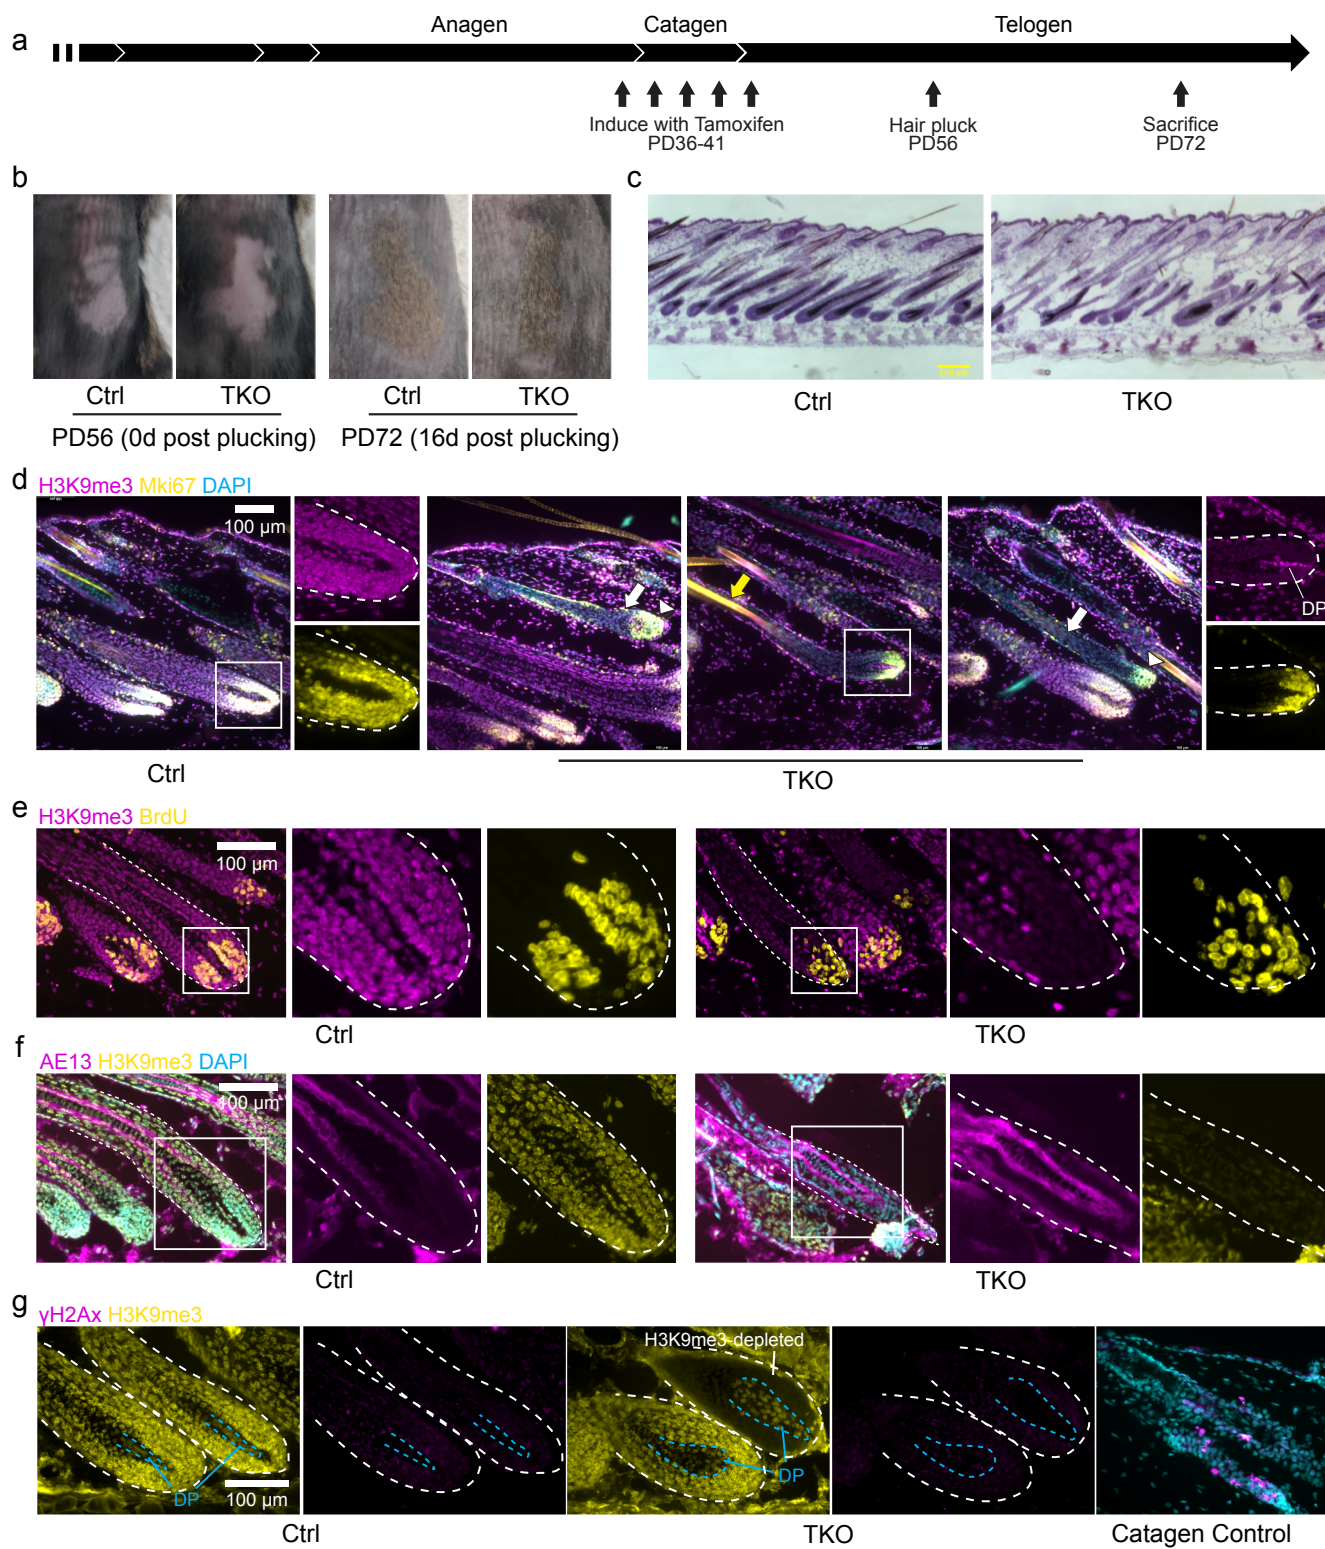

#### **Supplementary Fig. 4 | H3K9me3 depletion in adult skin led to skewed hair follicle regeneration**

**a** Experimental scheme showing the timeline of tamoxifen induction, hair plucking, and sample collection. **b** Pictures showing grossly normal hair regeneration after plucking. **c** H&E staining showing hair follicles with mildly irregular appearance in TKO. **d** IF staining for H3K9me3 (magenta) showing H3K9me3-depleted hair follicles (white arrows) are smaller and thinner, with Ki67+ proliferating cells strongly represented in the matrix (arrowhead). Yellow arrow points a hair shaft produced by H3K9me3-depleted hair follicles. Insets show single-channel representations of H3K9me3-depleted matrix. **e** IF staining showing BrdU+ cells in matrix progenitor cells, including in H3K9me3-depleted hair follicles. Matrix regions in white boxes are enlarged, and single-channel images were shown. **f** IF staining of AE13 (magenta) and H3K9me3 (yellow) showing the presence of hair shaft lineage when H3K9me3 is lost. Matrix regions in white boxes are enlarged, and single-channel images are shown. **g** IF staining of  $\gamma$ H2Ax (magenta) and H3K9me3 (yellow) showing that H3K9me3 loss did not increase DNA damage in hair follicle matrix (white dashed lines). Dermal papillae (DP) are marked by cyan dashed lines, which are not targeted by K14CreER<sup>T2</sup> for TKO. Catagen follicles serve as a positive control for  $\gamma$ H2Ax staining. N=4 pairs of Ctrl-TKO littermates from four different litters that were independently induced, plucked, collected and assayed and representative images are shown.

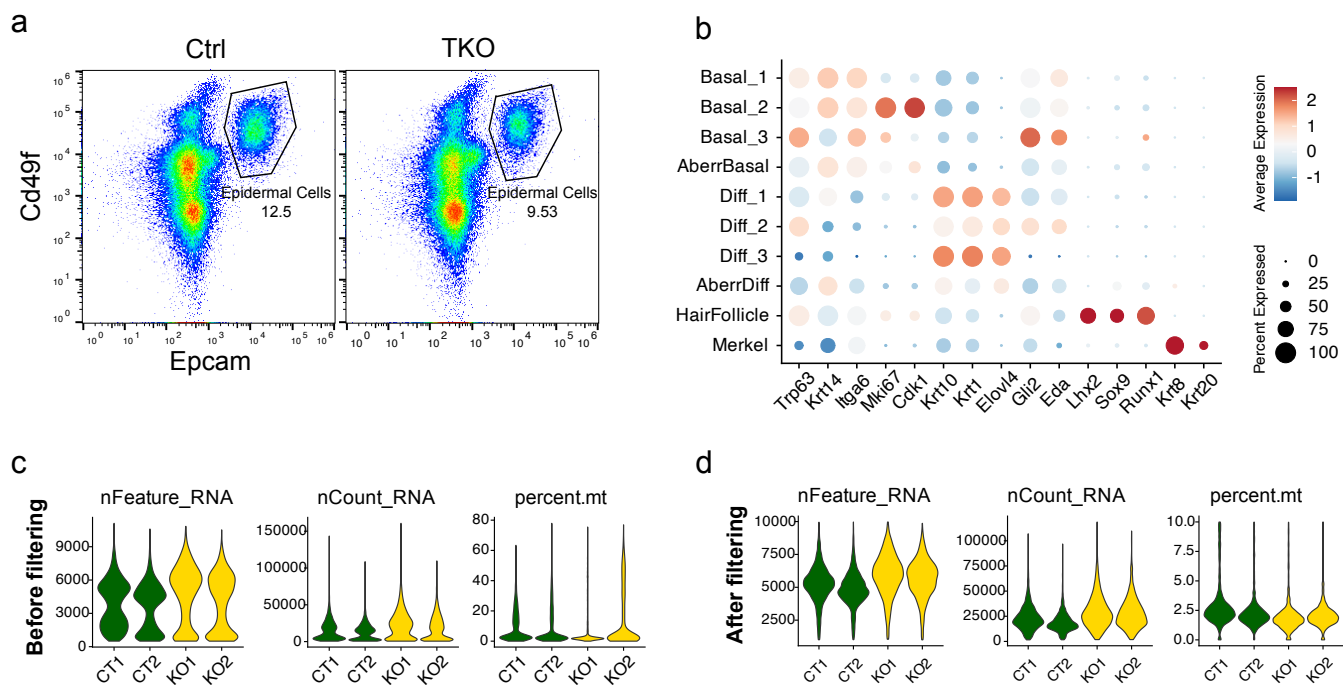

### **Supplementary Fig. 5 | Quality control and pre-filtering of scRNA-seq data**

**a** FACS scheme for isolating epidermal cells (Epcam+/Cd49f+) at E16.5 for single cell RNA sequencing. **b** Dot plot showing the marker genes used for assigning cell identity to keratinocyte clusters. **c, d** The number of total features (nFeature\_RNA), total read counts (nCount\_RNA) and percentage of mitochondrial features (percent.mt) for each sample before (c) and after (d) low quality cell filtering.

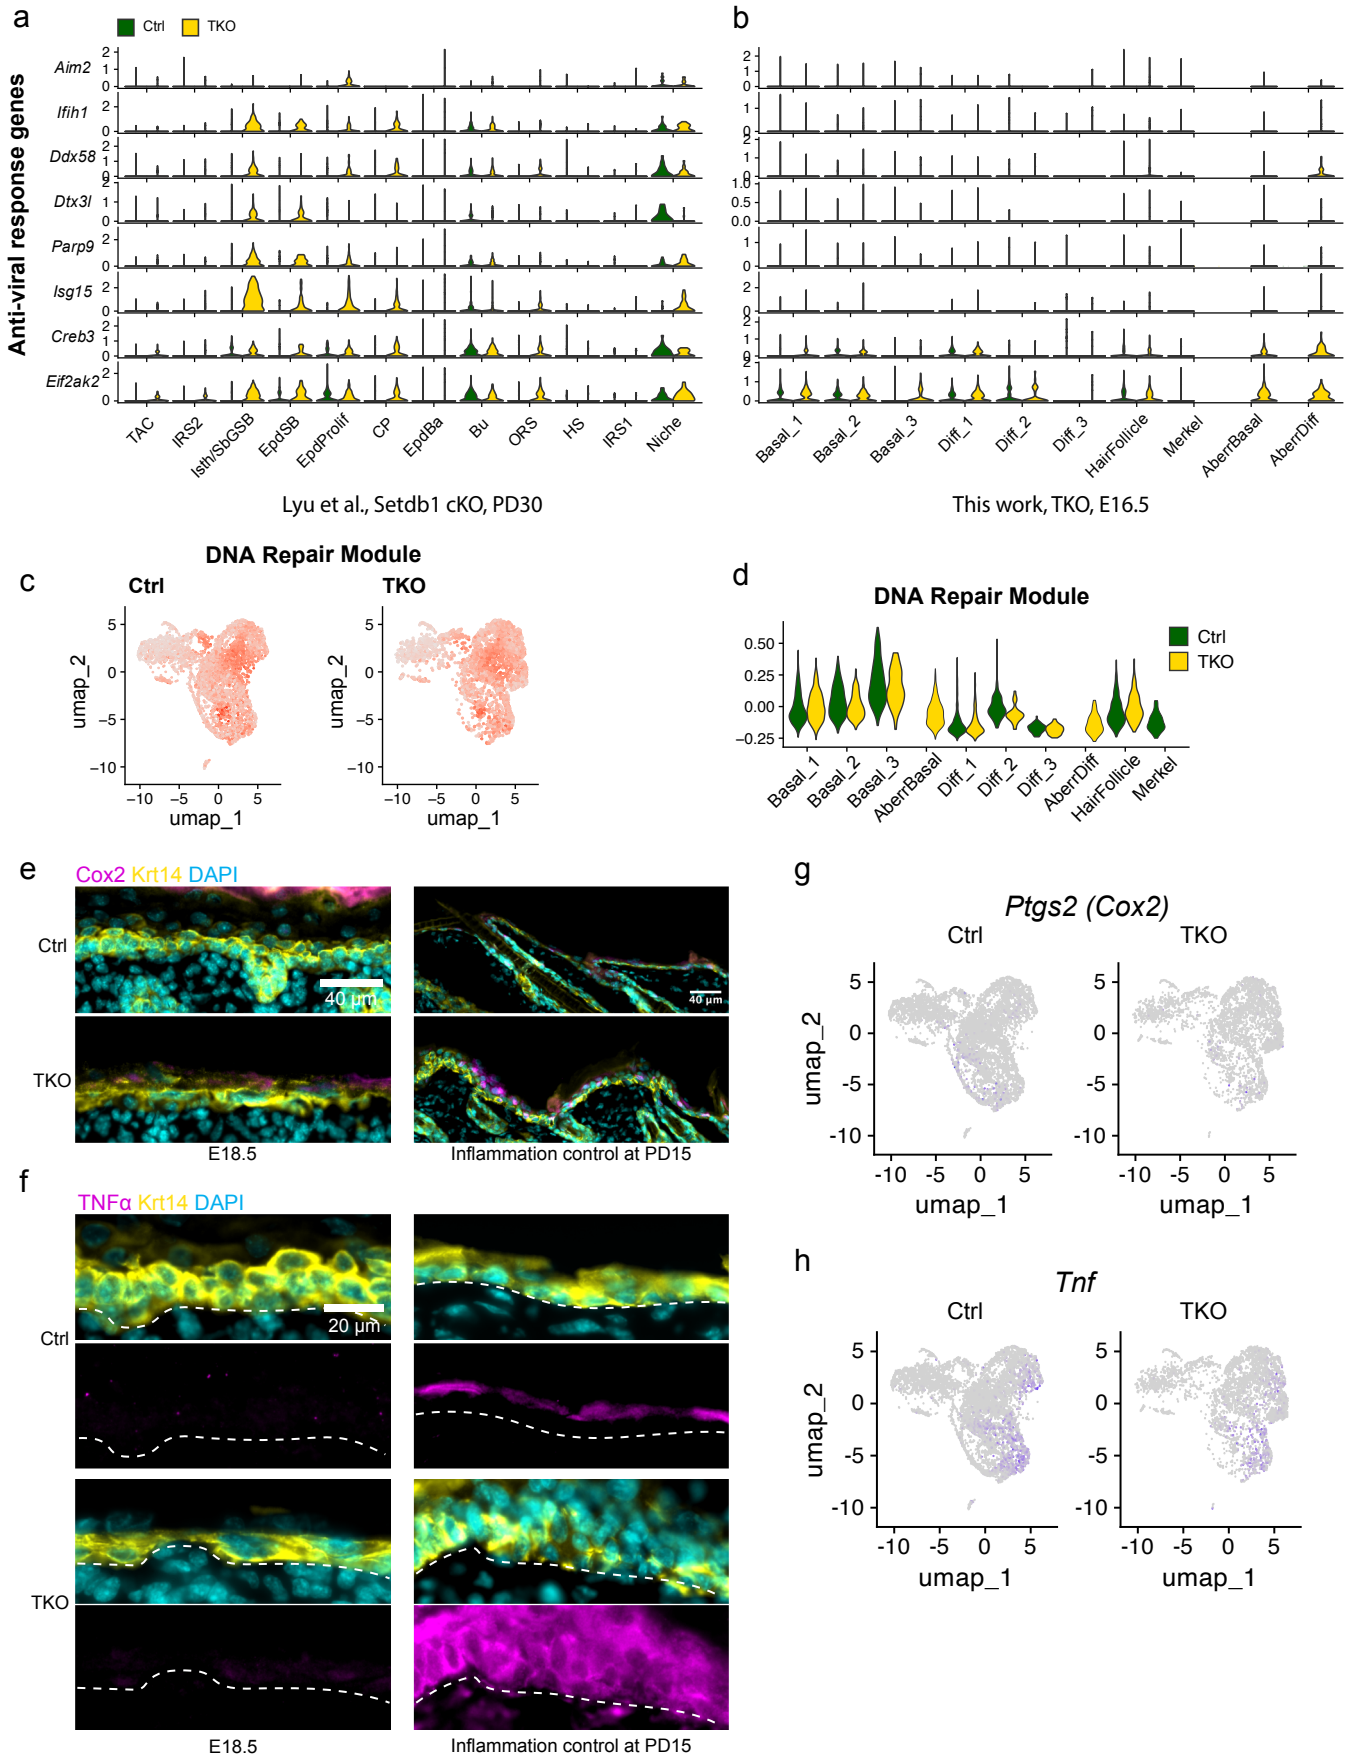

**Supplementary Fig. 6 | H3K9me3 depletion induced anti-viral response in postnatal but not embryonic skin.**

**a, b** Violin plots showing that anti-viral response genes were widely activated in postnatal day 30 (PD30) Setdb1 single knockout (Lyu et al., GSE233240)<sup>1</sup>, but very limited in the TKO E16.5 embryos. **c, d** Feature plot and violin plot showing that DNA repair module is not significantly different between Ctrl and TKO shared populations. Aberrant populations show expressions comparable with Ctrl basal cells. Genes for defining DNA repair module are obtained from GO database using keyword “DNA damage response”. **e, f** IF staining showing that inflammation markers, TNF $\alpha$  and Cox2, are not active in embryonic skin. Images were representative; n=3 embryos per group. Positive inflammation control samples are from skin of surviving escaper mosaic TKO pups induced by K14-Cre, collected at postnatal day 15 (PD15). **g, h** Feature plot from scRNA-seq data at E16.5 showing that Tnf and Ptgs2 (Cox2) are not significantly upregulated in TKO compared to Ctrl.

a

(Dai and Segre, 2004; Liu et al., 2013)

| Gene         | Function                                                                                                                   |
|--------------|----------------------------------------------------------------------------------------------------------------------------|
| <i>Trp63</i> | Master regulator of epidermal maintenance and stratification.                                                              |
| <i>Klf4</i>  | Required for proper terminal differentiation to form cornified envelope                                                    |
| <i>Irf6</i>  | Regulate proliferation-differentiation switch of basal cells                                                               |
| <i>Ovol1</i> | Required for proliferation exit of epidermal progenitor cells                                                              |
| <i>Id1</i>   | Maintaining basal cell identity and inhibit precocious differentiation                                                     |
| <i>Foxn1</i> | Stimulates early differentiation but suppresses terminal differentiation                                                   |
| <i>Myc</i>   | Regulate epidermal proliferation; Transgenic activation stimulates differentiation to epidermal and sebaceous lineages     |
| <i>Gli2</i>  | Controls epidermal cell proliferation downstream of Shh signaling; Important for hair follicle development                 |
| <i>Chuk</i>  | Also known as Ikka; Loss of function in developing epidermis leads to hyper-proliferation and dysregulated differentiation |

b

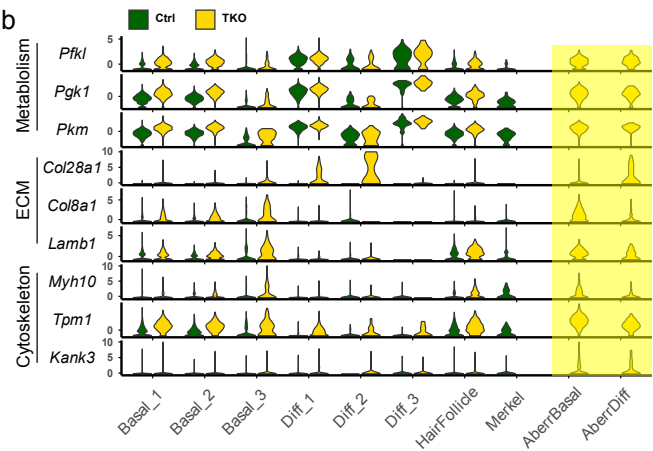

c

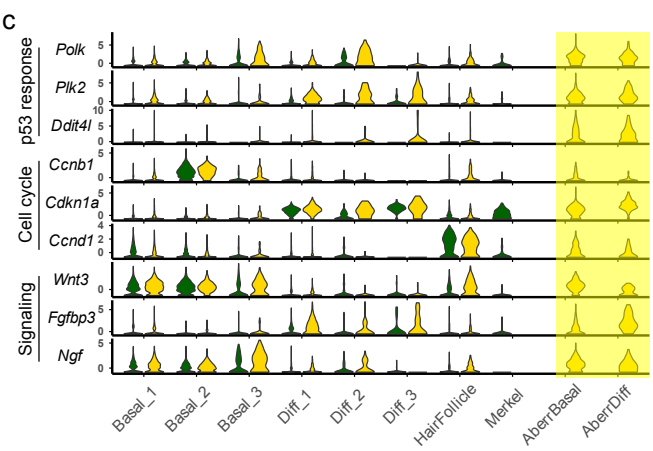

d

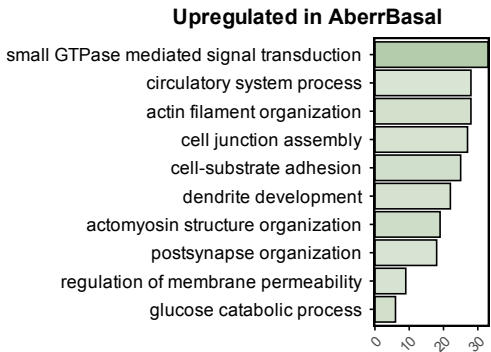

e

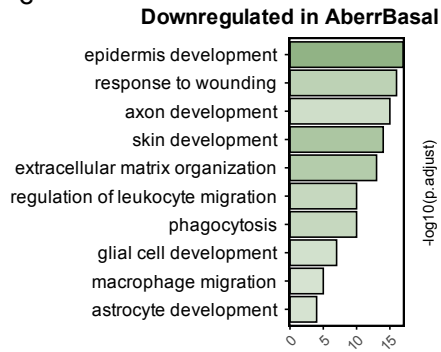

f

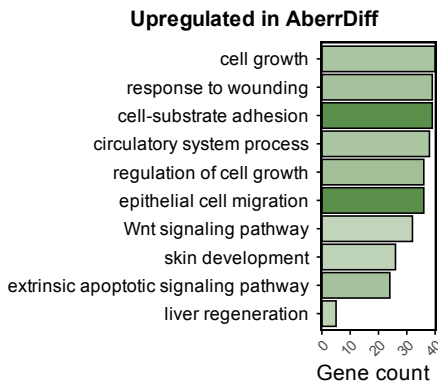

g

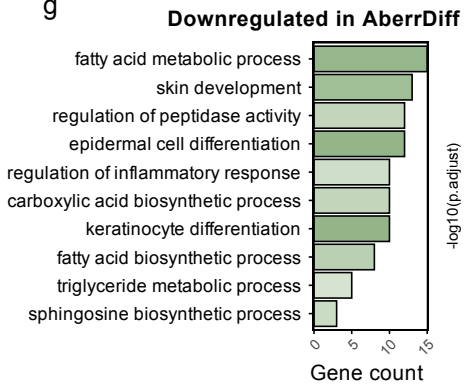

**Supplementary Fig. 7 | TKO dysregulated genes from scRNAseq data are important for cell fate control.**

**a** Genes dysregulated in TKO scRNA-seq clusters that are known from previous functional studies to be important for epidermal development<sup>2,3</sup>. **b, c** Violin plots showing the dysregulation of genes relating to processes important for epidermal cell function. Yellow regions highlight gene expression from aberrant populations. **d-g** Selected GO terms enriched in genes dysregulated in AberrBasal and AberrDiff. GO analysis was performed using clusterProfiler based on a one-sided hypergeometric test with Benjamini–Hochberg correction for multiple comparisons. See Fig. 4f for SimplifyEnrichment analysis that clusters similar GO terms. Full lists of enriched GO terms are reported in Supplementary Data 2.

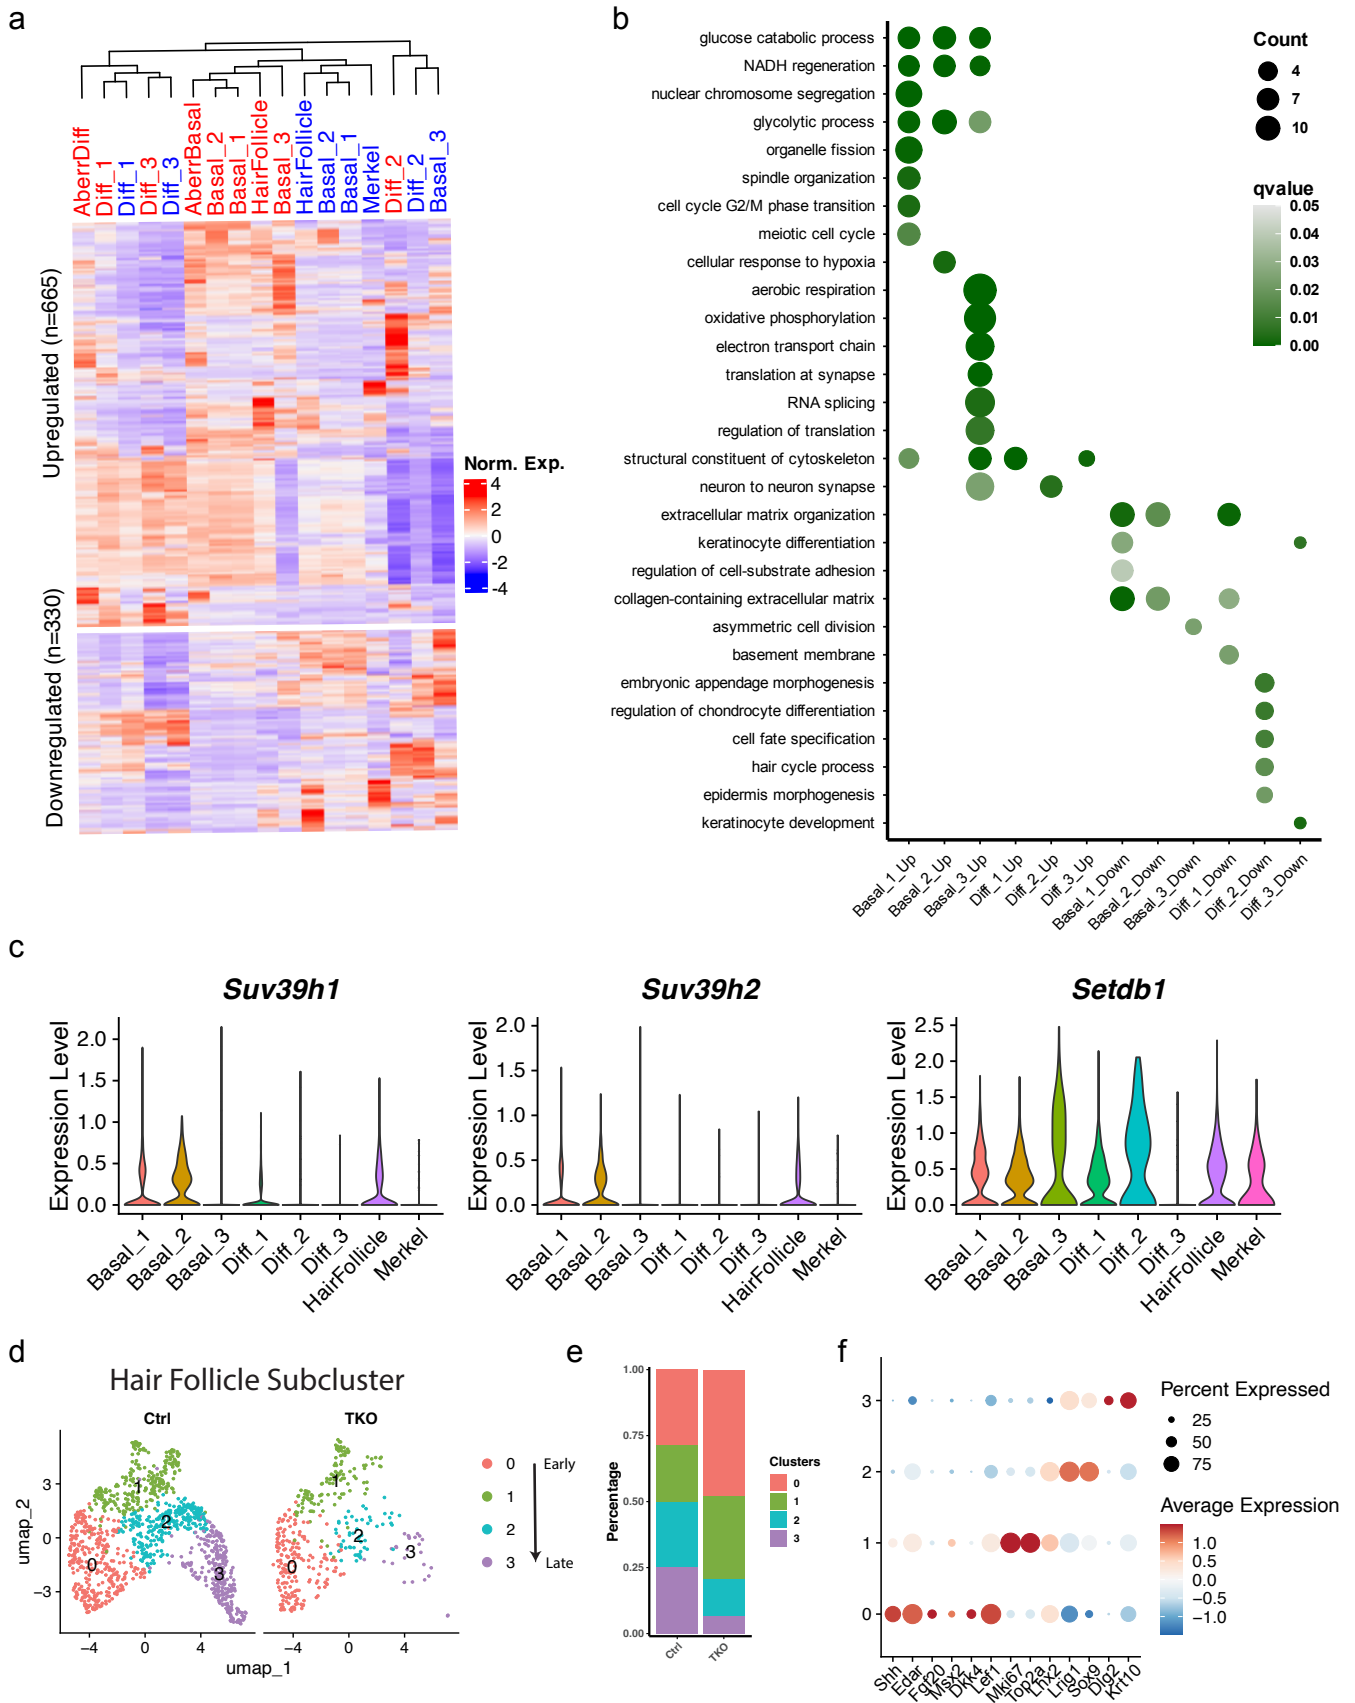

**Supplementary Fig. 8 | Transcriptome of keratinocyte lineages in TKO are dysregulated from scRNA-seq data.**

**a** Heatmap showing differentially expressed genes in TKO vs Ctrl cell clusters. Top labeling denotes clusters from TKO in red and Ctrl in blue. **b** Dot plot showing selected subset of GO terms enriched in TKO dysregulated genes shown in a. GO analysis was performed using clusterProfiler based on a one-sided hypergeometric test with Benjamini–Hochberg correction for multiple comparisons. Full lists of enriched GO terms are reported in Supplementary Data 2. **c** Violin plots showing the expression of H3K9me3 histone methyltransferases in Ctrl samples. **d, e** Subcluster analyses of hair follicle population in Ctrl and TKO showing that hair follicle lineage cells were skewed towards early-stage morphogenesis (cluster 0 and 1). **f** Dot plot showing marker genes for the four subclusters of hair follicle populations shown in panel d.

**a** GO enrichment for upregulated genes (193)

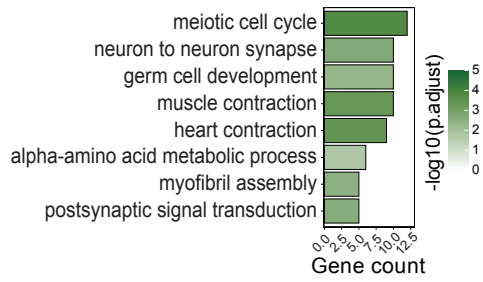

**b** Number of upregulated genes nearby peaks

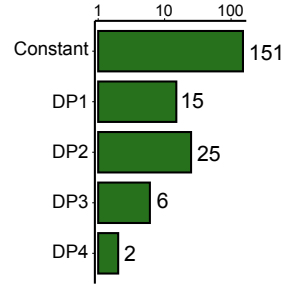

**c** Ctrl (*Suv39h2*<sup>-/-</sup>) at E15.5

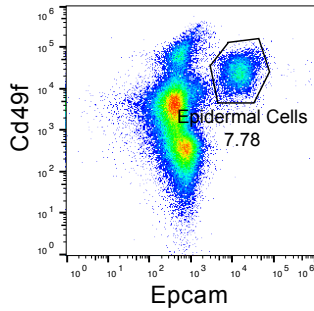

**d**

| Min | Q1   | Median | Q3   | Max    |
|-----|------|--------|------|--------|
| 200 | 2000 | 3600   | 6200 | 243200 |

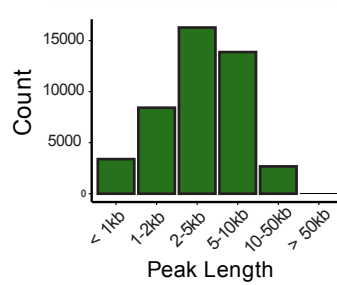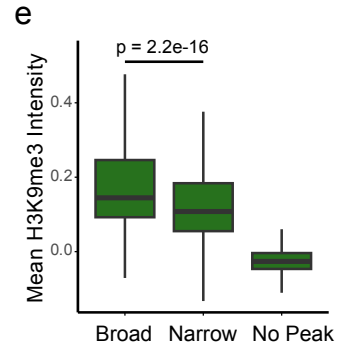

**f**

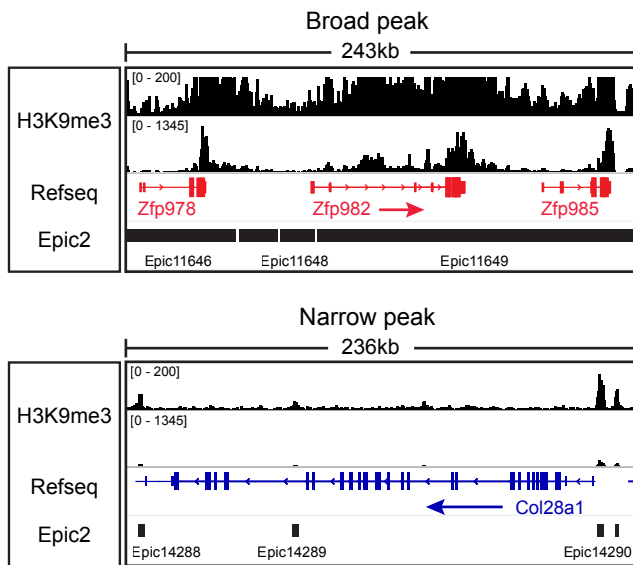

**g**

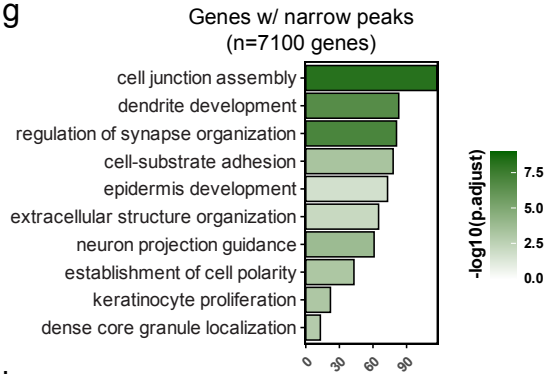

**h**

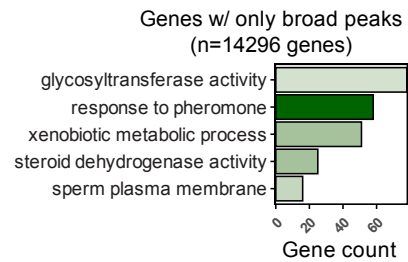

## **Supplementary Fig. 9 | Bulk RNA-seq and genome-wide profiling of H3K9me3 landscapes by CUT&RUN**

**a** Selected subset of GO terms enriched in upregulated genes from bulk RNA-seq at E16.5, reflecting the function of TKO-dysregulated mRNAs in the epidermal lineage. **b** Barplot showing the number of TKO-upregulated genes (bulk RNA-seq) associated with each H3K9me3 dynamic peak type during development. **c** FACS strategy for isolating E15.5 epidermal cells (Epcam+ Cd49f+) from Ctrl embryos. Note that CUT&RUN at the E15.5 sample time point in Ctrl more accurately defines the naïve H3K9me3 landscape prior to phenotype characterization at E16.5 (used for bulk RNA-seq). **d** Size distribution for Epic2 peaks called from E15.5 Ctrl samples. Q1, the first quartile; Q3, the third quartile. **e** Box plot showing that broad CUT&RUN peaks have stronger signal than narrow peaks. Narrow peaks are defined as peaks smaller than 2000bp, which is the first quartile number in d. n=11781 narrow peaks and n=32738 broad peaks. 'No Peak' represents randomly shuffled regions not overlapping any called Epic2 peaks, n=44519 regions. Box plots show the median (center line), interquartile range (box; 25th–75th percentiles), and whiskers extending to the minimum and maximum values no further than 1.5× the interquartile range. Statistical significance was assessed using two-sided unpaired t-tests. **f** IGV browser tracks showing examples of H3K9me3 in forms of large domains (top) or small islands (bottom). H3K9me3 tracks with two scales (0-200 and 0-1345) are used to accommodate the large signal intensity differences from broad and narrow peaks while illustrating the pattern. **g, h** Selected subset of GO terms enriched in genes associated with narrow peaks (g) or with only broad peaks (h) from E15.5 Ctrl CUT&RUN, highlighting that narrow peaks are more commonly associated with developmental and lineage-related genes. GO analysis was performed using clusterProfiler based on a one-sided hypergeometric test with Benjamini–Hochberg correction for multiple comparisons.

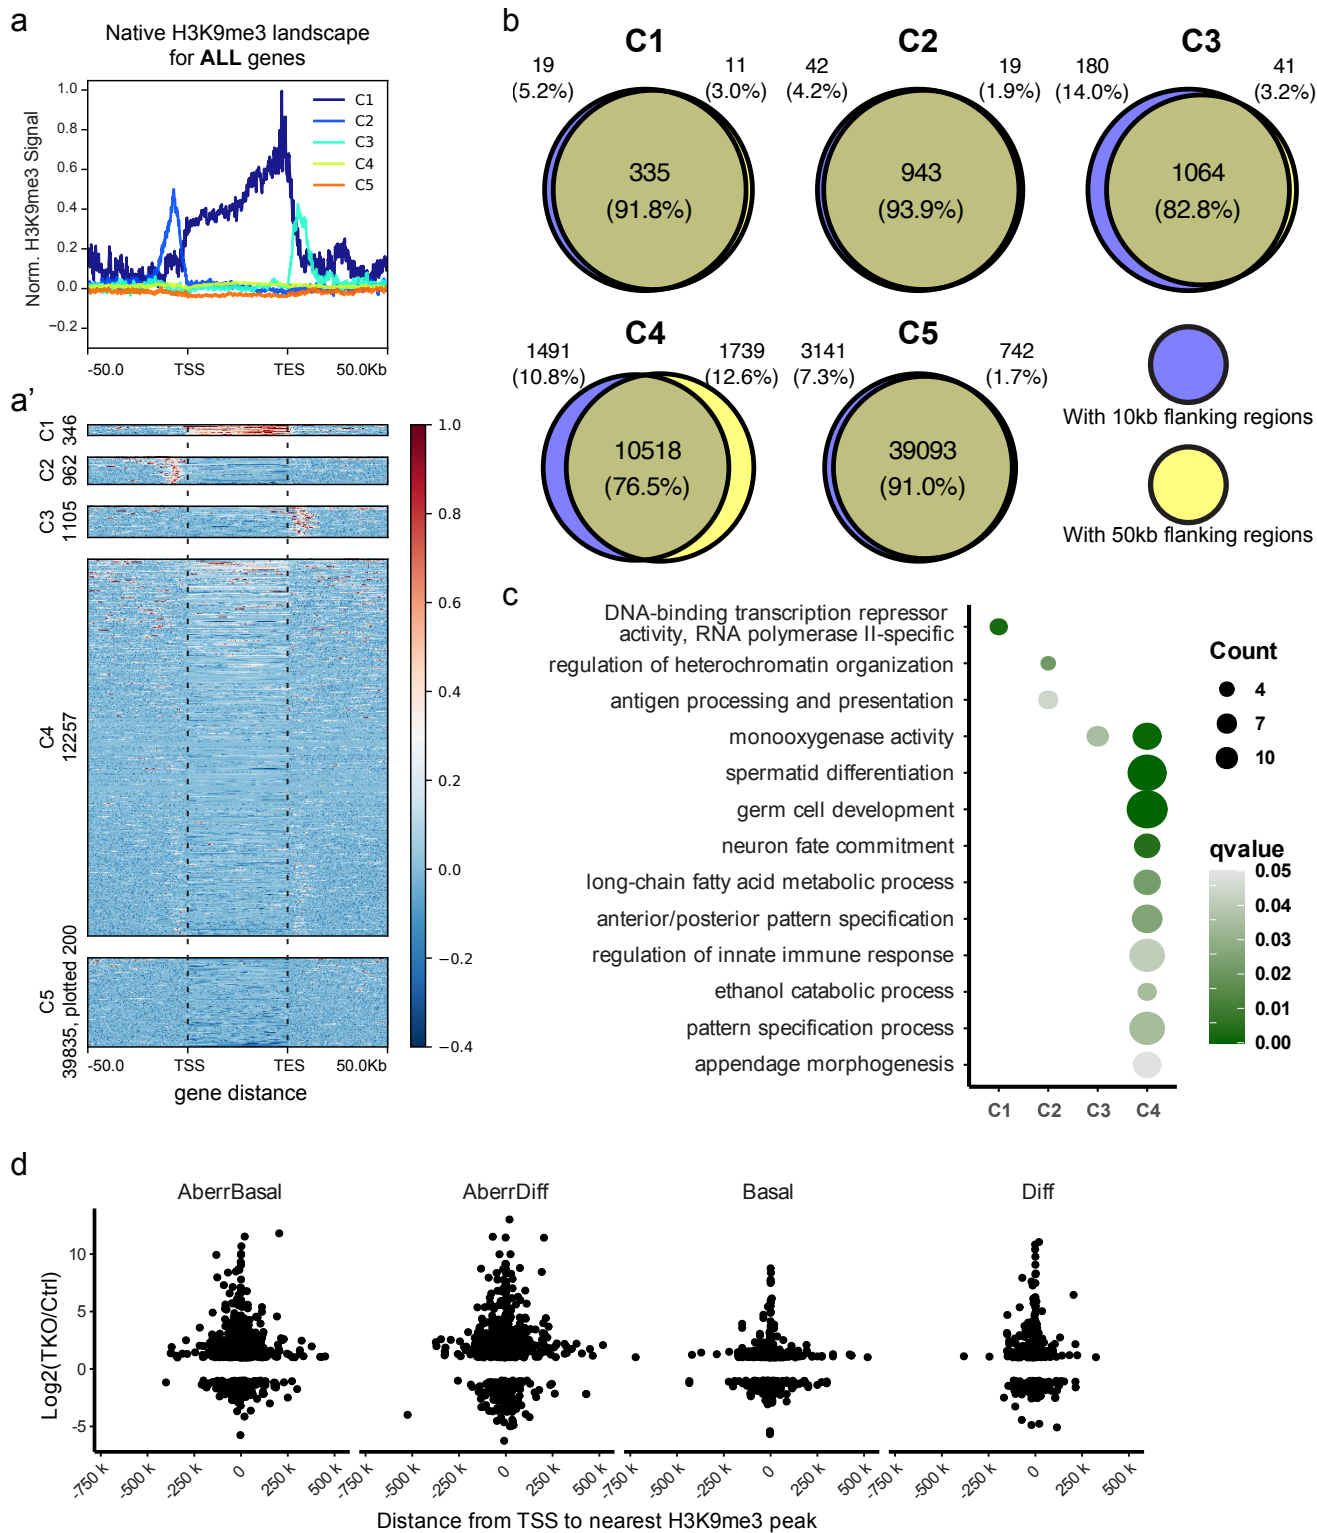

### **Supplementary Fig. 10 | H3K9me3 associates with and regulates lineage genes.**

**a, a'** Metaplot (a) and heatmap (a') showing naïve H3K9me3 landscape from Ctrl E15.5 epidermis at gene loci with  $\pm 50$ kb flanking regions. Gene body regions are scaled to 50kb for visualization. Numbers immediately left of panels in a' represent total number of genes in each cluster. 1000 genes are randomly selected from C1-C4 and 200 genes selected from C5 for visualization. **b** Venn diagram showing H3K9me3-associated gene clusters obtained from analysis using  $50\pm$ kb flanking regions compared with similar analysis using  $\pm 10$ kb flanking regions. Note the large overlap between the two groups of genes. **c** Dot plot showing selected GO terms enriched in genes from each cluster in main Fig. 5b-b', highlighting development and lineage-related terms. GO analysis was performed using clusterProfiler based on a one-sided hypergeometric test with Benjamini–Hochberg correction for multiple comparisons. Full lists of enriched GO terms are reported in Supplementary Data 2. **d** Dot plots showing the relationship between gene expression fold change ( $\log_2$  transformed, TKO vs Ctrl, scRNA-seq data) and TSS-H3K9me3-peak distance. Note that TSS of upregulated genes tend to cluster nearer to H3K9me3 peaks. Basal refers to Basal\_1 to Basal\_3 clusters and Diff refers to Diff\_1 to Diff\_3 cluster (main Fig. 4a)

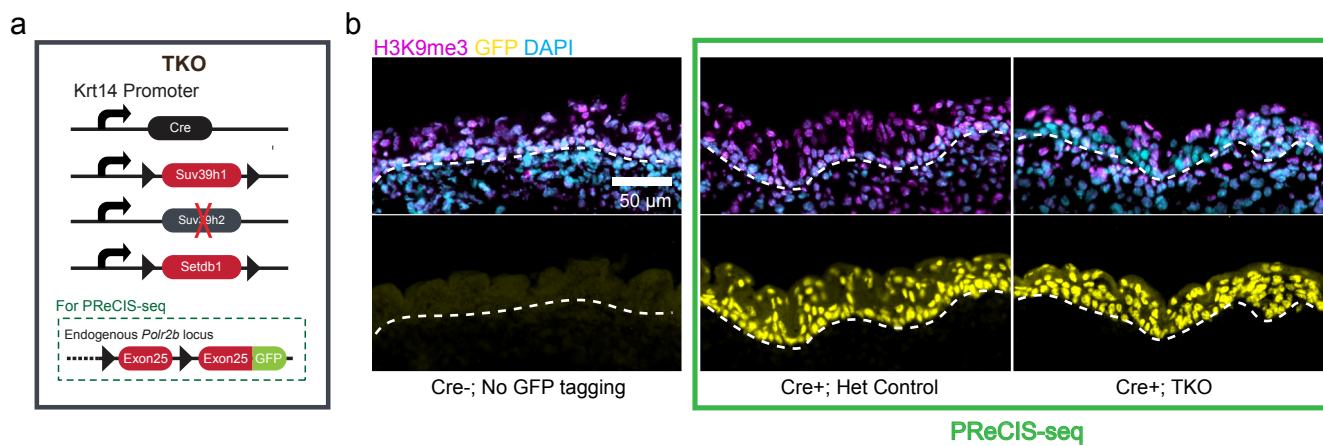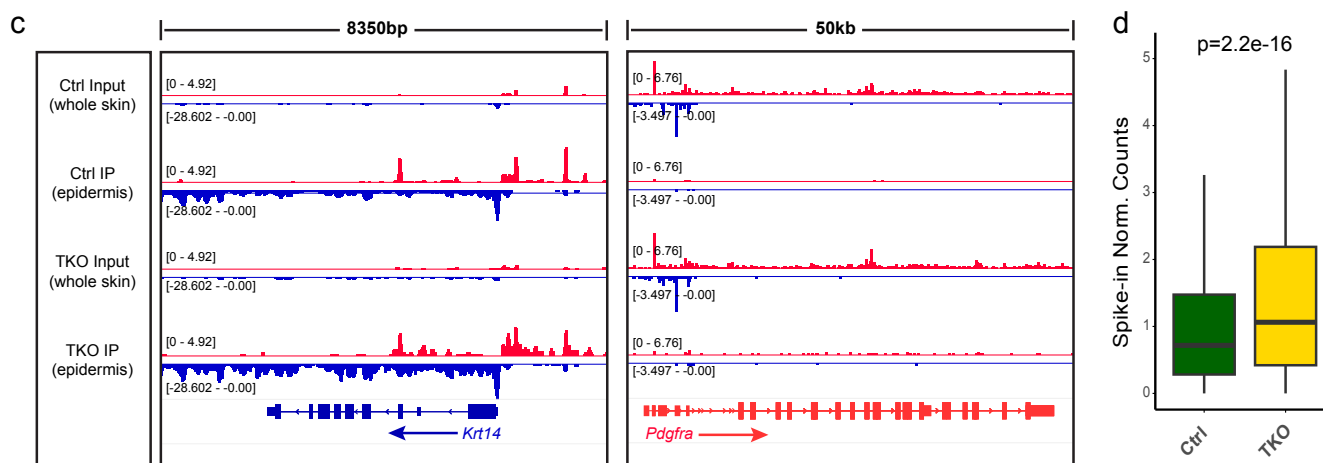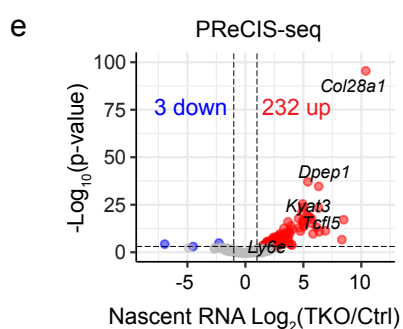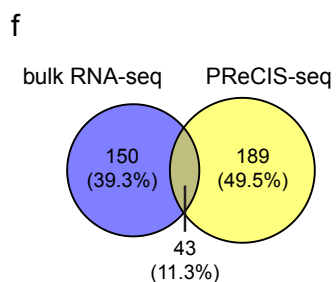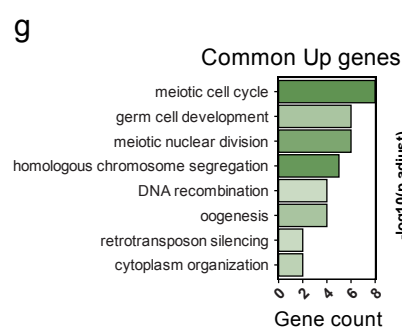

### Supplementary Fig. 11 | PReCIS-seq profiles transcriptionally engaged RNA Pol II activity in mouse epidermis via inducible GFP-tagging

**a** Schematics showing the construct of *K14Cre; TKO; Rpol2<sup>fl/fl</sup>-GFP* line for PReCIS-seq. Other elements, including exons, stop codons and polyadenylation signals, are omitted for simplicity. See Chovatiya et al.<sup>4</sup> for more details. **b** IF staining confirming that epidermal cells were specifically labeled with GFP (yellow) and that H3K9me3 (magenta) was reduced in TKO but not in heterozygous control skin. Images are representative. All embryos used for PReCIS-seq were individually validated for GFP and H3K9me3. n=6 embryos per group. **c** IGV tracks of *Krt14* (epithelial) and *Pdgfra* (mesenchymal) loci showing that PReCIS-seq captures engaged RNA Pol II activity specifically from epidermal cells. **d** Spike-in normalized read counts showing that TKO had globally increased nascent transcription. Counts for n=13201 genes are analyzed. Box plots show the median (center line), interquartile range (box; 25th–75th percentiles), and whiskers extending to the minimum and maximum values no further than 1.5× the interquartile range. Statistical significance was assessed using two-sided unpaired t-tests. **e** Volcano plot showing differentially expressed (DE) genes from E16.5 PReCIS-seq data. Total reads mapped to full transcripts are analyzed. DE analysis was performed using DESeq2 based on a two-sided Wald test, with P values adjusted for multiple comparisons using the Benjamini–Hochberg method. **f** Venn diagram showing limited overlap in upregulated genes obtained from bulk RNA-seq data and PReCIS-seq data. **g** Select GO terms enriched in common upregulated genes from f. GO analysis was performed using clusterProfiler based on a one-sided hypergeometric test with Benjamini–Hochberg correction for multiple comparisons.

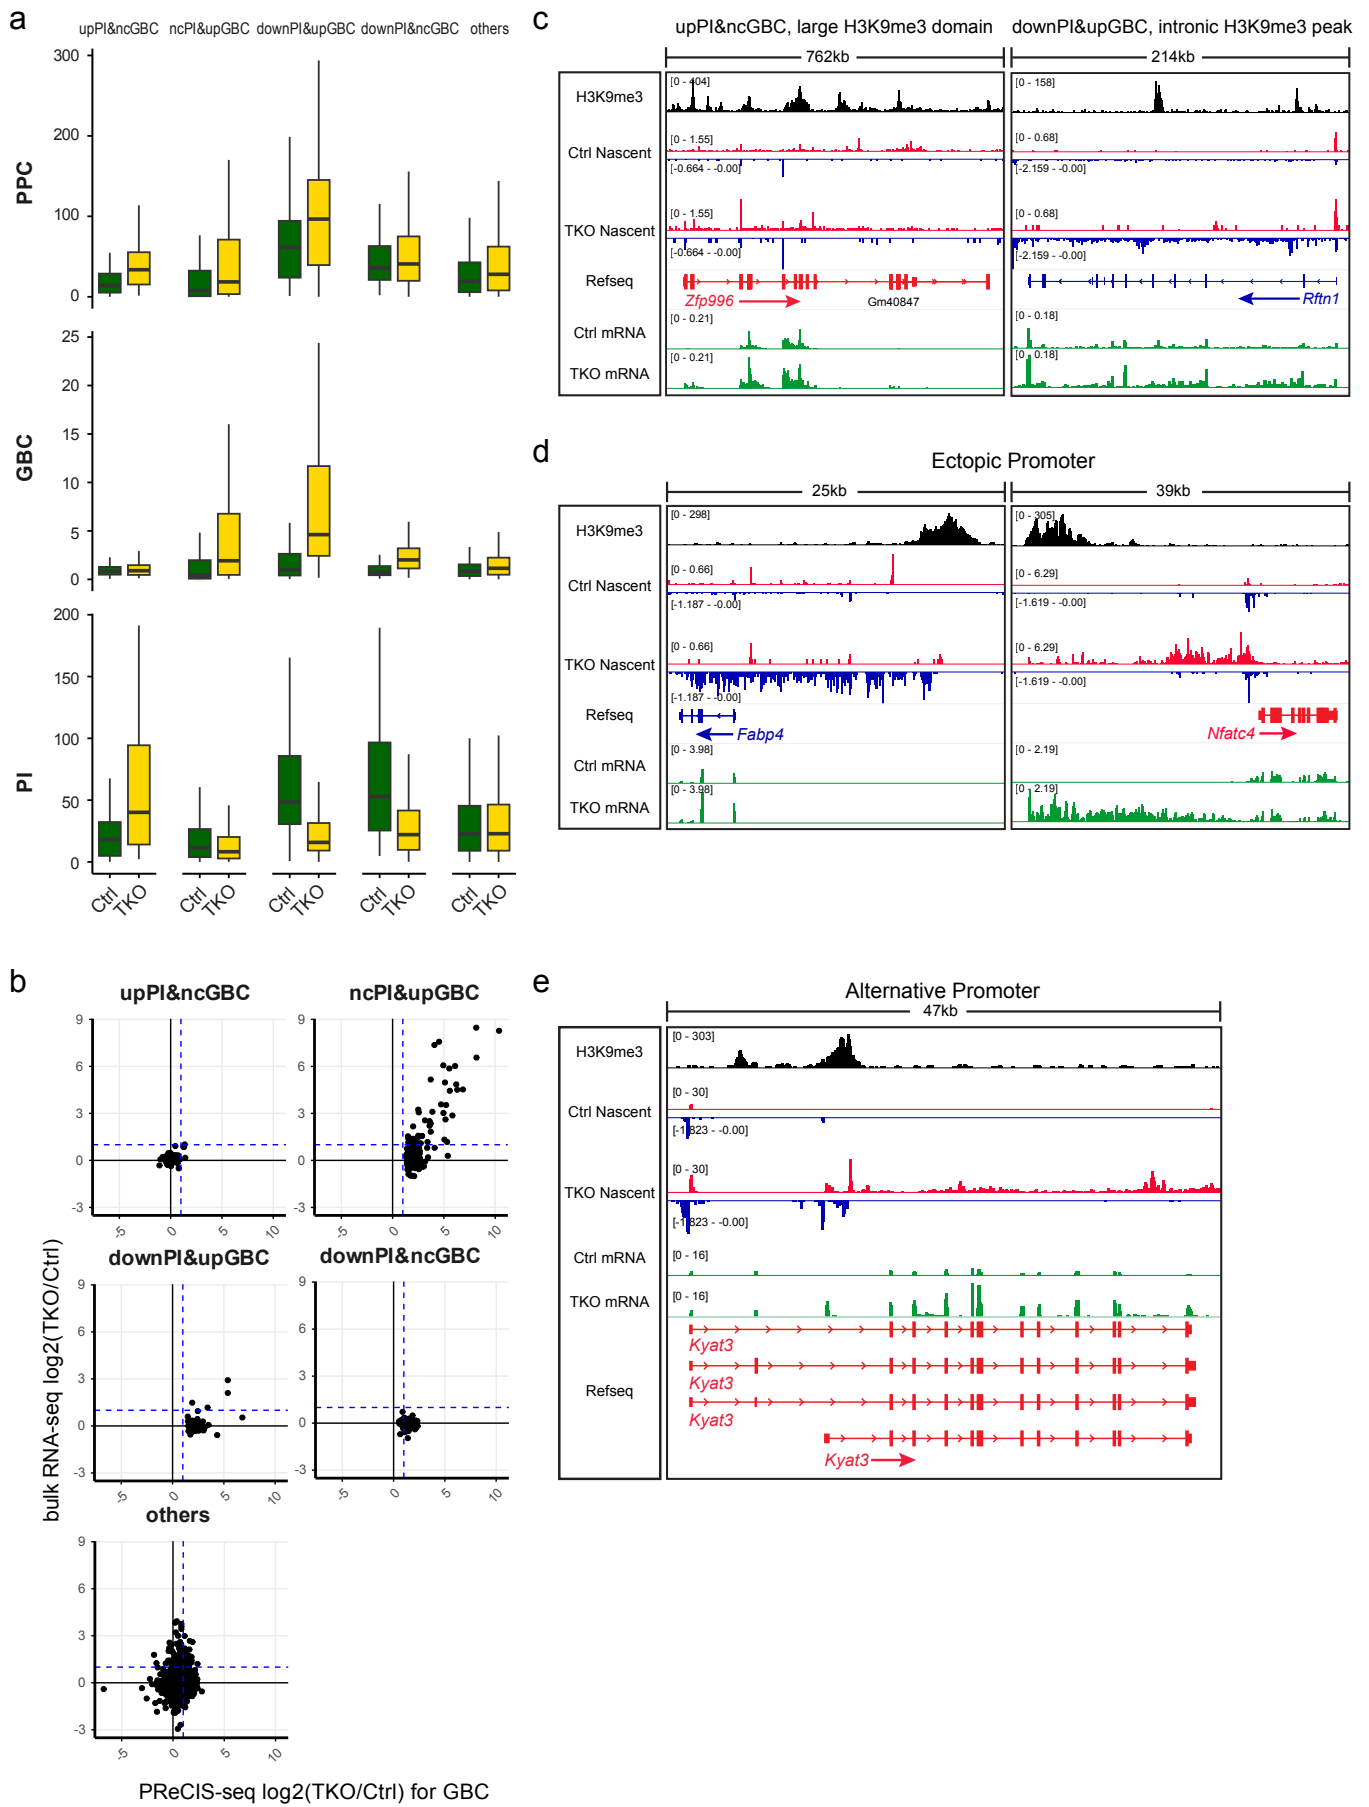

## Supplementary Fig. 12 | H3K9me3 loss results in increased nascent transcription at specific genes

**a** Box plot showing promoter proximal counts (PPC), gene body counts (GBC) and pausing index (PI) for different gene categories from main Fig. 6. Counts are normalized with spike-in. Box plots show the median (center line), interquartile range (box; 25th–75th percentiles), and whiskers extending to the minimum and maximum values no further than 1.5× the interquartile range. **b** Dot plot showing the mature mRNA (bulk RNA-seq) expression fold changes (log2-transformed) vs nascent RNA level changes for different gene categories. **c** IGV tracks showing examples of upPI&ncGBC and downPI&upGBC genes. See also main Fig. 6e for other examples. **d, e** IGV tracks showing examples of genes activated from ectopic promoter (*Fabp4*, *Nfatc4*) or alternative promoter (*Kyat3*).

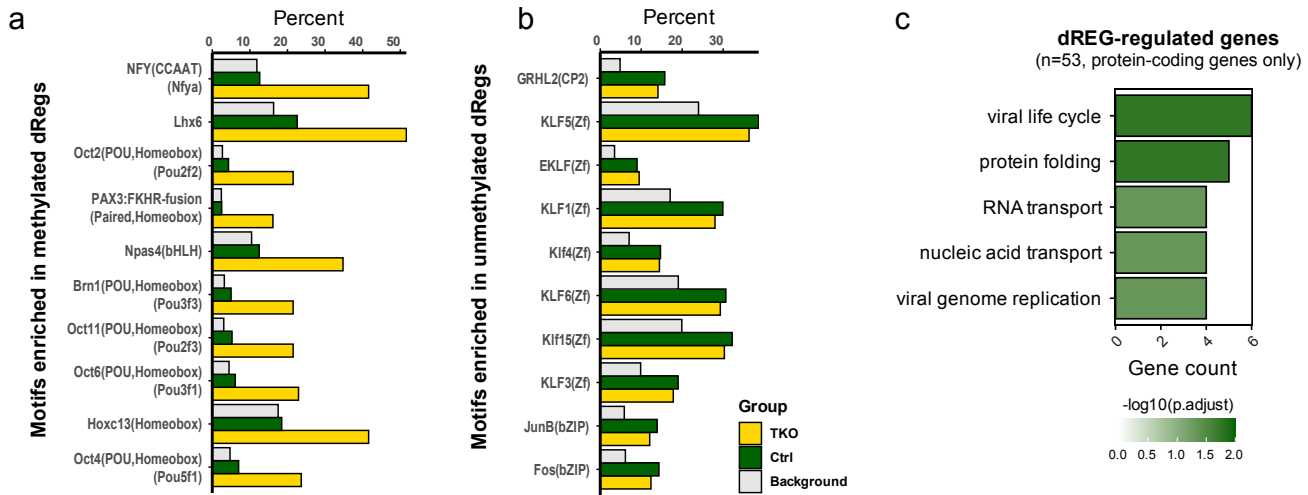

**d** Genes within  $\pm 10$ kb vicinity of TKO-activated dREGs  
(protein coding genes only)

| Gene            | Category                | Regulated Processes                                             |
|-----------------|-------------------------|-----------------------------------------------------------------|
| <i>Mlf2</i>     | Transcription co-factor | Oncogen, leukemogenesis, metastasis                             |
| <i>Hnmpa2b1</i> | RNA binding             | Cancer progression, RNA stability                               |
| <i>Ddx6</i>     | RNA helicase            | P-body, neuronal differentiation, embryogenesis                 |
| <i>Pin1</i>     | Protein isomerase       | Bone cell differentiation, germ cell development, signaling     |
| <i>Irx2</i>     | Transcription factor    | Embryonic development, pattern formation                        |
| <i>Med13</i>    | Mediator                |                                                                 |
| <i>Atp5g3</i>   | ATP synthase            | Energy metabolism                                               |
| <i>Pgrmc1</i>   | Receptor                | Hormone signaling                                               |
| <i>Bhlhe40</i>  | Transcription factor    | Circadian rhythm, immune cell differentiation                   |
| <i>Col28a1</i>  | Collagen                | Basement membrane component                                     |
| <i>Tlk1</i>     | Kinase                  | Chromatin assembly, DNA replication                             |
| <i>Elmod1</i>   | GTPase activator        | Ciliogenesis, protein traffic                                   |
| <i>Fgfbp1</i>   | Signaling               | Angiogenesis, metastasis                                        |
| <i>Ppia</i>     | Signaling               | Adipogenesis, osteogenesis                                      |
| <i>Eepd1</i>    | Endonuclease            | DNA repair                                                      |
| <i>Chmp1b</i>   | ESCRT-III complex       | Endocytosis                                                     |
| <i>Anxa1</i>    | Phospholipid binding    | Anti-inflammation, immune modulation, hair follicle development |
| <i>Nrarp</i>    | Notch Signaling         | Neural crest development, angiogenesis                          |

Genes are dysregulated from PReCIS-seq data. n=18 out of 53.

**e** Genes regulated by TSS region H3K9me3  
(protein coding genes only)

| Gene                                                                                                                                                                                                                                                                        | Category               | Regulated Processes                                          |
|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|------------------------|--------------------------------------------------------------|
| <i>Atf7ip</i>                                                                                                                                                                                                                                                               | Setdb1 co-factor       | Hematopoiesis, osteogenesis, spermatogenesis, etc.           |
| <i>Tcf15</i>                                                                                                                                                                                                                                                                | Transcription factor   | Spermatogenesis                                              |
| <i>Catsperg1</i>                                                                                                                                                                                                                                                            | Ion channel            | Sperm-specific expression                                    |
| <i>Nnat<sup>a</sup></i>                                                                                                                                                                                                                                                     | Proteolipid            | Neuronal differentiation, preadipocyte differentiation, etc. |
| <i>Bglap3<sup>a</sup></i>                                                                                                                                                                                                                                                   | Osteocalcin family     | Osteogenesis                                                 |
| <i>Csta2</i>                                                                                                                                                                                                                                                                | Cystatin A family      | Cornified envelope formation, epidermis development          |
| <i>Trmt10c<sup>b</sup></i>                                                                                                                                                                                                                                                  | Methyltransferase      | RNA modification                                             |
| <i>Senp7<sup>b</sup></i>                                                                                                                                                                                                                                                    | DeSUMOylase            | Neuronal differentiation, immune regulation                  |
| <i>Zfp951<sup>b</sup></i>                                                                                                                                                                                                                                                   | Transcription factor   |                                                              |
| <i>Impg2<sup>b</sup></i>                                                                                                                                                                                                                                                    | Extracellular matrix   | Reginogenesis                                                |
| <i>Tasor<sup>b</sup></i>                                                                                                                                                                                                                                                    | HUSH complex component | H3K9me3 regulation, pluripotency regulation                  |
| <i>Pcdhga10<sup>a</sup></i><br><i>Pcdhga9<sup>a</sup></i><br><i>Pcdhgb1<sup>a</sup></i><br><i>Pcdhga4<sup>a</sup></i><br><i>Pcdhgb5<sup>a</sup></i><br><i>Pcdhga6<sup>a</sup></i><br><i>Pcdhga7<sup>b</sup></i><br><i>Pcdhgb7<sup>b</sup></i><br><i>Pcdhga3<sup>b</sup></i> | Protocadherin family   | Neuronal development                                         |
| <i>Sh3g13</i><br><i>Kbtbd12<sup>a</sup></i>                                                                                                                                                                                                                                 | —                      | Not reported                                                 |

a: Genes only upregulated from bulk RNA-seq data

b: Genes only upregulated from PReCIS-seq data

**Supplementary Fig. 13 | TKO-activated enhancers associated with specific TF motifs and genes important for cellular functions.**

**a, b** Bar plots showing the percentage of motif-containing dREGs (TKO-activated) for factors in Fig. 7. Percentages were obtained from tables generated by HOMER when using default background. **c** Selected GO terms enriched in TKO-dysregulated genes (in Fig. 6b) nearby TKO-activated dREGs in Fig. 7b. GO analysis was performed using clusterProfiler based on a one-sided hypergeometric test with Benjamini–Hochberg correction for multiple comparisons. **d** Literature-supported function of genes regulated by TKO-activated dREGs. **e** Literature-supported function of genes regulated by TSS region ( $\pm 500$ bp) H3K9me3.

## References

1. Lyu, Y. *et al.* Stem cell activity-coupled suppression of endogenous retrovirus governs adult tissue regeneration. *Cell* **187**, 7414-7432.e26 (2024).
2. Dai, X. & Segre, J. A. Transcriptional control of epidermal specification and differentiation. *Curr. Opin. Genet. Dev.* **14**, 485–491 (2004).
3. Liu, S., Zhang, H. & Duan, E. Epidermal Development in Mammals: Key Regulators, Signals from Beneath, and Stem Cells. *Int. J. Mol. Sci.* **14**, 10869–10895 (2013).
4. Chovatiya, G. *et al.* Cell-type-specific RNA polymerase II activity maps in intact tissues provide a gateway to mammalian gene regulatory mechanisms in vivo. *Dev. Cell* **61**, 434-451.e8 (2026).

# Supplementary material for: H3K9me3 controls epidermis morphogenesis by regulating RNA Pol II dynamics at developmental promoters and enhancers
**Source:** Nat Commun. 2026 May 15;17:6485. doi: 10.1038/s41467-026-73308-5
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

**File Name: Supplementary Data 1**

**Description:** Information of all embryo samples used in this study.

**File Name: Supplementary Data 2**

**Description:** Full tables of enriched GO terms for all GO analyses in this study. Each sheet contains one table and is named according to its related figure panels.

**File Name: Supplementary Data 3**

**Description:** Differentially expressed genes for all scRNA-seq clusters.

**File Name: Supplementary Data 4**

**Description:** Differentially expressed genes from E16.5 bulk RNA-seq data.

**File Name: Supplementary Data 5**

**Description:** Cluster assignments for H3K9me3 landscape nearby genes.

**File Name: Supplementary Data 6**

**Description:** Differentially expressed genes, differentially paused genes and pausing category assignment with PReCIS-seq data.

# Supplementary material for: H3K9me3 controls epidermis morphogenesis by regulating RNA Pol II dynamics at developmental promoters and enhancers
**Source:** Nat Commun. 2026 May 15;17:6485. doi: 10.1038/s41467-026-73308-5
**Supplement:** Supplementary file 9 — Reporting Summary

Last updated by author(s): Apr 1, 2026

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection

Data collection methods are thoroughly described in the Method section. The following softwares were involved in data collection.  
FACS sorting: SONY LE-MA900 Cell Sorter Software v3.1.2  
Fluorescence microscopy: LAS Application Suite X v3.9.1.28433 (Leica Microsystems); ZEN v3.0 (Carl Zeiss)

Data analysis

Data analysis pipelines are thoroughly described in the Method section. The following softwares or algorithms were involved in data analyses.  
FACS analysis: FlowJo, v10.10.0 (BD Biosciences)  
Image analysis: Fiji v1.54p  
Statistical analysis: Graphpad Prism v10.6.1  
R and R packages: R v4.5.2; RStudio 2025.09.2; Seurat v5.4.0; DESeq2 v1.50.2; BRGenomics v1.12.0; ChIPseeker v1.46.1; clusterProfiler v4.18.2; simplifyEnrichment v2.4.1;  
Linux softwares: dREG v20200515; bowtie2 v2.5.1; fastp v0.23.4; trimmomatic v0.39; UMI-tools v1.1.4; CellRanger v9.0.1; STAR v2.7.11b; Epic2 v0.0.52; deepTools v3.5.5; BEDtools v2.29.2; Homer v4.11  
Genomic data visualization: Integrated Genomics Viewer (IGV v2.17.2)  
  
Scripts for custom code used for data analyses and figure generation in this study are available at GitHub ([https://github.com/ChrisBai-Epi/H3K9me3\\_EpiDevelopment\\_NatComm2026](https://github.com/ChrisBai-Epi/H3K9me3_EpiDevelopment_NatComm2026)) and archived at Zenodo (DOI: 10.5281/zenodo.19358131).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All genomic data including bulk RNA-seq, scRNA-seq, CUT&RUN and PreCIS-seq data have been deposited in NCBI's Gene Expression Omnibus (GEO) and are freely accessible through GEO Series accession number GSE300774 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE300774>].

Single cell RNA-seq data for Setdb1 knockout is available from GEO via GSE233240 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE233240>].

Source data are provided with this paper.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

### Reporting on sex and gender

*Use the terms sex (biological attribute) and gender (shaped by social and cultural circumstances) carefully in order to avoid confusing both terms. Indicate if findings apply to only one sex or gender; describe whether sex and gender were considered in study design; whether sex and/or gender was determined based on self-reporting or assigned and methods used.*

*Provide in the source data disaggregated sex and gender data, where this information has been collected, and if consent has been obtained for sharing of individual-level data; provide overall numbers in this Reporting Summary. Please state if this information has not been collected.*

*Report sex- and gender-based analyses where performed, justify reasons for lack of sex- and gender-based analysis.*

### Reporting on race, ethnicity, or other socially relevant groupings

*Please specify the socially constructed or socially relevant categorization variable(s) used in your manuscript and explain why they were used. Please note that such variables should not be used as proxies for other socially constructed/relevant variables (for example, race or ethnicity should not be used as a proxy for socioeconomic status).*

*Provide clear definitions of the relevant terms used, how they were provided (by the participants/respondents, the researchers, or third parties), and the method(s) used to classify people into the different categories (e.g. self-report, census or administrative data, social media data, etc.)*

*Please provide details about how you controlled for confounding variables in your analyses.*

### Population characteristics

*Describe the covariate-relevant population characteristics of the human research participants (e.g. age, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural & social sciences study design questions and have nothing to add here, write "See above."*

### Recruitment

*Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.*

### Ethics oversight

*Identify the organization(s) that approved the study protocol.*

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

### Sample size

The sample size was determined based on common practice of the field. We tried to minimize unnecessary animal use while maintaining sufficient statistical power.

### Data exclusions

Data from unsuccessful knockout samples were excluded because they are irrelevant to the overarching goal of the study. The exclusion criteria was pre-established: samples were excluded if staining for H3K9me3 did not show any depletion.

### Replication

All experimental data were reliably reproduced in multiple independent experiments as indicated in the figure legends.

### Randomization

Comparisons were made between samples with different genotypes. No randomization was needed.

### Blinding

The experimental groups were set up according to genotypes of mice (Ctrl vs TKO). Investigators were not blind to group allocation. But all experiments were performed to both groups at the same time with the same procedure. No additional covariates were introduced.

# Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

| Materials & experimental systems    |                                                                 | Methods                             |                                                    |
|-------------------------------------|-----------------------------------------------------------------|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                                           | n/a                                 | Involved in the study                              |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  | <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  | <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          | <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |                                     |                                                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |                                     |                                                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |                                     |                                                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |                                     |                                                    |

## Antibodies

Antibodies used

Primary antibodies for IF staining: H3K9me3 (Abcam, cat. ab8898, 1:10,000, used for most experiments), H3K9me3 (Cell Signaling Technology, cat. 5327T, 1:1000, used when co-staining with other rabbit primary antibodies), Krt14 (Biolegend cat. 906004, 1:20,000), Krt10 (Abcam, cat. ab9026, 1:2000), Krt8 (Biolegend cat. 904804, 1:1000), Integrin- $\alpha$ 6 (BD Pharmingen, cat. 555734, 1:2000), P-Cadherin (R&D Systems, cat. AF761, 1:1000), Involucrin (Invitrogen, cat. PA5-104453, 1:1000), Laminin( $\alpha$ 1) (1:500, Sigma-Aldrich, cat. L9393), BrdU (Abcam, cat. ab6326, 1:1000), Cleaved Caspase-3 (R&D Systems, cat. AF835, 1:2000), Suv39h1 (Invitrogen, cat. 702443, 1:500), Setdb1 (Protein-tech, cat. 11231-1-AP, 1:1000), Ki67 (Invitrogen, cat. 14-5698-82, 1:5000), HP1 $\alpha$  (Invitrogen, cat. MA5-32018, 1:1000), AE13 (ImmuQuest, cat. IQ292, 1:200),  $\gamma$ H2Ax (Abcam, cat. ab2893, 1:1000), TNF $\alpha$  (Invitrogen, cat. PA5-19810, 1:200), Cox2 (Cell Signaling Technology, cat. 12282T, 1:500), GFP (Abcam, cat. ab13970, 1:1000)

Secondary antibodies for IF staining: Donkey Anti-Chicken IgY H&L (FITC) (1:1000, abcam, ab63507), Goat anti-rabbit IgG (Alexa Fluor 594) (1:1000, Jackson ImmunoResearch Labs, 111-585-003), Donkey anti-Rat IgG (H+L) (FITC) (1:1000, Jackson ImmunoResearch Labs, 712-095-153), Donkey anti-goat IgG(H+L) (Alexa Fluor 568) (1:1000, abcam, ab175477), Goat anti-mouse IgG (H+L) (1:1000, Invitrogen, A-11020), Goat anti-Chicken IgY (H+L) (1:1000, Invitrogen A-11041), Goat anti-rabbit IgG (H+L) (Cy5) (1:1000, Jackson ImmunoResearch 111-175-144)

For FACS: Cd49f-BV421 (Biolegend cat. 313624), Epcam-APC (Biolegend cat. 118214)

For CUT&RUN: rabbit  $\alpha$ H3K9me3, Abcam, Cat#ab8898; rabbit  $\alpha$ lgG, Cell Signaling Technology, Cat#3900

For PRECIS-seq:  $\alpha$ GFP (Abcam cat#ab290)

Validation

All antibodies were commercially sourced. We relied on the validation statements by manufacturers and published literature work citing those antibodies.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals

We use mice (*Mus musculus*) that are maintained on C57BL/6 or mixed strain background. The following mouse lines are involved: C57BL/6 wild type line.

K14-CreERT2 line is actively maintained in Tumbar laboratory and was originally generated by Pierre Chambon laboratory.

Suv39h1 f/f; Suv39h2-/-; Setdb1 f/f triple-targeted line was gifted by Kenneth Zaret laboratory.

K14-Cre line is actively maintained in the Tumbar laboratory and was originally generated by Elaine Fuchs laboratory.

K14-H2BGFP line was generated by Tudorita Tumbar and has been actively maintained in Tumbar laboratory.

Polr2b f/f-GFP line was created by Gopal Chovatiya from the Tumbar laboratory.

Mice are crossed as described in figures and main texts. Embryos from E10.5-E18.5 were collected.

Wild animals

The study did NOT involve wild animals

Reporting on sex

Animal sex is not considered a primary variable in this study. Findings in this study apply to both sex.

All staining experiments were conducted on mouse embryos without knowledge of sex

All sequencing experiments include both males and females as replicates

Field-collected samples

The study did not involve samples collected from the field

Ethics oversight

All the mouse work was performed in accordance with the Cornell University Institutional Animal Care and Use Committee (IACUC)

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

|                       |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
|-----------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Seed stocks           | Report on the source of all seed stocks or other plant material used. If applicable, state the seed stock centre and catalogue number. If plant specimens were collected from the field, describe the collection location, date and sampling procedures.                                                                                                                                                                                                                                                                                          |
| Novel plant genotypes | Describe the methods by which all novel plant genotypes were produced. This includes those generated by transgenic approaches, gene editing, chemical/radiation-based mutagenesis and hybridization. For transgenic lines, describe the transformation method, the number of independent lines analyzed and the generation upon which experiments were performed. For gene-edited lines, describe the editor used, the endogenous sequence targeted for editing, the targeting guide RNA sequence (if applicable) and how the editor was applied. |
| Authentication        | Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.                                                                                                                                                                                                                                       |

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                           |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
|---------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation        | Dorsal skin was dissected from E12.5, E14.5 and E16.5 embryos for preparing single cell suspension. For E12.5 embryos, epidermis is only a single layer of cells so larger tissue chunks were dissected from K14-H2BGFP+ embryos for downstream processing. Dorsal skin tissue was digested at 4 °C overnight in collagenase solution (0.1% collagenase type I, 0.1% collagenase type II, 1.25mM CaCl <sub>2</sub> , 1.25mM MgCl <sub>2</sub> in HBSS). The following day, tissue/cells were rinsed with 500mg/L EDTA once, followed by digestion with trypsin solution (0.25% in Mg <sup>2+</sup> /Ca <sup>2+</sup> free HBSS) at 37 °C for 10min. Digestion was stopped by adding 2 folds volume of 15% FBS. Tissue was then dissociated by pipetting, and the resulting single cell suspension was sequentially forced through 70µm and 40µm cell strainers. Cells were washed and eventually resuspended with FACS buffer (5% FBS in Mg <sup>2+</sup> /Ca <sup>2+</sup> free HBSS). |
| Instrument                | SONY MA900                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
| Software                  | SONY MA900 application                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
| Cell population abundance | Cells were sorted using the 'Normal' option which balanced purity and yield. Target cell population represents > 90% of total sorted cells, which was examined by running post-sort cells through FACS.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
| Gating strategy           | All events were sequentially gated for cells (FSC/SSC), Singlets (FSC-h/FSC-A), live cells (Propidium Iodide) and epidermal cells (Epcam+/Cd49f+). Gating for GFP+ population was additionally applied to E12 epidermal cells sorting. Boundaries between positive and negative populations were set according to single color staining and unstained negative controls.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

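Bulk RNA-seq of basal keratinocytes sorted by FACS from E16.5 embryos was re-analysed, with 3 Ctrl and 3 TKO libraries. Conditions, replicate numbers and sexes were taken from the sample labels and tamoxifen days from Supplementary Data 1. The authors depleted rRNA, sequenced paired-end reads, trimmed them with fastp, aligned them to GRCm39 with STAR and deposited raw counts per Ensembl gene, one column per library, without normalization and without pooling replicates. The parts of the text and supplements that were read do not name the counting program, its annotation or its strand setting. The authors' deposited scripts were not used here. Of 55536 genes listed, 51477 matched GENCODE vM39, from which symbols, gene types and positions were taken. Matched genes held between 86.4% and 94.1% of the counts of each library. CUT&RUN, single-cell and PReCIS-seq data were not analysed here, except that the paper's own values in its supplementary tables were set beside the bulk RNA-seq results where stated, for the parts of those tables that were read.

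Counts were analysed in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1. Genes were kept by filterByExpr with a minimum count of 10 and a minimum total count of 15, which left 20622. Libraries were scaled by TMM normalization, and groups were compared with glmQLFit (robust) and glmQLFTest. Genes with a Benjamini-Hochberg adjusted p-value under 0.05 and an absolute log2 fold change above 1 were called. The methods name no fold threshold, and the value of 1 follows the lines drawn in Fig. 5a. Values in CPM are counts scaled to the TMM-normalized library size. Total counts ranged from 102159175 to 136515436, and 3 counts were used as the smallest detectable level. Where all Ctrl libraries of a gene were at or under that floor, the fold was computed against the floor and given as a lower bound. Gene lists for the 4 programs and for cell types and pathways were written by hand, and lists for the AberrBasal cluster came from Supplementary Data 3. They were tested with camera at an inter-gene correlation of 0.01, two-sided, adjusted over 17 lists. A list's shift is its median log2 fold change minus that of all tested genes.

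Genes named in the text come from a list of genes the paper names for its bulk RNA-seq, its knockout or its single-cell results, and the 10 upregulated and 5 downregulated genes with the largest absolute log2 fold changes among called genes with non-overlapping groups. The list of genes the paper names was written by hand and does not hold every gene in its figures. Some listed genes enter the text only in counts, and 2 are not reported here and were left out of the list after the analysis. No gene was called downregulated, with 416 lower at an unadjusted p-value under 0.05, so that part of the rule gave none. Other genes named are said to be chosen after their values were seen, apart from members of the tested lists. The sample labels number the replicates 1 to 3 in each group. Consecutive serial numbers in the sample names join a Ctrl and a TKO library under each replicate number. Supplementary Data 1 marks 3 litters for bulk RNA-seq, as many as there are replicate numbers. In general the paper's controls were littermates without the recombinase, so the numbers may pair littermates. Neither the labels nor the paper states this. The fit without the replicate number was taken as the main one, and the fit with it as a block as an alternative. The mapping of samples, the design, the gene lists, the rule for named genes and all alternatives were fixed before the data were examined. The alternatives were DESeq2 1.42.0 (a Wald test on the same genes, and its default workflow on genes with at least 10 counts in total), size factors by RLE, no low-count filter beyond 1 count in total, at least 10 counts in every library, the replicate block, sex as a factor, glmQLFit without robust estimation, each library left out in turn, an adjusted threshold of 0.01, no fold threshold, genes of the X and Y chromosomes left out and, for gene lists, fry and camera with an estimated inter-gene correlation.

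The scripts were tested on simulated counts drawn from the real means and library sizes. Of 183 changed genes that passed the filter, among 19839 tested, edgeR recovered 134 (73.2%) and DESeq2 147 (80.3%), with 0 of those found by edgeR having the wrong sign. All simulated changes were well above the fold threshold of 1, so these shares do not give the sensitivity near it. edgeR and DESeq2 recovered similar numbers there, against 27 and 214 genes called in the real libraries, a gap the simulation did not reproduce. Of 19613 unchanged genes edgeR called 8 and DESeq2 29. A simulated shift of 1 in 43 skeletal muscle genes was measured as 0.84, and none of 16 other lists had an adjusted p-value under 0.05. With no simulated change, 19872 genes gave 1 call by edgeR and 14 by DESeq2. Simulated genes varied independently of each other, so these error rates do not cover correlation between genes. Sequences of pseudogenes were aligned with edlib 1.3.9.post1 in Python 3.11.15, and figures were drawn with matplotlib 3.10.9.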

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

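Tests on shared sequence between *Rps3a1*, *Rps3a2* and *Rps3a3* and on their summed level were chosen after the result was seen, and the tests of groupings, gene length, GC content, dominant genes and chromosome segments were chosen before. The segment test around *Rps3a1* is an exception, since that gene was picked as its centre after the result was seen.

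Of the 27 genes called by edgeR's quasi-likelihood test, 21 lie outside the hand-written list of genes the paper names. They drew attention as a signal above Ctrl in genes not on that list. Many were lncRNA genes and pseudogenes with few or no counts in Ctrl. Of the 4 ways to regroup the 6 libraries that part all same-numbered pairs, only the real grouping gave as many calls as 27 (1 of 4), and the other 3 gave 0. In the real grouping 1253 genes had an unadjusted p-value under 0.05, against 130 to 893 in those 3. Among the other 6 groupings, which part only 1 such pair, edgeR called 0 or 1 genes, with 324 to 2556 at an unadjusted p-value under 0.05. The 10 groupings cannot give a share under 0.1, so the calls cannot be told apart from a favourable grouping by this test alone. Gene length, GC content, dominant genes and chromosome segments were tested as technical explanations. Across genes, which are not independent replicates, the Spearman correlation of the log2 fold change was 0.0826 with exon length and -0.0700 with GC content, for the 97.8% of tested genes that have a value, and calls were not recomputed with a correction for either. Leaving out the 3 identifiers with the most counts before normalization gave 29 calls, which included all 27. The called genes were not concentrated in one place, since no 10 Mb window held more than 3 of them (*Padi3*, *Pramel13* and *Pramel1*, between 140512672 and 144135034 on chromosome 4), and 19.3% of random draws of tested genes reached as many. Libraries simulated without any change gave 1 call. DESeq2, the paper's tool, also called all 27, and the 3 genes called by edgeR in the readable part of Supplementary Data 4 are all called there. The 21 genes may therefore belong to the paper's upregulated genes, which it found nearer to H3K9me3 peaks than other genes. Peaks were not examined here gene by gene. The loss of H3K9me3 remains a biological hypothesis for each of the 21 genes.

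*Rps3a3* and *Rps3a2* were the called genes with the smallest adjusted p-values. *Rps3a3*, a processed pseudogene on chromosome 13 (108807137 to 108807931), rose from a mean of 0.438 to 97.5 CPM, a log2 fold change of 7.79. *Rps3a2*, a processed pseudogene on chromosome 14 (88360453 to 88361244), rose from 4.49 to 44.8 CPM, a log2 fold change of 3.32 (adjusted p-value of 7.41e-05). The parent gene *Rps3a1*, a ribosomal protein gene on chromosome 3 (86045244 to 86050009), moved the other way, from 1289 to 659.1 CPM, with a log2 fold change of -0.97 (standard error 0.156). Its adjusted p-value of 0.0722 was the smallest among lower genes. In each of the 3 genes every TKO library lay on one side of every Ctrl library. Reads that move between near-identical copies are a candidate explanation for part of the pattern. Over their full length the pseudogenes match the *Rps3a1* transcript at 99.5% (4 differences in 792 bases, *Rps3a2*) and 98.9% (9 differences in 795 bases, *Rps3a3*), and the lower value, 98.87%, leaves few positions at which a read can be told apart. Summed over the 3 genes, however, the level still fell from 1294 to 801.4 CPM, a log2 fold change of -0.69, so reassigned reads alone do not account for the fall in *Rps3a1* unless reads were also lost to positions that no gene or several genes claim. The counts cannot decide this. Reads shared in a fixed proportion would make the pseudogenes fall with *Rps3a1*, so the rise of both goes against that form of sharing. It leaves a share that differs between the groups, and whether the copies differ in sequence between the embryos was not tested. Genes within 10 Mb of *Rps3a1* had an unadjusted p-value under 0.05 as often as others (6.46% against 6.13%, a ratio of 1.054 over 294 genes), which concerns the expression of its neighbours and not their sequence. The pattern cannot be told apart from a share of reads that differs between the groups.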

How the results depend on the processing

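The direction of most results held under the alternatives listed in the processing summary. There were 1354 comparisons of an alternative with the reported value, of which 1137 kept their direction and side of the threshold (for counts, within 1.5 times), 63 became weaker, 50 stronger, 30 counts moved further and 74 reversed.

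The numbers of called genes changed most, and the cause was not tested. Against 27 dysregulated genes, all upregulated, DESeq2 on the same genes called 214 (193 up, 21 down) and its default workflow 227 (198 up, 29 down). No low-count filter gave 235 (213 up, 22 down), and there the median log2 fold change of all 39690 genes was -0.11 against 0.01. Each of these settings included all 27. At least 10 counts in every library gave 9, all among the 27 and all upregulated, while 13 of the 27 passed this filter. The replicate block gave 45 (44 up, 1 down), and an adjusted threshold of 0.01 gave 11. With one library left out, the number of dysregulated genes ranged from 7 to 81, upregulated from 7 to 65 and downregulated from 0 to 16 (276 to 1004 lower genes at an unadjusted p-value under 0.05), and the highest numbers came without TKO replicate 3. Without it 26 of the 27 were still called, and without any one Ctrl library 6 or 7 were. On the first principal component of log2 CPM (29.15% of the variance), TKO replicate 3 lay at -98.12 and the other libraries between -9.454 and 45.21. The second component parted Ctrl from TKO. RLE size factors and fits without robust estimation each gave 30 with all 27, and sex as a factor 23 with 18 of the 27. Removing the fold threshold or the X and Y genes left 27.

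Of the Fig. 7j factors 0 were called except without TKO replicate 3, which called 1 (*Pou3f1*; range 0 to 1). The log2 fold change of Setdb1 passed the adjusted threshold with no low-count filter (-0.68, adjusted p-value of 0.00498) and with DESeq2 (-0.65, adjusted p-value of 0.0449), while its other alternatives gave adjusted p-values from 0.128 to 1.

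Gene list results depended on how correlation between genes was handled. With fry and with camera's estimated correlation, the shifts stayed at 0.31 (germline), 0.74 (skeletal muscle), 0.358 and -0.301 (AberrBasal up and down lists), but the adjusted p-values rose to between 0.163 and 0.258. Of all lists, 10 were past 0.05 with the preset correlation, against 1 with fry and 1 with the estimated correlation (Merkel genes in both). The heart genes, at -0.001, were at -0.319 with the replicate block, -0.315 with sex as a factor, -0.369 with at least 10 counts in every library and -0.223 with no filter, and ranged from -0.431 to 0.0758 with one library left out. Neuronal genes, at 0.01, were at -0.0612 with the replicate block and ranged from -0.170 to 0.142. None of these shifts had an adjusted p-value under 0.05.

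The other lists that reversed had shifts of at most 0.122 in size with all 6 libraries. For the fibroblast, immune and interferon response genes camera's direction with all 6 libraries was opposite in sign to the median shift. In the 4 reversals past the adjusted threshold camera's direction was the same as with all 6, and only the median shift changed sign. Camera's direction for the fibroblast genes turned from up to down without Ctrl replicate 1 (adjusted p-value of 1.23e-06). The fibroblast genes (-0.06) were at 0.0279 with no filter, 0.0537 with the replicate block, 0.0244 with sex as a factor and -0.412 to 0.172 with one library left out (0.172 without Ctrl replicate 2, adjusted p-value of 0.00869). The immune genes (0.11) were at -0.122 (block), -0.256 (sex) and -0.850 to 0.508 (-0.850 without TKO replicate 2, adjusted p-value of 1.39e-06, and -0.204 without Ctrl replicate 3, 0.0410). The interferon response genes (0.03) were at -0.0115 (block), -0.0212 (sex) and -0.141 to 0.284 (-0.0852 without TKO replicate 2, adjusted p-value of 0.0494). With one library left out, hair follicle genes ranged from -0.0575 to 0.240 and proliferation genes from -0.0493 to 0.153. The suprabasal differentiation genes were at 0.0489 with no filter.

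Of 1008 comparisons for 79 single genes, 874 were unchanged, 39 weaker, 46 stronger and 49 reversed. The log2 fold change of Klf6, at 0.003, reversed to -0.00243 (RLE), -0.0335 (no filter), -0.0474 (block), -0.0203 (sex) and -0.00242 (DESeq2), and ranged from -0.205 to 0.245 with one library left out. From 0.033, the log2 fold change of Xist moved to -0.0188 (no filter) and -0.948 (block), and ranged from -10.7 to 11.2 with one library left out. Every other gene that reversed did so only with one library left out. Among them the ranges were -0.221 to 0.858 for *Pax3*, -0.359 to 0.0446 for *Pou2f3*, -0.406 to 0.0398 for *Hoxc13*, -0.224 to 0.204 for *Klf1*, -0.0731 to 0.0396 for *Klf4*, -0.0586 to 0.163 for *Klf15*, -0.419 to 0.0844 for *Jun*, -0.340 to 0.147 for *Junb* and -0.281 to 0.211 for *Trmt10c*. They were -0.535 to 0.241 for *Sox9*, -0.0586 to 0.148 for *Trp63*, -0.543 to 0.0211 for *Foxn1* and -0.230 to 0.215 for *Gli2*. For the Y genes they were -1.53 to 0.578 for *Ddx3y*, -0.873 to 0.444 for *Uty*, -0.601 to 0.568 for *Kdm5d* and -1.04 to 0.361 for *Eif2s3y*.

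Depth did not limit the common genes, with at least 102159175 counts per library, but genes with no counts in Ctrl have fold changes known only as lower bounds.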

Differences from the paper's values

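The paper reports 212 dysregulated genes, and edgeR's quasi-likelihood test called 27. Among the alternatives set before the data were examined, those within 1.5 times the paper's number were DESeq2 on the same genes (214), DESeq2's default workflow (227) and edgeR with no low-count filter (235). The others gave between 7 and 81. DESeq2 is the tool the paper's methods name.

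The paper reports 193 upregulated genes, against 27 here. DESeq2 on the same genes gave 193, its default workflow 198 and no low-count filter 213, while the other alternatives gave between 7 and 65.

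For downregulated genes, Fig. 5a shows about 19, read by eye, and edgeR called 0, with 416 lower genes at an unadjusted p-value under 0.05. DESeq2 on the same genes gave 21, no low-count filter 22 and the fit without TKO replicate 3 gave 16. DESeq2's default workflow gave 29, over 1.5 times the paper's number, and the remaining alternatives gave 0 or 1.

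Single genes that the paper presents as upregulated in bulk RNA-seq and that edgeR did not call were *Dpep1*, *Ly6e*, *Fbp2*, *Catsperg1*, *Csta2*, *Sh3gl3*, *Nnat*, *Bglap3*, *Kbtbd12*, *Pcdhga10*, *Pcdhga9*, *Pcdhgb1*, *Pcdhga4*, *Pcdhgb5* and *Pcdhga6*. DESeq2 on the same genes called each of these except *Pcdhga6*, which had a log2 fold change of 0.22 and an adjusted p-value of 1 by edgeR. edgeR with no low-count filter called each except *Pcdhga4* and *Pcdhga6*. The replicate block and the fit without TKO replicate 1 called *Dpep1* and *Ly6e*, and the fit without TKO replicate 3 called *Kbtbd12*. The paper also presents *Zfp951* as an upregulated gene with gene body methylation, and the bulk RNA-seq libraries gave it an adjusted p-value of 0.877 by edgeR and 0.587 by DESeq2. In Supplementary Fig. 13e the paper lists it as upregulated in PReCIS-seq only.

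The paper names cardiac and neuronal programs among those of its dysregulated genes. The hand-written heart and neuronal lists were shifted by -0.001 and 0.01 here, with adjusted p-values of 0.537 and 0.972. Of their genes edgeR called 0, with 1 heart and 4 neuronal genes higher at an unadjusted p-value under 0.05, and DESeq2 on the same genes called *Actc1* (heart), *Gria3* and *Anks1b* (neuronal). These lists were tested over all their genes, while the paper's enrichment concerns called genes.

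For single genes in the part of Supplementary Data 4 that was read, the log2 fold changes here differed from the paper's by a median of 0.0042 over 1990 genes. *Atf7ip* was at 1.11 here against the paper's 1.10, and *Bglap3* at 2.48 against the paper's 2.48. In that part the paper calls 29 genes. Of these, 27 were tested here, and edgeR called 3 and DESeq2 on the same genes 27, while DESeq2's default workflow called all 29.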

Other observations

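Tests of covariation within gene lists and of the loss of Merkel cells were chosen after the results were seen. The tests of other groupings, of muscle cells, of other non-keratinocytes, of library size and of the AberrBasal lists were chosen before.

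How many genes DESeq2 called was not matched by any other grouping of the 6 libraries. The real groups gave 214 genes, and the 3 other groupings that part all same-numbered pairs gave 1 to 12 (1 of 4 as large). Groupings that part only 1 such pair gave 3 to 111. For gene lists the real groups did not stand out, since 10 lists had an adjusted p-value under 0.05, and 2 of the 4 groupings that part all pairs gave as many. The 6 others gave 8 to 13. The number of lists past the threshold therefore cannot be told apart from other groupings of the libraries.

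TKO replicate 2 had the highest level of the TKO libraries in 23 of the 27 called genes (85.2%) and in 164 of the 193 genes upregulated by DESeq2, followed by TKO replicate 3 in 4 and 17. Library size was examined as a source. Among 2700 genes that were not called, matched to the called genes on mean expression, replicate 2 was highest in 33.67%, close to the 33.3% of an even division. Scaling by TMM already balances the libraries over such genes, so this share cannot test library size. TKO replicate 2 had the fewest total counts of the TKO libraries, 108957256. This TKO library also had the lowest *Setdb1* level of the 6, 62.3 CPM. A larger share of recombined cells in that embryo is a hypothesis that 3 mosaic embryos cannot test, and this is also the only female TKO library. Ctrl replicate 1 is female too, so sex can enter the fit (23 genes called with sex as a factor), but a response that differs by sex cannot be told apart from one embryo.

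Skeletal muscle genes rose in TKO, which may reflect derepression in keratinocytes or muscle cells carried into the sort. The share of tested genes that rose, 86.36%, cannot separate these, since both would give it. Across the 6 libraries, after removal of group means, their mean pairwise correlation was 0.102, at percentile 98.43 of 10000 random lists matched on expression. For 12 adipocyte genes, shifted by 0.86 (adjusted p-value of 9.46e-06 from camera and 0.327 with fry), the correlation was 0.564, at percentile 100. All 12 were positive, but only 1 had non-overlapping groups, where 0.6 are expected by chance. Genes regulated together would also covary, so covariation cannot separate a varying admixture of cells from a shared response, and the rise of adipocyte genes cannot be told apart from such cells in the sort. In TKO replicate 1 the muscle genes *Ttn* (26.1 CPM), *Myh3* (3.87 CPM) and *Actn2* (2.95 CPM) were above every Ctrl library. *Myog* (0.119 CPM), *Ckm* (0.323 CPM) and *Mylpf* (1.14 CPM) were not. These 6 of the 44 tested genes were chosen after their values were seen, so they cannot decide whether muscle cells account for the rise. For muscle genes the explanations cannot be told apart. Germline genes covaried too (0.108, percentile 97.83), in line with a share of recombined cells that differs between embryos.

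Merkel cell genes fell in TKO. The median of 14 tested genes was shifted by -1.136 (adjusted p-value of 7.54e-14 from camera, 7.12e-13 with the replicate block, 0.0264 with fry and at most 0.0496 over all alternatives), 2 of the 14 were higher, and 8 had non-overlapping groups, where 0.7 are expected by chance in that direction. *Pou4f3* fell from 1.61 to 0.281 CPM, *Krt8* from 3.57 to 0.938 CPM, *Isl1* from 0.598 to 0.0993 CPM and *Atoh1* from 1.23 to 0.222 CPM. Adjusted p-values of these genes over all genes were 0.0749, 0.113, 0.217 and 0.459, so none was called by edgeR. DESeq2 called *Pou4f3*, *Krt8* and *Isl1* downregulated (1.75e-06, 4.94e-06 and 0.0136) and not *Atoh1* (0.0552). Among the 10 groupings of the libraries the real one gave the smallest p-value and the largest shift, although 6 groupings had an adjusted p-value under 0.05. The paper reports fewer Merkel cells in TKO by immunofluorescence and no Merkel cell cluster in its TKO single-cell data. Fewer Merkel cells in the TKO sort, or lower expression of their genes, are candidate explanations, and the fall itself cannot separate them. A general loss of non-keratinocytes was tested with the fibroblast, immune and melanocyte lists, and 0 of the 3 fell with an adjusted p-value under 0.05 over all 6 libraries, where the melanocyte genes rose (0.52, adjusted p-value of 0.0213). With one library left out, some did fall. The immune genes fell without TKO replicate 2 (-0.85, adjusted p-value of 1.39e-06) and without Ctrl replicate 3 (-0.20, 0.0410). The fibroblast genes fell without Ctrl replicate 1 (-0.41, 1.23e-06). In the fits that left out one library the melanocyte shift stayed positive, at 0.13 to 0.63. Its adjusted p-value from camera reached 0.358 there. Merkel genes covaried within groups no more than matched lists (0.0271, percentile 63.61), so a Merkel cell content that varies from embryo to embryo was not seen. These genes were named after their values were seen.

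Genes of the p53 response rose by 0.50 (adjusted p-value of 2.56e-11 from camera, 3.92e-14 with the replicate block and 0.285 with fry). With one library left out, the shift ranged from 0.26 (without TKO replicate 2) to 0.65 (without TKO replicate 3). Of the 30 tested genes 25 were positive, and 13 were higher in every TKO library, where 1.5 are expected by chance. *Eda2r* was at 1.54 CPM in Ctrl and 12.6, 33.2 and 4.05 CPM in TKO replicates 1 to 3, and *Cdkn1a* at 81.6 CPM and 104.5, 203.4 and 77.9 CPM. *Eda2r* and *Cdkn1a* were named after their values were seen. Camera gave an adjusted p-value under 0.05 for this list in 9 of the 10 groupings, so its small p-value does not separate the genotypes, although the real grouping had the smallest. The interferon response list was shifted by 0.03 (adjusted p-value of 0.746). No biological explanation was tested for either list.

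The paper's single-cell AberrBasal cluster was compared with the bulk libraries, which come from other samples. Genes of its up list were shifted by 0.358 (516 of 566 positive, 169 higher in every TKO library against 28.3 by chance). Genes of its down list were shifted by -0.30 (28 of 178 positive, 43 lower in every TKO library against 8.9 by chance). With one library left out, both shifts were smallest without TKO replicate 2 (0.19 and -0.20). They were largest without TKO replicate 3 (0.47 and -0.42). The adjusted p-values were 1.59e-38 and 6.13e-22 with camera and 0.248 for both with fry, and the range over alternatives reached 0.258. The real grouping gave the smallest p-value for both lists, but 9 and 7 of the 10 groupings were under 0.05. The direction is consistent with the hypothesis that the single-cell change is also present in bulk basal cells.

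Of the genes shown for single-cell clusters in Fig. 4d, *Tdrd1* rose from 19.0 ± 4.14 to 51.4 ± 17.0 CPM (SD, n = 3 per group; adjusted p = 0.0879 from edgeR's quasi-likelihood test, 0.0305 with the replicate block and 9.63e-06 from DESeq2). *Gria3* rose from 1.12 ± 0.535 to 12.2 ± 10.5 CPM (adjusted p = 0.299 from edgeR, 0.529 with the block and 0.0372 from DESeq2). DESeq2 called both and edgeR neither. *Krt14*, *Krt10* and *Sox9* had log2 fold changes of -0.30, -0.42 and -0.03, none of them called.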
